# Tumor Suppressor PLK2 May Serve as a Biomarker in Triple-Negative Breast Cancer for Improved Response to PLK1 Therapeutics

**DOI:** 10.1158/2767-9764.CRC-21-0106

**Published:** 2021-12-27

**Authors:** Yang Gao, Elena B. Kabotyanski, Jonathan H. Shepherd, Elizabeth Villegas, Deanna Acosta, Clark Hamor, Tingting Sun, Celina Montmeyor-Garcia, Xiaping He, Lacey E. Dobrolecki, Thomas F. Westbrook, Michael T. Lewis, Susan G. Hilsenbeck, Xiang H.-F. Zhang, Charles M. Perou, Jeffrey M. Rosen

## Abstract

Polo-like kinase (PLK) family members play important roles in cell-cycle regulation. The founding member PLK1 is oncogenic and preclinically validated as a cancer therapeutic target. Paradoxically, frequent loss of chromosome 5q11–35, which includes PLK2, is observed in basal-like breast cancer. In this study, we found that PLK2 was tumor suppressive in breast cancer, preferentially in basal-like and triple-negative breast cancer (TNBC) subtypes. Knockdown of PLK1 rescued phenotypes induced by PLK2 loss both *in vitro* and *in vivo*. We also demonstrated that PLK2 directly interacted with PLK1 at prometaphase through the kinase but not the polo-box domains of PLK2, suggesting PLK2 functioned at least partially through the interaction with PLK1. Furthermore, an improved treatment response was seen in both Plk2-deleted/low mouse preclinical and patient-derived xenograft (PDX) TNBC models using the PLK1 inhibitor volasertib alone or in combination with carboplatin. Reexpression of PLK2 in an inducible PLK2-null mouse model reduced the therapeutic efficacy of volasertib. In summary, this study delineates the effects of chromosome 5q loss in TNBC that includes PLK2, the relationship between PLK2 and PLK1, and how this may render PLK2-deleted/low tumors more sensitive to PLK1 inhibition in combination with chemotherapy.

**Significance:**

The tumor-suppressive role of PLK2, and its relationship with oncogene *PLK1*, provide a mechanistic rationalization to use PLK1 inhibitors in combination with chemotherapy to treat PLK2-low/deleted tumors. TNBC, and other cancers with low PLK2 expression, are such candidates to leverage precision medicine to identify patients who might benefit from treatment with these inhibitors.

## Introduction

Breast cancer remains the most prevalent cancer and the second leading cause of cancer-related death in American women in 2021 (1). Therefore, it is imperative to understand the molecular mechanisms underlying breast cancer development in order to develop novel therapies. Categorization of breast cancer based on its status of estrogen receptor (ER), progesterone receptor (PR), and HER2 has markedly improved the treatment of the luminal and HER2-specific subtypes (2, 3). For example, the luminal subtype (ER^+^, PR^±^) typically responds to endocrine therapies, and the HER2 subtype (HER2^+^, ER^−/+^, PR^−/+^) is treated with the HER2-targeted drug trastuzumab (4–8). However, targeted therapies are still in urgent need for triple-negative breast cancer (TNBC, ER^−^, PR^−^, and HER2^−^) due to the lack of these standard therapeutic targets. In this study, we identified a potent candidate biomarker, Polo-like kinase 2 (PLK2, chromosome 5q11.2), and a possible therapeutic target PLK1, that may not only help stratify patients with TNBC for treatment, but also benefit for patients with other cancers that exhibit chromosome 5q loss across the PLK2 region (9, 10).

PLK2 belongs to a gene family consisting of five serine/threonine kinases (PLK1-PLK5) with highly conserved N-terminal kinase domains and C-terminal polo-box domains (PBD). PLK family members play important roles in regulating the cell cycle and DNA damage response (11–13). The founding and most well-studied member of the family, PLK1, is expressed in the proliferating cells of normal tissues with a peak during G_2_/M and controls many cell-cycle events including centrosome maturation, mitotic entry, chromosome segregation, and cytokinesis (13–15). Extensive studies have shown that PLK1 overexpression is oncogenic in many types of cancer and it has been validated preclinically as a cancer therapeutic target (16–18). Several PLK1 inhibitors, such as volasertib (BI 6727; ref. 19), are currently under clinical development. PLK1 inhibition in combination with paclitaxel, or doxorubicin plus cyclophosphamide, achieved a better outcome in the treatment of TNBC xenograft models (20, 21). Volasertib plus carboplatin has demonstrated activity in heavily pretreated patients with advanced solid tumors, including breast tumor (22).

PLK2 was initially named serum-inducible kinase (SNK) because it is an early growth response gene upon serum treatment (23). PLK2 is mainly localized in centrosomes during the G_1_ phase and is necessary for centriole duplication (24–26). It also functions in the nervous system by regulating homeostatic synaptic plasticity and neuronal cell differentiation (13, 27, 28). Plk2-null mice display embryonic growth retardation but are viable, which may be due to compensatory effects of other Plks (29). PLK2 is highly expressed in the mammary gland (30). In contrast to *in vitro* studies, deletion of Plk2 in mouse mammary epithelial cells (MEC) *in vivo* surprisingly not only induces cell proliferation and gland hyperbranching, but also disrupts mitotic spindle orientation and cellular polarity (31). Moreover, loss of Plk2 results in an increased number of less differentiated preneoplastic lesions in the mammary glands of multiparous mice, suggesting PLK2 is required for normal mammary gland development (31).

Although PLK2 belongs to the same family as PLK1, and both kinases are implicated in cell-cycle progression, recent studies as well as our data presented herein suggest that PLK2 may actually be a tumor suppressor that is silenced in many types of cancers, including breast cancer (32–36). This paradox stimulated us to investigate the functions of PLK1 and PLK2 in breast cancer, as well as potential translational implications. Here, we demonstrated that PLK2 functions as a tumor suppressor in breast cancer, and suggested that its tumor-suppressive role is mediated, at least partially, by its direct interaction with PLK1. Furthermore, using both preclinical genetically engineered mouse (GEM) models and patient-derived xenograft (PDX) models, we showed that PLK2 loss may serve as a potential biomarker to predict response to PLK1 inhibitors, alone and in combination with chemotherapy.

## Materials and Methods

### Cell Culture

HEK293T and BT20 cells were purchased from ATCC in 2012 and 2013, respectively. They have not been authenticated since the purchase. They were cultured in DMEM/High Glucose medium (GenDepot) supplemented with 10% FBS plus antibiotic–antimycotic solution (GenDepot). TLM-HMECs (genetically engineered human mammary epithelial cells) have not been authenticated since they were obtained from Dr. Thomas Roberts (Dana-Farber Cancer Institute, Harvard Medical School, Boston, MA) in 2003 (37) and were cultured in mammary epithelial growth medium (MEGM, Lonza). All cell lines used in this study were grown in a humidified incubator at 37°C with 5% CO_2_ and *Mycoplasma* free as periodically tested by Universal Mycoplasma Detection Kit (ATCC).

### Anchorage-Independent Proliferation Assay

TLM-HMECs were lentivirally transduced with control or human PLK2 GIPZ lentiviral short hairpin RNAs (shRNA; Open Biosystems-Horizon Discovery; Supplementary Table S3), and then selected using puromycin to establish stable cell lines. These cell lines were subsequently transduced with lentiviruses expressing control or human PLK1 GIPZ lentiviral shRNA (Open Biosystems-Horizon Discovery; Supplementary Table S3), at a multiplicity of infection (MOI) of 1 and subjected to anchorage-independent proliferation assays as described previously (38). Cells were seeded at densities of 3 × 10^4^ or 5 × 10^4^ per 60-mm plate with a bottom layer of 0.6% Noble agar in MEM (Gibco) and a top layer of 0.5% methylcellulose containing MEGM (Lonza). Fresh MEGM (0.5 mL) was added every three days. Macroscopic colonies were counted after four weeks. Experiments were performed in triplicate.

### Primary Mammary Epithelial Cell Isolation, Transduction, and Transplantation

Primary mammary epithelial cells (MEC) were isolated from 8-week-old Plk2^−/−^ mice for transplantation experiments. MECs were isolated by mincing freshly harvested mammary glands into 1 mm^3^ fragments using a Vibratome Series 800-Mcllwain Tissue Chopper. The tissue fragments were digested in DMEM/F12, which contained 2 mg/mL collagenase A (Roche Applied Science), for 1 hour at 37°C shaking at 120 rpm. The adipocytes were removed from the organoids by centrifugation at 1,500 rpm for 5 minutes. Following this centrifugation step, the remaining stromal cells were removed by sequential centrifugation at 1,500 rpm for 5 seconds. The organoids were then subjected to trypsinization by resuspending them in 0.25% Trypsin-EDTA for 5 minutes at 37°C and subsequently the organoids were washed and filtered using a 40-μm cell strainer to obtain a single-cell suspension.

A LeGO-T lentiviral vector was kindly provided by Kristoffer Riecken (39). shRNAs targeting mouse Plk1 (Supplementary Table S3) were purchased from Open Biosystems-Horizon Discovery. U6 promoter-hairpin segments were amplified from a pLKO.1 vector using PCR primers *Xba*I (forward): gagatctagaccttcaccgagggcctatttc; and *Not*I (reverse): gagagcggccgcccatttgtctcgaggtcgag. Both LeGO-T lentiviral vector and PCR fragments were digested with *Xba*I + *Not*I, purified with QIAquick Gel Extraction kit or QIAquick PCR Purification kit (Qiagen), ligated using T4 DNA Ligase (New England BioLabs), and transformed into One Shot Stbl3-competent cells (Life Technologies). All plasmids were sequence-verified prior to lentiviral production. Lentiviral vectors were cotransfected with packaging vectors VSVG and gag/pol in a ratio of 3:1:2 into HEK293T cells using Trans-IT Transfection reagent (Mirus). Viral supernatants were collected at 48 and 72 hours posttransfection, pooled, and filtered through 0.45-μm filters to remove cellular debris. Filtered viral supernatants were concentrated using Beckman Coulter Optima ultracentrifuge (SW32Ti rotor) at 25,000 rpm for 1 hour 45 minutes. Ultracentrifuged viruses were resuspended in MEC growth media and titered by FACS analysis as described before (40).

Primary MECs were plated in a nonadherent dish and were transduced with the above lentiviral Plk1 at an MOI of 50. Cells were incubated at 37°C overnight. The next day, cells were washed to remove any unbound virus and were resuspended in DMEM/F12 containing 20% Matrigel and kept on ice until transplantation. For transplants, 150,000 cells were injected into cleared contralateral fat pads of 3-week-old SCID/Beige host mice. Mammary glands were harvested 8 weeks posttransplantation and whole-mount, as well as histologic analyses, were performed.

### Estrogen and Progesterone Treatment

To induce proliferation in mammary epithelial cells and quantify the mitotic spindle orientation, mice were treated with estrogen and progesterone for two days as described previously (31). In brief, mice were injected with 100 μL of estrogen and progesterone sesame oil solution with a final concentration of 1 μg of E2 and 1 mg of progesterone under the skin between the shoulder blades.

### Tissue Harvest

The fourth pair of mammary glands was harvested at 8 weeks posttransplantation. Bromodeoxyuridine (BrdU) (B5002, Sigma-Aldrich) at 60 μg/g body weight was intraperitoneally injected 2 hours prior to tissue harvest, which allowed for proliferation analysis.

### RNA Isolation

The fourth pair of mammary glands was isolated and MECs were purified from these glands. Total RNA was isolated using TRIzol Reagent (Invitrogen) or RNeasy Mini Kit (Qiagen) according to the manufacturer's protocols. Similar RNA preparations were also done for the tumor samples.

### Protein Extraction and Immunoblot Analysis

Protein was isolated using RIPA Lysis and Extraction Buffer (Thermo Scientific) or T-PER Tissue Protein Extraction Buffer (Thermo Scientific) plus protease inhibitor (Roche) and phosphatase inhibitor (Roche). Protein was quantified using a Pierce BCA Protein Assay Kit (Thermo Scientific). SDS-PAGE was employed to separate proteins that were transferred onto a polyvinylidene difluoride membrane. PLK1 (Abcam, ab17057, 1:1,000), PLK2 (Cell Signaling Technology, 14821, 1:1,000), GAPDH (Cell Signaling Technology, 2118, 1:5,000), and β-actin (Cell Signaling Technology, 3700, 1:3,000) antibodies were used.

### Whole-Mount, Carmine Alum Staining, and Branching Analysis

For mammary gland whole-mount analysis, tissue was mounted between two glass slides and imaged using Leica MZ16F fluorescence stereoscope. Images (1.0× and 1.6×) of control luciferase and Plk1 shRNA lentiviral vector-transduced mammary glands were taken for branching analysis. Following these analyses, mammary glands were paraffin-embedded. Carmine alum staining was performed as described previously (31).

### Immunofluorescence

Paraffin-embedded tissues were cut into 5-μm–thick sections and dried before use. To begin, sections were deparaffinized in xylene and rehydrated in graded ethanol solutions. Antigen retrieval was performed by boiling in 10 nmol/L sodium citrate buffer (pH 6.0) for 20 minutes. Washing steps were performed with 1× PBS and primary antibodies were incubated at 4°C overnight in a humidified chamber. All primary antibodies (BrdU, Abcam, ab6326, 1:1,000; NuMA, Abcam, ab36999, 1:250) were diluted in 5% BSA, 0.5% Tween-20 blocking buffer.

### Bimolecular Fluorescence Complementation Assay

pDONR vectors encoding PLK2, RB1, CHK1, TUBB, and PLK1 were obtained from human ORFeome (Open Biosystems-Horizon Discovery). They were individually transferred into either bait pB-CMV-CVn-neo (for PLK2) or prey pB-CMV-YFP-CC-puro (for RB1, TUBB, CHK1, PLK1) vectors using Gateway recombination reaction (Life Technologies; ref. 41). Bait and prey plasmids containing fused fragments were then individually transfected together with VSVG and gag/pol packaging vectors in a ratio of 3:1:1 into HEK293T cells using Trans-IT Transfection reagent (Mirus) to produce retroviruses. Stable cell lines were generated after selection with G418 (500 μg/mL; bait) and puromycin (2 μg/mL; prey), and the expression of proteins was verified by immunofluorescence and Western blotting. In bimolecular fluorescence complementation (BiFC) assay, the PLK2-bait cell line was infected with one of the CHEK1, TUBB, RB1, or PLK1 prey–produced retroviruses.

Fluorescent signals were observed after 48 hours of infection using a Carl Zeiss inverted fluorescence microscope with an AxioCam MRm camera. BD LSRII Flow Cytometer (BD Biosciences) was utilized to quantify yellow fluorescent protein (YFP)-positive cells. Untransduced cells, cells transduced with bait-empty vector (without PLK2 fusion), or cells transduced with only one expression vector containing a fused fragment (either bait or prey) were used as negative controls. BiFC assays were repeated five times in triplicates.

### Proximity Ligation Assay

Full-length PLK1 and PLK2 sequences were PCR amplified and individually cloned into pCDNA3.1 vector (Invitrogen) using *Xba*I-*Eco*RI and *Xba*I-*Bam*HI (New England BioLabs) restriction sites, respectively. PLK2 mutations K111R (KD, kinase dead), W503F (PBD, polo-box domain 1) and H629A, K631M (PBD, polo-box domain 2) were generated by site-directed mutagenesis (Agilent Technologies) according to the manufacturer's protocol. All constructs were verified by DNA sequence analysis prior to transfections.

HEK293T cells were seeded at 40% confluence before the day of transfection. To induce an arrest in the G_2_/M phase of the cell cycle, cells were treated with 40 ng/mL of nocodazole (Sigma-Aldrich) for 16 hours. For each transfection, 2.5 μg of total DNA was mixed with 250 μL of Opti-MEM I Reduced-Serum medium (Life Technologies) and 7.5 μL of Trans-IT-293 Reagent (Mirus). The mixture was incubated at room temperature for 20 minutes and then added to cells. After 48 hours, cells were transferred into a 96-well SensoPlate with a glass bottom (Thermo Scientific) in the amount of 10^4^ cells per well and were grown for another 24 hours. Subsequently, cells were fixed with 4% paraformaldehyde (Thermo Scientific) for 10 minutes, permeabilized with 0.25% TritonX-100 for 10 minutes, and blocked with 3% BSA in PBS for 1 hour at room temperature. Then, cells were coincubated with mouse anti-PLK1 antibody (Abcam, ab17057) diluted 1:4,000 and rabbit anti-PLK2 antibody (Cell Signaling Technology, 14812) diluted 1:2,000 overnight at 4°C. The PLA was performed using reagents supplied in the Duolink in situ Red PLA Mouse/Rabbit kit (Sigma-Aldrich, DUO92101) following the manufacturer's instructions. Cell nuclei were stained with NucBlue ReadyProbes reagent (Invitrogen), and actin filaments were stained with Actin Green 488 ReadyProbes reagent (Invitrogen).

Imaging was performed on a Cytiva DV Live epifluorescence image restoration microscope using an Olympus PlanApo N 60×/1.42 NA objective and 1.9k × 1.9k pco.EDGE sCMOS_5.5 camera with 1042 × 1042 FOV. The filter sets used were DAPI (390/18 excitation, 435/48 emission) and CY5 (632/22 excitation, 676/34 emission). Z-stacks (0.25 μm) covering the whole cell (∼8.3 μm) were acquired before applying a conservative restorative algorithm for quantitative image deconvolution using SoftWorx v7.0 and saving files in pixel intensity projection tiff format for each channel. Imaging for quantitation of PLA-positive cells was done on a BioTek Cytation 5 Cell Imaging Multi-Mode Reader equipped with a DAPI filter cube set (excitation 377/50, emission 447/60) and CY5 filter cube set (excitation 628/40, emission 685/40) with a Grasshopper3 GS3-U3–14S5M camera. Image panels were collected with an Olympus 20×/0.45NA objective. Images were exported from the Gen5 version 3.03.10 software as tiff files. Quantitative PLA analysis was performed by calculating the percentage of cells showing positive PLA signals from eight randomly captured image panels per group.

### RNA-sequencing and Bioinformatic Data Analyses

RNA-sequencing (RNA-seq) was performed as described previously (42). Briefly, paired-end (2 × 50 bp) sequencing was performed on the Illumina HiSeq 2500 sequencer at the UNC High Throughput Sequencing Facility. RNA-seq results were aligned to the mouse mm10 reference genome using the Star alignment algorithm (43) and quantified as gene-level counts using a Salmon pipeline as described previously (42). Upper-quartile normalized counts were then log2(x+1) transformed. Hierarchical clustering was performed with 1,910 intrinsic mouse genes using Cluster 3.0 with 1−Pearson correlation distance and centroid linkage (44).

To compare the gene expression of Plk2^−/−^; p53^−/−^ models with published mouse model gene expression classes derived from microarray expression, we combined the log_2_(x+1) RNA-seq expression data with the expression data from microarray samples previously used to identify mouse mammary tumor expression classes (44). Batch effects due to expression type (RNA-seq vs. microarray) were adjusted using COMBAT (45). Expression class assignments from the initial publication (44) were retained for microarray samples. Plk2^−/−^; p53^−/−^ samples were assigned to three separate expression classes (PLK2-Luminal, PLK2-Basal, and PLK2-Claudin-low) based on the hierarchical clustering with RNA-seq samples.

PLK2 and PLK1 mRNA expression levels in PDX models were evaluated in the BCM PDX Portal (https://pdxportal.research.bcm.edu/).

Copy-number data for The Cancer Genome Atlas (TCGA) breast cancer samples were downloaded from cBioPortal (www.cbioportal.org) using the TCGA Firehose Legacy version. Copy-number variation was calculated using GISTIC 2.0 with values < -2 indicating a deletion event (potentially homozygous deletion); values < -1 indicating a loss (potentially a heterozygous deletion), values near 0 indicating diploid status, values > 1 indicating a gain, and values >2 indicating an amplification.

### Generation of Doxycycline-Inducible Cell Lines and Cell Culture Conditions

To derive a cell line from the 1963B Plk2^−/−^; p53^−/−^ tumor model, a fresh tumor was harvested when it reached approximately 1 cm in diameter. The 1963B tumor was then minced into small 1–2 mm^3^ pieces and digested with 1 mg/mL type I Collagenase (Roche) in DMEM/F12 for 2 hours in a 37°C incubator shaking at 125 rpm. After centrifugation at 1,500 rpm for 5 minutes, the pellet was resuspended in PBS and then three short centrifugations (1,500 rpm at 7 seconds) were performed to enrich the mammary epithelial organoids. Single cells were obtained by digestion in 0.25% Trypsin-EDTA for 5 minutes at 37°C. Because the p53-null mice have a neomycin resistance cassette, the 1963B cell line was generated using 500 μg/mL G418 (Sigma) selection for two weeks and then validated by pan-cytokeratin and cytokeratin 5 immunofluorescence staining.

Doxycycline-inducible vector pCW57.1 was obtained from Addgene (#41393). PLK2 in a pDONR223 vector was obtained from human ORFeome (Open Biosystems-Horizon Discovery) and was cloned into pCW57.1 using the Gateway recombination reaction (Life Technologies) and verified by sequencing prior to transfection. For viral production, the plasmid was transfected together with packaging plasmids CMV-VSVG, MDL-RRE, and RSV-REV in the ratio of (3:1:1:1) into HEK293T cells using Trans-IT transfection reagent (Mirus). Virus-rich supernatant was collected at 72 hours posttransfection, concentrated by ultracentrifugation at 25,000 rpm for 1 hour 45 minutes, and titered using lentivirus qPCR titer kit (ABM). 1963B cell line generated as above and BT20 cells were transduced with the virus at an MOI of 10 following puromycin selection (2 μg/mL) for 5 days.

### Mice, Tumor Models, and Treatment

All animal experiments were conducted in accordance with a protocol (AN-504) approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine (Houston, TX) and in compliance with all relevant ethical regulations regarding animal research.

To generate Plk2^−/−^; p53^−/−^ mice, Plk2^−/−^ mice were first backcrossed with wild-type Balb/c mice for >5 generations and then bred with the p53^−/−^ Balb/c mice. To get breast-specific tumors, MECs isolated from Plk2^−/−^; p53^−/−^ mice were transplanted into cleared fat pads of wild-type Balb/c recipients. Spontaneous tumors arose with a latency of eight months to more than a year and were characterized by histology, hematoxylin and eosin, immunofluorescence staining, and RNA-seq. Those tumors were cryopreserved as small chunks for later mammary fat pad implantation experiments as described before (46). PDX models were obtained from the Patient-Derived Xenograft and Advanced In Vivo Models Core at Baylor College of Medicine (Houston, TX). Balb/c mice were purchased from Envigo. NSG mice were purchased from the Jackson laboratory.

When tumor size became approximately 110–200 mm^3^, animals were randomized into different treatment groups. Carboplatin (Sigma-Aldrich, C2538) was reconstituted in PBS and delivered once a week at a dosage of 25 mg/kg or 50 mg/kg by intraperitoneal injection. Volasertib (Selleckchem, S2235) was formulated in 0.1 N hydrochloric acid (vehicle) and administered once a week by oral gavage at a dosage of 25 mg/kg or 50 mg/kg. Tumor size was measured using a digital caliper twice a week.

Doxycycline-treated mice were supplied with 200 μg/mL doxycycline water when their tumors became palpable. Doxycycline water was changed twice a week.

### Statistical Analysis

Statistical comparisons were performed with Excel (Microsoft Office 2016), Prism software (GraphPad Software, version 9.0), or R software (Version 4.0). Significance of differences between two groups was evaluated by unpaired two-tailed *t* test. Pairwise *t* tests with Bonferroni correction were used for comparison between TCGA TNBC subtypes. Multiple comparisons were analyzed using one-or two-way ANOVA followed by Tukey test. Comparison of log_2_ fold change of tumor volume was performed using linear contrast or two-way ANOVA. The specific statistical analysis for each figure was included in the figure legends.

### Data Availability

RNA-seq and microarray data were uploaded to Gene Expression Omnibus (accession number GSE174683).

## Results

### PLK2 is Tumor Suppressive in Breast Cancer

Previous studies from our laboratory and others have suggested that there is a frequent arm-level loss of chromosome 5q region across different types of cancer, including breast cancer, lung squamous cell carcinoma, and ovarian cancer (9, 10). To explore the gene-specific copy-number alterations (CNA) of PLK2 (chromosome 5q11.2), we analyzed the TCGA Pan-Cancer and Tumorscape datasets using the TCGA Copy Number Portal from the Broad Institute and confirmed that PLK2 is significantly deleted in several types of cancer, including breast cancer (Fig. 1A; Supplementary Fig. S1A). This result is consistent with our previous report that basal-like breast tumors have a frequent loss of chromosome 5q11–35 that typically included PLK2 and the checkpoint clamp loader component gene *RAD17* (47). To gain more insight into the CNAs in different breast cancer subtypes, we performed GISTIC analysis on TCGA breast tumors and discovered that the loss of PLK2 was identified in 21.8% of all patients with breast cancer (Fig. 1B). Among these, loss of PLK2 was found in 11.3% of ER^+^, 24.4% of HER2^+^, but markedly in 58% of TNBC patients. Similar to PLK2, loss of RAD17 was also observed at a higher level in TNBC (Fig. 1B).

**FIGURE 1:**
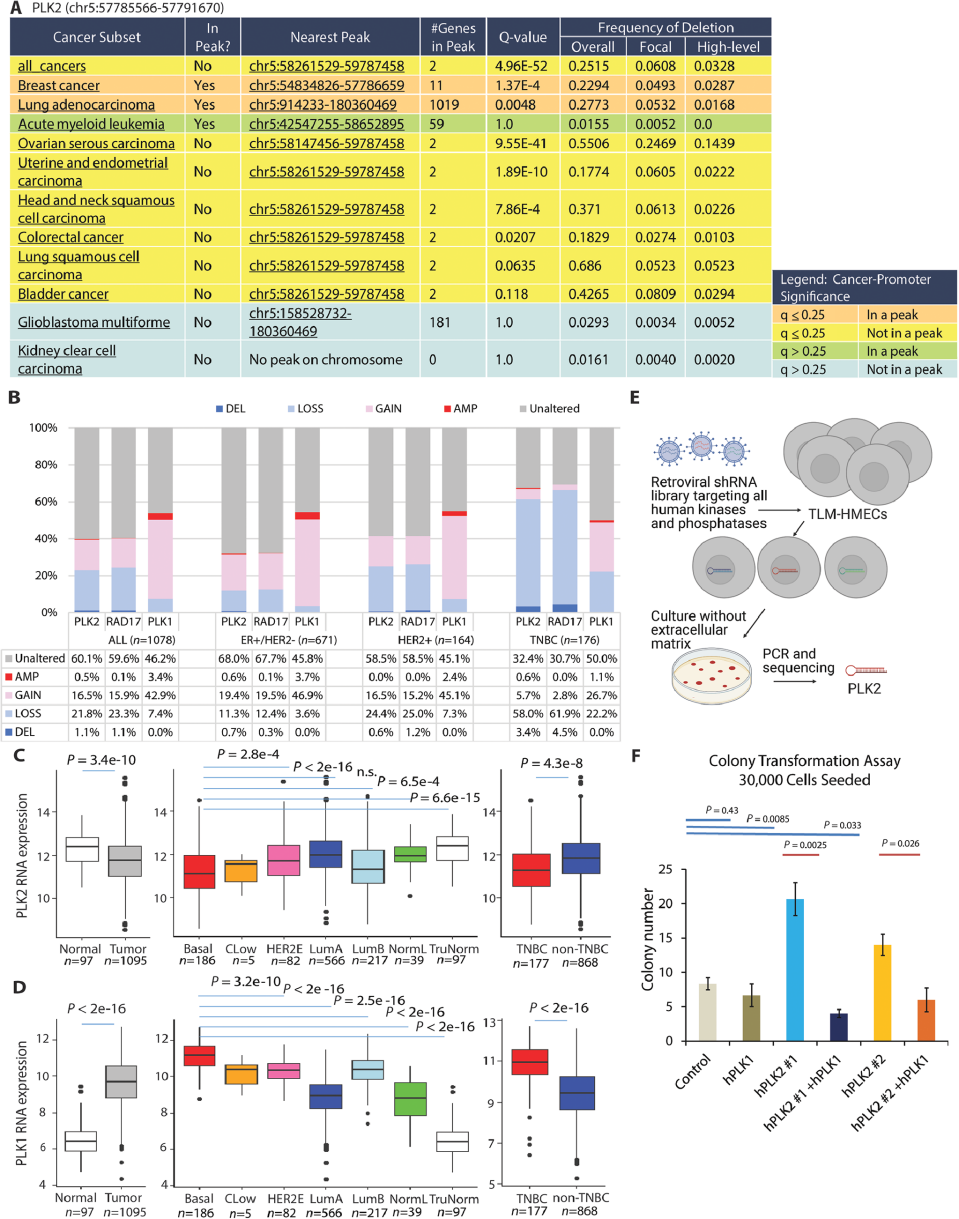
PLK2 is tumor suppressive and knockdown of PLK1 rescues PLK2 loss–induced transformation of HMECs. **A,** PLK2 is significantly deleted in 8 of 11 independent cancer types (q ≤ 0.25) in the TCGA Pan-Cancer dataset (2013–08-16). Among these, PLK2 is located within a peak region of deletion in breast cancer and lung adenocarcinoma. **B,** PLK2, RAD17, and PLK1 CNAs in different breast cancer subtypes. Note that the loss of PLK2 and RAD17 is more dramatic in the TNBC subtype as compared with others. Amplification (Amp) >2.0, Gain >1.0, Deletion (Del) <2.0, Loss <1.0. PLK2 (**C**) and PLK1 (**D**) RNA expression vary significantly between normal breast tissue and breast tumor samples (left), intrinsic breast cancer subtypes (center), and triple-negative (TNBC) versus non-TNBC patients from the TCGA breast tumor dataset. *P* values shown from Student *t* test for two-class comparisons (normal vs. Tumor and TNBC vs. non-TNBC); *P* values between intrinsic subtypes are pairwise *t* tests with Bonferroni correction for multiple comparisons. **E,** Schematic of the unbiased RNAi-based forward genetic screen. TLM-HMECs need to be anchored to the extracellular matrix (ECM) to proliferate. Therefore, by applying a library of retroviral shRNAs targeting all human kinases and phosphatases to TLM-HMECs cultured in the absence of ECM, critical candidate genes involved in cell transformation could be discovered. The shRNA library was transduced into TLM-HMECs in duplicate. 530 anchorage-independent macroscopic colonies were quantitated from two independent screens. Colonies containing shRNAs were identified by PCR amplification and sequencing. **F,** Knockdown of PLK2 using two shRNAs increased the colony number for both, suggesting a tumor-suppressive role of PLK2 in HMECs. This induction was abolished by additional knockdown of PLK1. PLK1 shRNA alone did not show an effect on colony number formed in the colony transformation assay. 30,000 HMECs were seeded in the plates. Assays were performed in triplicate. Data are represented as mean ± SEM. Statistical significance was determined using unpaired two-tailed Student *t* test.

We then examined mRNA expression in the TCGA database to further investigate the relationship between PLK2 and PLK1 in breast cancer. Patients with primary breast tumors had lower expression of PLK2 mRNA, but higher levels of PLK1 mRNA, relative to normal breast tissue (Fig. 1C and D). Further analysis indicated that lower expression of PLK2 and a higher level of PLK1 mRNA was specifically linked to the basal-like subtype or TNBC subtype (Fig. 1C and D; Supplementary Fig. S1B and S1C).

In support of the functional consequences of these human tumor findings, an unbiased RNAi-based forward genetic screen also identified PLK2 as one of the candidate tumor suppressors in breast cancer (Fig. 1E; refs. 37, 38). In brief, human mammary epithelial cells (HMEC) were immortalized by transducing with human telomerase catalytic subunit (hTERT) and SV40 large T-antigen (LT), hereby designated TLM-HMECs. These cells, however, need to be anchored to the extracellular matrix (ECM) to proliferate. Therefore, by applying an shRNA library that targeted all kinases and phosphatases to TLM-HMECs cultured in the absence of ECM, we were able to discover critical candidate genes involved in cell transformation (38), including PLK2. Subsequently, we performed a colony transformation assay and found that knockdown of PLK2 in TLM-HMECs using two different shRNAs, both increased the number of colonies as compared with controls (Fig. 1F; Supplementary Fig. S1D–F), consistent with the tumor-suppressive role of PLK2.

### PLK1 Mediates PLK2 Loss–Induced Phenotypes

PLK1 is overexpressed in breast cancer, especially TNBC, and targeting PLK1 has been reported to impair TNBC growth (20, 48). The apparent paradox that PLK1 and PLK2 might exert opposite roles in breast cancer led us to study potential links between PLK2 and PLK1. First, we tested the effect of PLK1 knockdown using a human PLK1 shRNA in the TLM-HMEC colony transformation assay. Knockdown of PLK1 alone did not significantly change the number of colonies formed, but instead it mitigated the increased colony formation observed following PLK2 knockdown, thus suggesting that the tumor suppressive function of PLK2 is specifically related to PLK1 activity (Fig. 1F; Supplementary Fig. S1D).

Next, we sought to examine whether inhibition of PLK1 was able to rescue the phenotypes observed following PLK2 loss in the mouse mammary gland *in vivo*. We isolated MECs from 8-week-old Plk2^−/−^ mice and transduced them with lentiviral vectors containing control, mouse mPlk1 #1, or mPlk1 #2 shRNA (Supplementary Fig. S2). The cells were then injected into immunocompromised mice with cleared mammary fat pads. Transplanted outgrowths were harvested and characterized 8 weeks posttransplantation (Fig. 2A). Visualization of the fluorescent whole mounts and carmine alum staining showed that, as expected, the control outgrowths had increased branching, a phenotype previously observed in the Plk2^−/−^ mammary glands (31). Interestingly, the hyperbranched phenotype observed in the control appeared to be absent in the Plk1 knockdown outgrowths. Quantification of the branchpoints per millimeter of duct revealed that the controls had about 2 branchpoints per millimeter of duct, whereas both the mPlk1 #1 and mPlk1 #2 shRNA knockdown groups had about 1.4 branchpoints per millimeter, suggesting Plk1 knockdown alleviated the hyperbranching phenotype in Plk2^−/−^ mammary gland (Fig. 2B).

**FIGURE 2:**
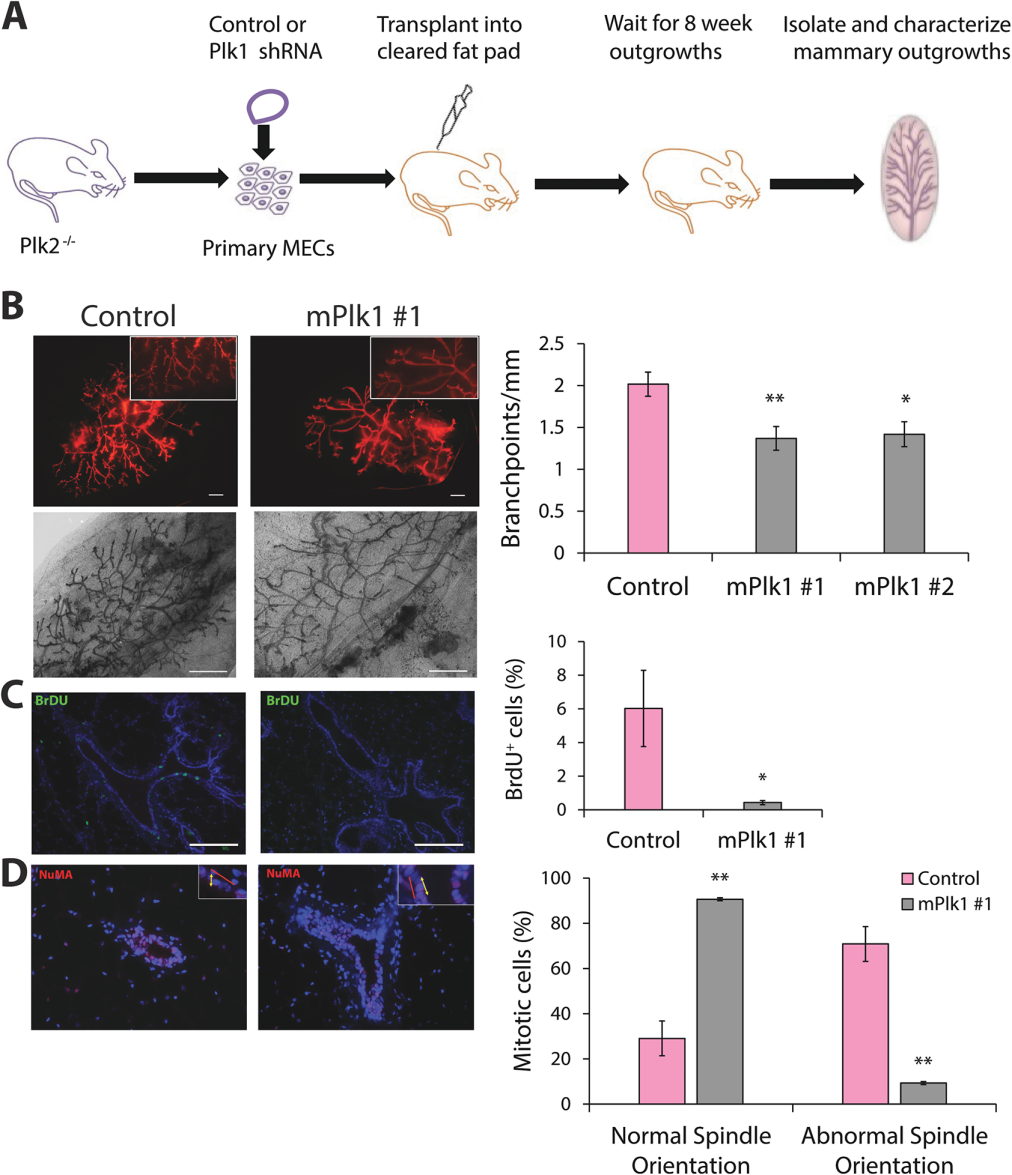
Knockdown of Plk1 rescues the Plk2^−/−^ mammary gland phenotypes. **A,** Schematic representation of the experimental procedure used to determine the effect of Plk1 shRNA knockdown on Plk2^−/−^ MECs. Briefly, MECs were isolated from Plk2^−/−^ mice, transduced with lentiviral vectors containing control or mPlk1 shRNAs, and then injected into wild-type SCID/Beige mice with cleared mammary fat pad. After 8 weeks, we harvested and characterized the outgrowths. **B,** Whole-mount analyses of mammary glands transduced with control or Plk1 shRNAs showed a decrease in branching upon depletion of Plk1. *n* = 10 mice for Control group, *n* = 3 mice for mPlk1 #1 group, *n* = 7 mice for mPlk1 #2 group. Td-tomato red expression in the transduced cells is shown in the whole-mounts (top left). Bottom left, carmine alum staining. Representative pictures of mPlk1 #1 shRNA group were shown. The right panel shows the quantitation of branch points per millimeter. **C,** Immunofluorescence for BrdU (green) incorporation and DAPI (blue) on paraffin-embedded sections of mammary glands demonstrated that knockdown of Plk1 abolished the hyperproliferation phenotype of Plk2^−/−^ MECs (ref. 31; left panel). *n* = 3 mice per group. Right, the quantitation of BrdU-positive MECs. **D,** Disruption of mitotic spindle orientation in Plk2^−/−^ MECs was rescued by knockdown of Plk1. Normal spindle orientation was defined as the angle between the basement membrane and the plane of the mitotic spindle being 0–10°, while abnormal being 10–90°. Mice were treated with estrogen and progesterone for two days to induce epithelial cell proliferation. *n* = 3 mice per group. Nuclear mitotic apparatus protein 1 (NuMA; red) was used to stain the mitotic spindle. DAPI (blue) counterstained the nucleus. The red line indicates the proper plane of cell division and the yellow arrows denote the actual plane of division. Right, the quantitation of normal and abnormal spindle orientation. Data are represented as mean ± SEM. Statistical significance was determined by unpaired two-tailed Student *t* test compared with the control group. *, *P* < 0.05; **, *P* < 0.01.

Mammary gland ductal epithelial cells have very low levels of proliferation when female mice become mature and the mammary ducts reach the edge of the mammary fat pad. However, Plk2 inactivation in mammary ducts leads to hyperproliferation and disorientated mitotic spindle formation in luminal epithelial cells, which exhibited an angle greater than 10° to the basement membrane (31). Subsequent knockdown of Plk1 decreased the high level of proliferating epithelial cells (∼6% BrdU positive) to the level usually observed in ducts in mature mice (∼0.4% BrdU positive; Fig. 2C). In addition, when the mice were treated with estrogen and progesterone to induce proliferation, knockdown of Plk1 decreased the percentage of mitotic epithelial cells with misoriented mitotic spindles and increased the presence of mitotic cells with normal spindle orientation parallel to the basement membrane (Fig. 2D). These data suggest that the phenotypes associated with PLK2-loss are mediated, at least partially, by PLK1 during mammary gland development.

### PLK2 Directly Interacts with PLK1

Because homozygous deletion of Plk1 (Plk1^−/−^) results in embryonic lethal, but Plk1 heterozygotes (Plk1^+/−^) and Plk2 null (Plk2^−/−^) mice are viable (29, 49), we then attempted to breed Plk2^−/−^ with Plk1^+/−^ to determine whether we could genetically rescue the Plk2^−/−^ phenotypes in mammary epithelial cells. Despite numerous matings, we were, however, unable to generate any offspring with the Plk2^−/−^; Plk1^+/−^ genotype (Supplementary Table S1). Further studies are required to determine the precise cause, but the synthetic lethality during embryonic development induced by the simultaneous loss of Plk2 and Plk1 suggested that there might be a genetic interaction between these two PLK family members.

Next, to examine whether PLK2 binds with PLK1, we performed a BiFC assay. A wild-type PLK2 (bait) was fused with the N-terminus of YFP and the PLK1 (prey) was fused with the C-terminus of YFP. If an interaction occurs between PLK2 and PLK1, the two YFP fragments will come together and form a fluorescent YFP protein that can be detected by a flow cytometer (Fig. 3A). Two previously identified substrates of PLK2, checkpoint kinase 1 (CHK1), and β-tubulin (TUBB) were used as positive preys (50, 51). RB transcriptional corepressor 1 (RB1) was included as a negative control prey, which was shown previously not to interact with Plk2 using an immunoprecipitation pull-down assay (50). Bait and prey constructs were stably transduced into cells and analyzed for YFP fluorescence by flow cytometry 48 hours posttransduction. As expected, strong interactions between PLK2 and the positive controls, CHK1 and TUBB, were detected, while the negative control, RB1, showed a very low percentage of YFP positivity (Fig. 3B). More importantly, a significant interaction between PLK2 and PLK1 was observed (Fig. 3B), thus indicating close physical proximity to one another in the cell.

**FIGURE 3:**
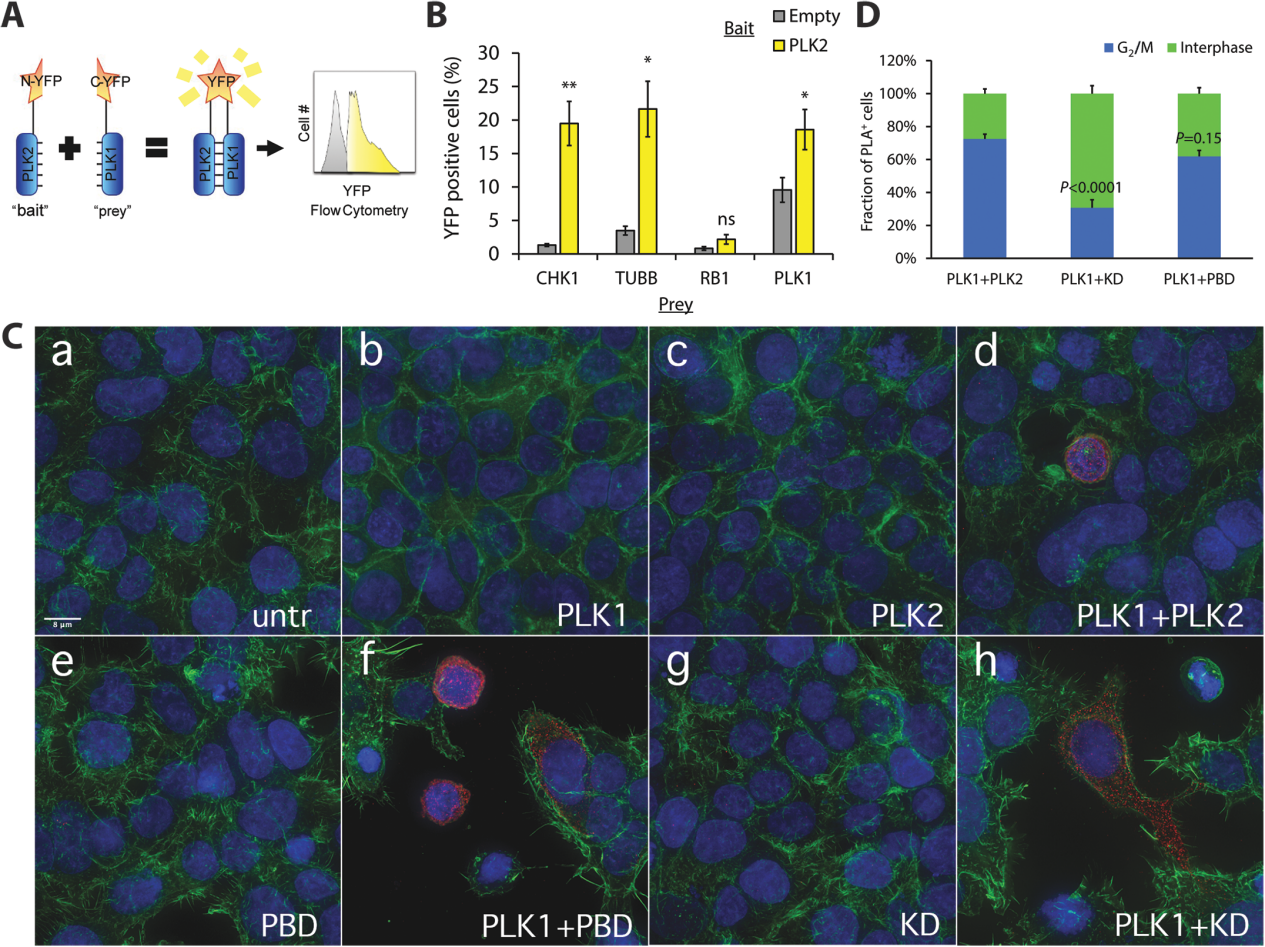
PLK2 directly interacts with PLK1. **A,** Diagram of BiFC assay. The prey fused with the C-terminus of YFP is added to the bait fused with the N-terminus of YFP. If an interaction occurs between the prey and the bait, the two YFP fragments will come together and form a fluorescent YFP that can be analyzed by flow cytometry. **B,** PLK2 directly interacted with PLK1 as well as CHK1 and TUBB. As predicted, no interaction was observed between PLK2 and RB1. Assays were repeated five times in triplicate using HEK293T cells. Statistical significance was determined by unpaired two tailed student's t-test. Ns, not significant; *, *P* < 0.05; **, *P* < 0.01. **C,** Proximity ligation assay in HEK293T cells co-expressing PLK1 with PLK2-wild-type, PLK2-PBD, or PLK2-KD mutants. Red, PLA signals. Blue, DAPI nuclei staining. Green, ß-actin staining. Representative images with positive PLA signals for the interaction of PLK1 with PLK2 (image d), PLK1 with PLK2-PBD (polo-box domain mutant) (image f), and PLK1 with PLK2-KD (kinase-dead mutant) (image h) are shown. Negative controls: nontransfected cells (image a); cells expressing only one protein: PLK1 (image b), PLK2 (image c), PLK2-PBD (image e), or PLK2-KD (image g). Note that the PLA signals of PLK1+PLK2 and PLK1+PBD are located at the nucleus and/or perinuclear area of round G_2_/M cells while the PLA signals of PLK1+KD are located in the cytoplasm of flat and elongated interphase cells. Scale bar is representatively depicted in image a and equals 8 μm. **D,** Quantitative analysis of PLA signals in cells co-expressing PLK1 with wild-type PLK2, PLK2-PBD, and PLK2-KD mutants using microscopy images. PLA-positive cells were divided into two groups: cells that have rounded morphology with condensed nuclear DNA were considered mitotic (G_2_/M), while cells with flat and elongated morphology and noncondensed nuclear DNA were considered to be in interphase of the cell cycle. PLA-positive cells (200 to 300) were counted per group. Data are represented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Tukey test for multiple comparisons.

To confirm these findings at the single-cell level, we performed a complementary study using a proximity ligation assay (PLA) (Fig. 3C and D). In cells coexpressing both PLK1 and PLK2, we observed a strong positive PLA signal (red dots) as evidence for protein–protein interaction (Fig. 3C, image d). As shown by confocal imaging, both proteins were at close proximity to each other in cells at the G_2_/M transition stage (presumably at the prometaphase stage), as evidenced by their rounded morphology and condensed nuclear DNA. Quantification revealed that 73% of 240 counted PLA-positive cells coexpressing PLK1 and PLK2 exhibited a rounded morphology, with the protein–protein interaction detected in the nucleus and/or perinuclear area (Fig. 3D). The percentage of those cells was increased to 93% after treatment with nocodazole (40 ng/mL, 16 hours), which induced cells to arrest in G_2_/M phase (Supplementary Fig. S3B and S3C). No PLA signals were detected in nontransfected cells (Fig. 3C, image a), or in cells expressing only one of the proteins (Fig. 3C, images b and c). Additional negative controls were included for PLA performed in the absence of primary antibodies (Supplementary Fig. S3A, images a–d). These results indicated that the PLK2–PLK1 interaction is cell cycle dependent.

It is well established that the polo-box domain and kinase domain of PLK1 play significant roles in proper subcellular localization and cell cycle, as well as PLK1-dependent protein–protein interactions (52). Therefore, we tested PLK2-PBD [polo-box domain mutant (W503F, H629A, K631M) at the C-terminus] and PLK2-KD [kinase-dead mutant (K111R) at the N-terminus] mutants in the context of PLK1–PLK2 interaction using PLA. Contrary to our expectations, mutations at the polo-box domain of PLK2 did not disrupt PLK1–PLK2 interactions, and cells coexpressing PLK1 and PLK2-PBD mutant revealed a similar pattern for positive PLA signals as compared with those observed for cells cotransfected with PLK1 and wild-type PLK2 (Fig. 3C, image f). Most PLA signals were detected in the nucleus and perinuclear compartments, and 62% of 280 counted PLA-positive cells displayed rounded morphology with condensed DNA as a sign of prometaphase (Fig. 3D). Interestingly, in cells coexpressing PLK1 with PLK2-KD mutant, we observed positive PLA signals predominantly in the cytoplasm and 69% of 300 counted cells had a flat and elongated morphology with noncondensed DNA, clearly showing that interaction between the two proteins mostly occurs during the interphase but not the mitosis (Fig. 3C, image h, and D). In addition, the percentage of such cells did not significantly change following nocodazole treatment (Supplementary Fig. S3B and S3C). These data suggest that the kinase domain of PLK2 most likely plays an important role in maintaining proper protein–protein interactions between PLK1 and PLK2 during the prometaphase stage of a cell cycle. No PLA signals were detected in cells expressing PLK2-PBD or PLK2-KD mutants alone (Fig. 3C, images e and g), or when PLA was performed in the absence of primary antibodies (Supplementary Fig. S3A, images e–h).

### Low PLK2 May Serve as a Biomarker to Predict Response to the PLK1 Inhibitor

The previous combination of biochemical, genetic, and bioinformatic studies suggests that inhibiting PLK1 in a setting with low PLK2 expression, such as TNBC, may provide a targeted approach for a disease in which chemotherapy is still the only systematic treatment (53). Therefore, we tested the effects of a PLK1 inhibitor both as a single agent and in combination with chemotherapy in both novel p53^−/−^ GEM and PDX preclinical models with low versus high PLK2 expression.

To develop appropriate preclinical models, we used p53^−/−^ mice as a sensitized background to generate Plk2^−/−^; p53^−/−^ murine mammary tumors in a manner similar to that used previously to develop a bank of transplantable p53^−/−^ tumors in Balb/c mice (ref. 54; Supplementary Fig. S4), the latter of which have been extensively characterized in our laboratories (55). Following transplantation of the Plk2^−/−^; p53^−/−^ MECs into the cleared fat pad of wild-type Balb/c recipients, palpable tumors were observed following an 8-month to more than a one-year latency period, similar to that observed previously for p53^−/−^ MECs. 

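RNA from 41 mouse mammary tumors was sequenced, with 1 library per tumor. A tumor is named by genotype and number, as in PLK2null-1975 for a Plk2-/-; p53-/- tumor and p53null-2208L for a p53-/- tumor. The tumors were 28 Plk2-/-; p53-/- tumors and 13 p53-/- tumors in the Balb/c background, which had grown untreated in the fat pads of syngeneic hosts. Libraries were made from mRNA and sequenced from both ends on Illumina HiSeq instruments, for which the sample labels allow an earlier model beside the one the paper names. The authors aligned the reads to the mouse mm10 genome with STAR and quantified each gene with Salmon, which gives estimated counts that need not be whole. They then divided each tumor's counts by its upper quartile, so that the upper quartile of the nonzero values was 1000 in every tumor. The deposited values are linear, and the log2(x+1) step of the paper's methods was applied here. In each tumor the low values lay on steps of a fixed size, which gives the value of a single read. From this step the Plk2-/-; p53-/- tumors had 31910007 to 53244194 sequenced fragments on genes (median, 39053668) and the p53-/- tumors 29409388 to 70867095 (median, 58042139). A read was worth 0.388 to 0.817 in deposited units, and 3 reads, taken as the floor of detection, 1.16 to 2.45. Of all values, 51.5% were 0. Genes with a mean of at least 10, which is 1% of the upper quartile, were tested with limma on log2(value + 1), with Benjamini-Hochberg adjustment. That scale understates changes of genes with low values. The titles of all 13 p53-/- libraries carry a numbered series name that no title of a Plk2-/-; p53-/- library carries. A library batch and the genotype can therefore not be told apart in any comparison of the genotypes.

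Plk2 lies on chromosome 13 of GRCm38, the mm10 build, from 110395046 to 110400844 on the plus strand in the GENCODE vM21 annotation. Its value was 298 ± 149 (SD, n = 28) in the Plk2-/-; p53-/- tumors, with a range of 36.6 to 553, and 3436 ± 2104 (SD, n = 13) in the p53-/- tumors, with a range of 186 to 8028. The lowest p53-/- value, 186, belonged to the library labelled p53null-7435 and lay inside the range of the Plk2-/-; p53-/- tumors.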

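The genes of the intrinsic list are not named in the paper's text, so the 1910 genes with the largest standard deviation stood in for them. Values were centred on each gene's median over the 41 tumors and clustered by 1 − Pearson correlation with centroid linkage, the paper's distance and linkage. The 3 claudin-low Plk2-/-; p53-/- tumors PLK2null-732, PLK2null-733 and PLK2null-743 formed a branch of 3 tumors. Primary tumor PLK2null-7763 joined this branch next, and the claudin-low p53-/- tumor T11 completed a branch of 5. Luminal-like tumor PLK2null-1975 and the luminal-like p53-/- tumor p53null-2208L first met in a branch of 13 tumors. Basal-like tumors PLK2null-1963 and PLK2null-7747 met in a branch of 4. The last join set 19 tumors, of which p53null-2208L was the only p53-/- tumor, against the other 22. The smallest branch that held all 28 Plk2-/-; p53-/- tumors was the whole set of 41. With 500 or 5000 genes, a pseudocount of 10 or average linkage, PLK2null-732, PLK2null-733 and PLK2null-743 again formed a branch of their own. PLK2null-7763 joined it next in each of these settings, PLK2null-1963 and PLK2null-7747 met in a branch of 4, and a pseudocount of 10 changed none of the branches described. The T11 branch, the branch of PLK2null-1975 and p53null-2208L and the last join depended on the setting. Average linkage brought PLK2null-1975 and p53null-2208L together in a branch of 5 and kept the T11 branch and the last join. With 5000 genes the smallest branch with PLK2null-743 and T11 held 7 tumors, that with PLK2null-1975 and p53null-2208L held 11, and the last join set 17 tumors against 24. With 500 genes it set 20 against 21, and p53null-5329 joined p53null-2208L on the smaller side. No p-value belongs to these branches.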

RNA-seq analysis showed that they can be classified into three distinct molecular TNBC subtypes designated as luminal-like, basal-like, and claudin-low similar to p53^−/−^ mammary tumors (Supplementary Fig. S5). 

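Claudins 3 and 7 are tight-junction proteins of epithelial cells, keratin 5 is a basal keratin and Met is a receptor tyrosine kinase. Cldn3 (chromosome 5, 134986214 to 134987472) was at 9.02 ± 9.34 (SD, n = 3) in the claudin-low Plk2-/-; p53-/- tumors and at 6001 ± 3262 (SD, n = 25) in the other Plk2-/-; p53-/- tumors, a difference of -9.48 in mean log2(value + 1). Cldn7 (chromosome 11, 69964779 to 69967885) was at 12.6 ± 9.90 and 3242 ± 1589.8 in the same groups, a difference of -7.85. Met (chromosome 6, 17463800 to 17573980) was at 231 ± 44.9 and 89583.5 ± 71348, a difference of -7.02. For each of these 3 genes, all 3 claudin-low tumors lay below all 25 others (2-sided exact permutation test, p = 0.00030525, the smallest that 3 tumors against 25 allow; 0.000509 after Benjamini-Hochberg adjustment over 5 genes). The paper assigned the subtypes by clustering expression data that include these tumors, so these tests are not independent evidence. In PLK2null-743, Cldn3 was at 1.13, which is 2.00 reads and below the floor. A pseudocount of 10 moved the difference of Cldn3 most, to -8.14. The 3 claudin-low tumors were close to one another over the 1910 genes used for clustering, with PLK2null-732 and PLK2null-733 correlated at r = 0.959, and the paper's text does not say whether they arose separately.

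Krt5 (chromosome 15, 101707070 to 101712898) did not separate these groups. Its value was 43.1 ± 51.1 (SD, n = 3) in the claudin-low tumors and 3954 ± 8095 (SD, n = 25) in the others (2-sided exact permutation test, p = 0.533). Among the others, Krt5 was at 36680 in basal-like tumor PLK2null-1963, at 9505 in basal-like tumor PLK2null-7747 and at 5.16 in luminal-like tumor PLK2null-1975. Met was at 201397 in PLK2null-1975, and lower in both basal-like tumors, at 810 in PLK2null-1963 and 625 in PLK2null-7747. In the luminal-like p53-/- tumor p53null-2208L, Met was at 93104. These single tumors have no replicate error. Cldn7 was at 4463 in PLK2null-1975 and at 13.8 in T11.

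**Figure D1:**
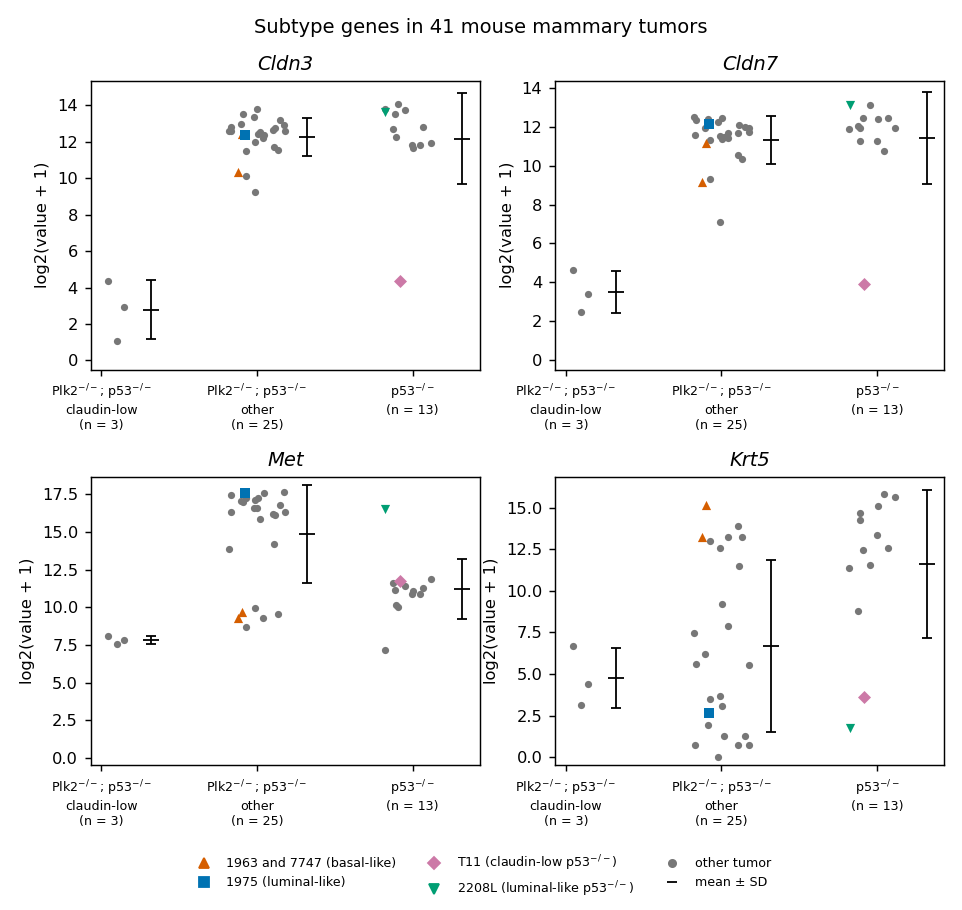
Log2(value + 1) of Cldn3, Cldn7, Met and Krt5 in each of 41 tumors, by group. Each point is a tumor, tumors named by subtype are colored, and the bars give the mean and SD of each group on the log2 scale. Claudin-low Plk2-/-; p53-/- tumors lie below all 25 others for Cldn3, Cldn7 and Met, and Krt5 spreads over the whole range among the 25.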

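Across 17153 genes, 6391 differed between the 3 claudin-low and the 25 other Plk2-/-; p53-/- tumors at an adjusted p below 0.05 in limma, 3459 higher and 2932 lower. Because the groups come from clustering of expression data, this count is not independent evidence for them. Leaving out PLK2null-732 moved the count most, to 4527. After rescaling by the trimmed mean of M values, 3122 genes were higher and 3352 lower, so the balance of directions depends on the scaling. The largest decreases among named genes whose values did not overlap between the groups were in Aqp5 (log2 fold change, -11.49; standard error, 0.790; adjusted p = 3.29e-12 in limma), Col9a1 (-11.07), Csn3 (-10.69), Clca3a2 and Esrp1 (-10.65). Clca3a2 was at or below the floor of 3 reads in all 3 claudin-low tumors and therefore at least 948-fold lower on the log2(value + 1) scale, with the highest of the 3 floors in place of its values. The largest increases were in Ccl21a (12.10, standard error 2.13, adjusted p = 4.86e-05 in limma), Mmrn1 (10.95), Madcam1 (10.17), Gria2 (10.03) and Gap43 (9.36). Mmrn1 is a lymphatic endothelial gene, and Ccl21a and Madcam1 are genes of vessels and lymph nodes. In the claudin-low tumors 6 endothelial genes had a mean of 29385, against 1279 in the other 25. The epithelial gene Epcam was at 39.3 against 17458. Which cells the endothelial transcripts come from is open, so these changes cannot be ascribed to subtype alone. Reads of Ccl21a can be shared with near-identical copies of the gene.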

Evidence for these classifications comes through the examination of overall expression patterns (Supplementary Fig. S5) as well as known key subtype defining genes (Supplementary Fig. S6).

To determine proper controls for our mammary tumors, we conducted a hierarchical clustering analysis on RNA-seq datasets of 192 murine mammary tumor samples, and identified the closest p53^−/−^ tumors for each Plk2^−/−^; p53^−/−^ TNBC subtype (Supplementary Table S2; Supplementary Fig. S5). 

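Over the 1910 most variable genes, each line was compared with the 13 p53-/- tumors of the deposited data. Titles of these 13 libraries carry a series name that those of the lines lack, so a library batch may enter the comparison. These correlations run across genes within tumors, genes are not independent replicates, and no p-value is given. Claudin-low line PLK2null-743 was closest to T11 (Pearson r = 0.515), and the next tumor, p53null-10155, was at 0.164. Luminal-like line PLK2null-1975 was closest to p53null-2208L (r = 0.426), with T11 next at -0.003. Basal-like line PLK2null-1963 was closest to p53null-2331L (r = 0.353), followed by p53null-5317 at 0.282. The basal-like control p53null-2336R of Supplementary Table S2 and the claudin-low control T12 were not analysed here. The closest tumor of each line was the same with 500 or 5000 genes, with a pseudocount of 10 and with Spearman correlation. The largest change was for PLK2null-1975 with 5000 genes, where r was 0.331. From the closest tumors in its clustering of a larger set, the paper takes T11 as a control for PLK2null-743 and p53null-2208L as the control for PLK2null-1975.

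**Figure D2:**
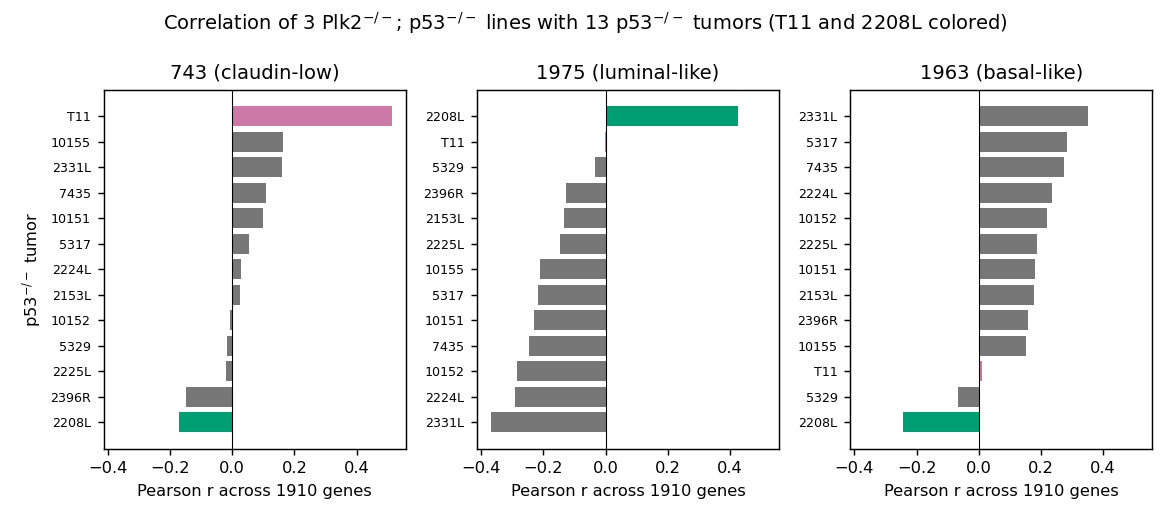
Pearson correlation, across 1910 genes, of lines PLK2null-743, PLK2null-1975 and PLK2null-1963 with each of 13 p53-/- tumors, on a common axis. Each bar is a p53-/- tumor, labelled by its number alone, with T11 and p53null-2208L in color. T11 stands apart for PLK2null-743 and p53null-2208L for PLK2null-1975, while for PLK2null-1963 the closest tumors, at 0.353 and 0.282, lie near each other.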

We next performed mammary fat pad transplantation for all the matched genotypes/subtypes of tumors and tested four treatment conditions: vehicle control, carboplatin alone, PLK1 inhibitor volasertib alone, as well as a combination of carboplatin and volasertib. Pilot experiments using volasertib (50 mg/kg/week, a tolerated dose using colon carcinoma PDX models; ref. 56) plus carboplatin showed a strong therapeutic effect in Plk2^−/−^; p53^−/−^ claudin-low tumors, but not p53^−/−^ claudin-low tumors (Supplementary Fig. S7A and S7B). However, this dosage is also toxic as the mice had body weight loss and some mice in volasertib treatment groups, and carboplatin plus volasertib groups, eventually died (Supplementary Fig. S7C and S7D). We then reduced the dose to 25 mg/kg/week, which was well tolerated by all GEM models (Supplementary Fig. S8). We found that Plk2^−/−^; p53^−/−^ claudin-low, basal-like and luminal-like tumors showed a markedly better response to the combinational treatment as compared with their paired p53^−/−^ tumors with wild-type Plk2 expression (Fig. 4). Statistical analysis comparing the log_2_ fold change in different tumor types when the control treatment group reached approximately 1,500 mm^3^ confirmed the significant differences among these models as a function of Plk2 expression (Fig. 4C, F and I). Collectively, these data suggested that PLK1 inhibition in combination with chemotherapy is more effective in treating TNBC that has low PLK2 expression.

**FIGURE 4:**
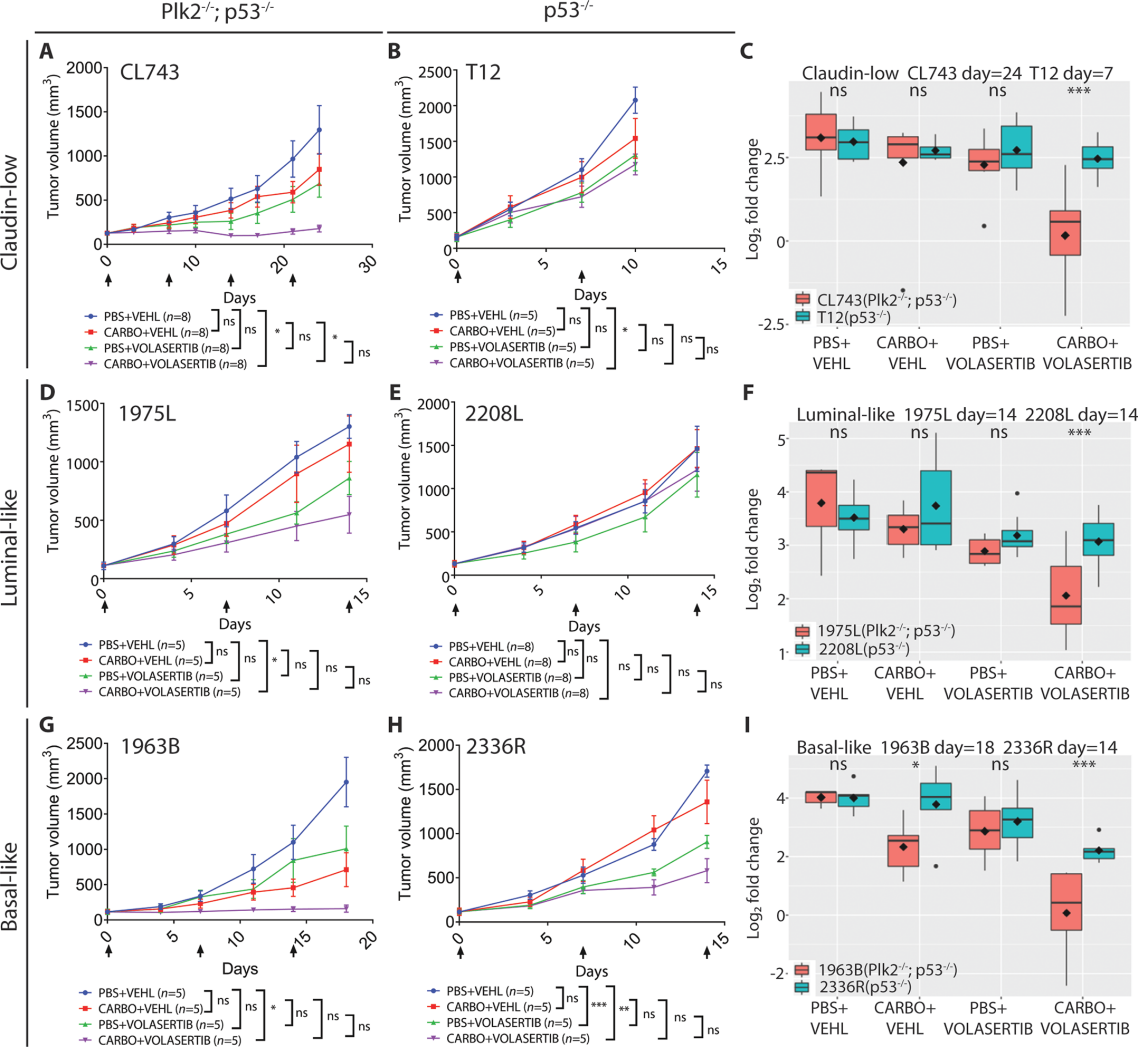
Plk2^−/−^; p53^−/−^ mammary tumors respond better to the combinational treatment of carboplatin plus the Plk1 inhibitor volasertib than their subtype-matched Plk2^+/+^; p53^−/−^ control tumors. Tumor growth curves of claudin-low subtypes CL743 and T12 (**A** and **B**), luminal-like subtypes 1975 L and 2208 L (**D** and **E**), basal-like subtypes 1963B and 2336R (**G** and **H**). Tumor size was measured using a digital caliper twice a week until control groups reached ∼1,500 mm^3^. Two-way ANOVA followed by Tukey test for multiple comparisons was used to analyze the growth curves of **A**, **B**, **D**, **E**, **G**, and **H**. Statistical comparison of the experimental endpoint was shown. **C, F,** and **I,** Comparison of log_2_ fold change of tumor size between same treatment groups of Plk2^−/−^; p53^−/−^ tumors, and p53^−/−^ tumors. Data are represented as mean ± SEM. Linear hypothesis test from the R package was used to compare the same treatment groups between different tumor models of **C**, **F**, **I**. Arrows indicate when the mice were treated. VEHL, vehicle; CARBO, carboplatin; ns, not significant. *, *P* < 0.05; **, *P* < 0.01; ***P < 0.001.

Because many TNBC tumors are polyploid, and basal-like subtypes are often 3N (57), PLK2 expression is markedly reduced but rarely completely deleted. While the Plk2^−/−^; p53^−/−^ GEMs provided models for complete Plk2 deletion, we extended our studies to several TNBC PDX models with high or low PLK2 expression to evaluate the relevance between the response to PLK1 inhibition plus chemotherapy and chromosome 5q loss/PLK2 loss (Supplementary Fig. S9). We identified six PDX models from the Baylor College of Medicine breast cancer PDX collection according to their PLK2 mRNA expression and known response to carboplatin from an ongoing preclinical trial, and tested the efficacy of volasertib in combination with carboplatin. We divided the six PDX models into three groups based on their response to carboplatin: complete responders, partial responders, and nonresponders. In both complete carboplatin responders and partial responders, PDX models with lower PLK2 expression had a better response to volasertib, which induced tumor cytostasis (BCM-0002 vs. BCM-7482, BCM-2665 vs. BCM-15003; Fig. 5A, C, E, G, and I; Supplementary Fig. S10 and S11). In contrast, tumor models with higher PLK2 expression continued to grow under volasertib administration, although at a slower rate compared with their controls (Fig. 5B, D, F, H, and I; Supplementary Fig. S10 and S11). Comparison of PLK2-low PDX lines to PLK2-high PDX lines when log_2_ fold change of control groups reached 2.5 suggested that volasertib has a better tumor growth–inhibitory effect in PLK2-low PDX lines (Fig. 5E–I). However, in nonresponders, although volasertib slowed tumor growth of the model with lower PLK2 expression (BCM-4664), there was one exception where it induced a complete response in the PDX model with higher PLK2 expression (HCI-027; Supplementary Fig. S10).

**FIGURE 5:**
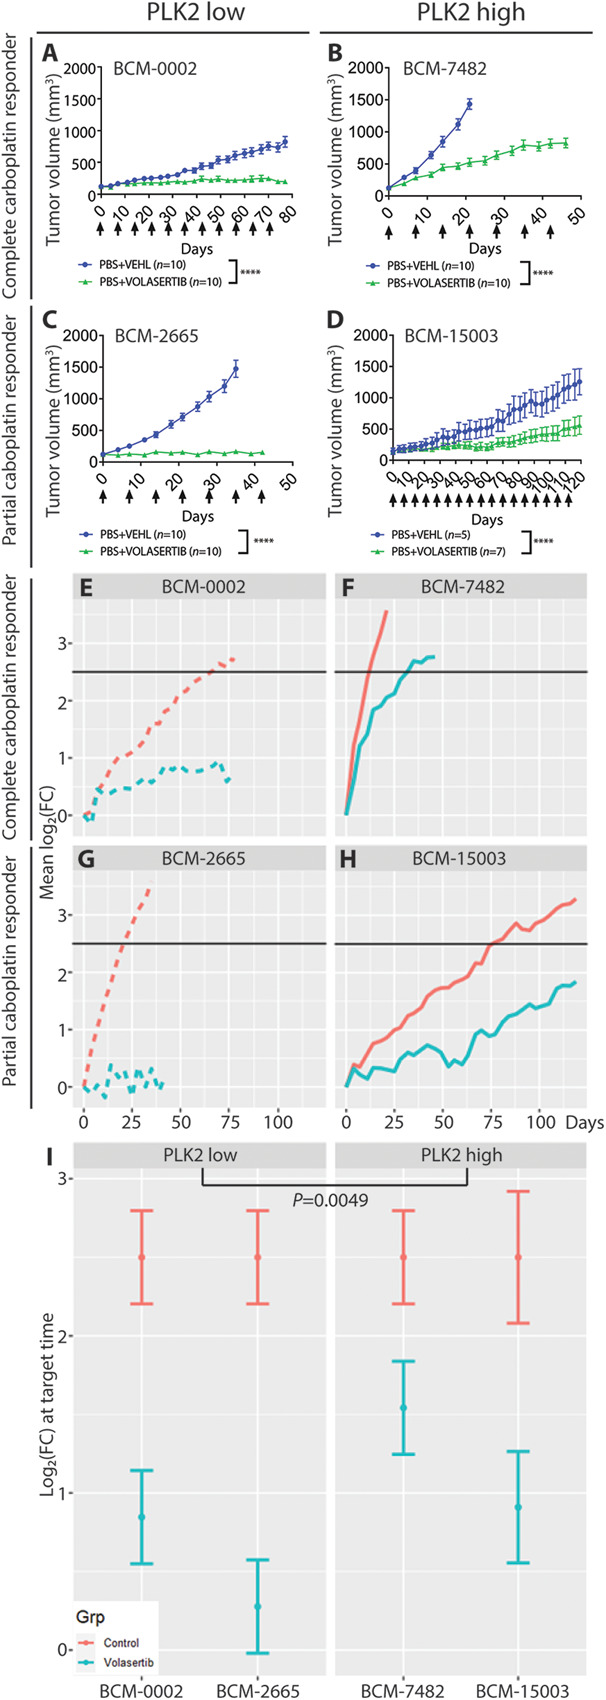
TNBC PDX with low *PLK2* expression had a better response to volasertib treatment than TNBC PDX with high *PLK2* expression if they showed response to carboplatin treatment. (**A** and **B**) BCM-0002 and BCM-7482 were complete responders to carboplatin treatment. (**C** and **D**) BCM-2665 and BCM-15003 showed partial response to carboplatin treatment. Note that volasertib treatment induced tumor cytostasis in BCM-0002 and BCM-2665. Tumor size was measured using a digital caliper twice a week. Data are represented as mean ± SEM. Two-way ANOVA followed by Tukey test for multiple comparisons was used to analyze the growth curves for each model. Statistical comparison at the endpoint of control group was shown. VEHL, vehicle; ****, *P* < 0.0001. **E–H**, Mean log_2_ tumor size fold change (FC) from baseline for each PDX line and treatment group. The target log2(FC) (2.5 in the control group, black line) was used for statistical analysis of panel I. **I,** A linear contrast was constructed to test whether the average difference in log_2_(FC) of tumor size increment between control and volasertib in the PLK2-low PDX lines is the same as the PLK2-high PDX lines.

To understand the relationship between PLK2 loss and carboplatin treatment in predicting response to PLK1 inhibitors, we performed data mining on current clinical trials. Unfortunately, no clinical trial data are available using volasertib in combination with chemotherapy in patients with TNBC. Nonetheless, by analyzing the recently published BrighTNess phase III neoadjuvant clinical trial in which carboplatin was added to standard neoadjuvant chemotherapy for patients with TNBC (58), we observed a lower RNA expression level of PLK2, a higher level of PLK1, and a negative correlation between PLK1 and PLK2 expression in those patients whose tumors achieved a pathologic complete response as compared with those with residual disease (Supplementary Fig. S12). This provides additional support for the potential clinical relevance of PLK2 loss and carboplatin response.

To further determine the role of PLK2 in predicting the response to PLK1 inhibitor, we established two doxycycline-inducible isogenic models. First, we generated a mouse tumor cell line taking advantage of the residual neomycin cassette from the 1963B tumors (Plk2^−/−^; p53^−/−^ basal-like TNBC). Second, we examined the CNVs of the breast cancer cell lines from the Broad Institute. Surprisingly, almost none of the existing established human breast cancer cell lines exhibited a loss of PLK2 (see Discussion). Only the BT20 cell line was identified to exhibit partial PLK2 and MAP3K1 (another chromosome 5q marker) loss (Supplementary Fig. S13). Interestingly, BT20 xenografts exhibited an extremely long latency in NSG mice (Supplementary Fig. S14). We then infected both cell lines with the doxycycline-inducible vector pCW57.1 containing PLK2 and implanted the mouse 1963B-iPLK2 and human BT20-iPLK2 cells into the fourth mammary fat pad of Balb/c and NSG mice, respectively. Restored PLK2 expression by doxycycline was validated by qPCR and Western blot analysis (Fig. 6A and B; Supplementary Fig. S14A and S14B). Volasertib treatment significantly reduced the tumor growth rate in both 1963B-iPLK2 and BT20-iPLK2 tumors in the absence of doxycycline induction (Fig. 6C; Supplementary Fig. S14C). Strikingly, doxycycline induction of PLK2 expression resulted in decreased volasertib inhibition of tumor growth at the experimental endpoints in both models (Fig. 6C; Supplementary Fig. S14C and S15). Comparison of log_2_ fold change of tumor volume starting from the drug treatment to the experimental endpoint confirmed the reduced effect of volasertib in doxycycline-treated 1963B-iPLK2 tumors (Fig. 6D). Taken together, these studies provide support in isogenic models that PLK2 loss may serve as a potential biomarker to identify patients with TNBC likely to be responsive to PLK1 inhibition.

**FIGURE 6:**
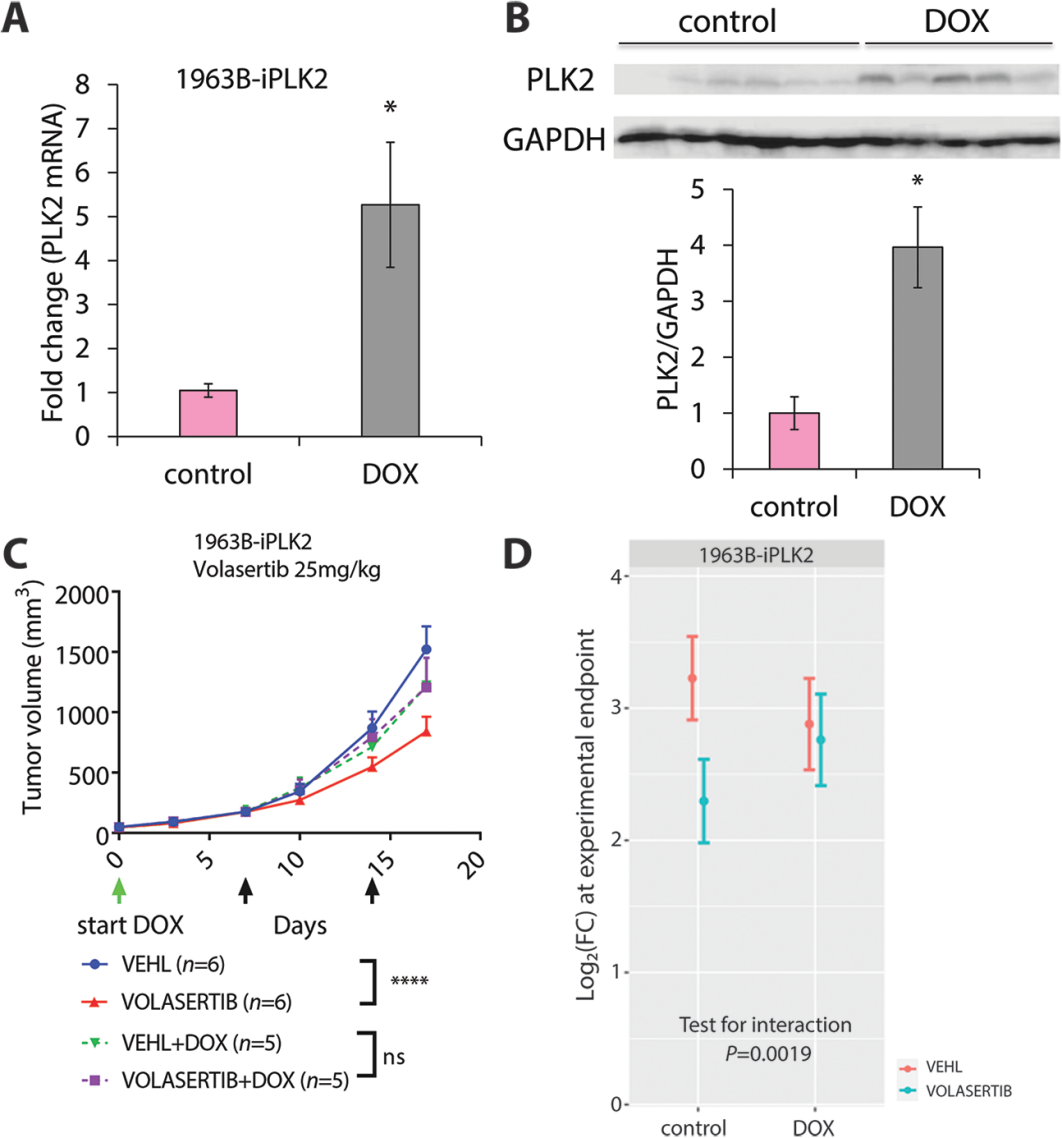
Doxycycline-induced PLK2 expression abolished the therapeutic effect of volasertib in mouse Plk2^−/−^; p53^−/−^ 1963B basal-like breast tumors. **A,** qPCR analysis showed that PLK2 mRNA expression was induced by doxycycline water (DOX) in the mouse 1963B-iPLK2 tumors. *n* = 6 for 1963B-iPLK2 control group. *n* = 5 for 1963B-iPLK2 doxycycline group. Data are represented as mean ± SEM. Statistical significance was determined by unpaired two-tailed Student *t* test. *, *P* < 0.05. **B,** Western blot analysis and quantification showed that PLK2 protein expression was induced by doxycycline in the mouse 1963B-iPLK2 tumors. *n* = 6 for 1963B-iPLK2 control group. *n* = 5 for 1963B-iPLK2 doxycycline group. Data are represented as mean ± SEM. Statistical significance was determined by unpaired two-tailed Student *t* test. *, *P* < 0.05. **C,** Tumor growth curves of mouse tumors under vehicle and volasertib treatment with or without doxycycline. Note that volasertib treatment significantly reduced tumor growth for non-doxycycline–treated tumors but not doxycycline -treated tumors at the experimental endpoints. Tumor size was measured using a digital caliper twice a week. Data are represented as mean ± SEM. Two-way ANOVA followed by Tukey test for multiple comparisons was used to analyze the growth curves. Statistical comparison of the experimental endpoint was shown. Green arrow indicates when doxycycline treatment began. Black arrows indicate when the mice were treated with drugs. VEHL, vehicle; ns, not significant; ****, *P* < 0.0001. **D,** Two-way ANOVA analysis of log_2_ fold change (FC) of tumor volume starting from drug treatment to the end of experiment confirmed the reduced tumor-inhibitory effect of volasertib in doxycycline-treated 1963B-iPLK2 tumors.

## Discussion

Several chemotherapy drugs, either singly or in combination, including doxorubicin, cyclophosphamide, paclitaxel, and carboplatin, are still the standard-of-care therapy for many types of cancer, including breast cancer (59). However, these drugs have substantial side effects and limitations such as toxicity, immunosuppression, and drug resistance (60). In recent years, there has been a focus on developing new selective antimitotic drugs to help overcome some of these issues. PLK1 is a popular target as it regulates multiple essential steps of mitosis (61). Overexpression of PLK1 has been found in multiple types of solid tumors as well as in leukemia, and correlated with poor prognosis and survival (61). Several PLK1 inhibitors are currently in clinical development, including volasertib (62). In this study, we found that PLK2-loss may provide a biomarker to guide PLK1 inhibitor patient selection, and furthermore, that it may be effective at a lower dose with reduced toxicity.

Unlike the well-established oncogenic function of PLK1, the role of PLK2 in human cancers remains unclear. PLK2 has been reported to be tumor suppressive in B-cell neoplasia, laryngeal carcinoma, cervical cancer cell lines, and patient samples by promoting apoptosis and inhibiting cell proliferation (34, 63, 64). On the other hand, PLK2 expression was also correlated with improved cell survival using knockdown techniques in head and neck cancer and non–small cell lung cancer cell lines (50, 65). Contradictory effects of PLK2 in colorectal cancer also have been reported. One study showed that PLK2 promoted colorectal cancer growth and inhibited apoptosis by targeting Fbxw7/Cyclin E (66). In contrast, another study suggested that PLK2 was a tumor suppressor and its loss was more common in colorectal carcinoma than adenomas (67). Therefore, the role of PLK2 appears to be tumor type- and/or stage-dependent. In this study, using a genetic shRNA screen, we observed that loss of PLK2 promoted colony formation of human mammary epithelial cells. Bioinformatic analysis of several human breast tumor datasets also indicated that PLK2 (chromosome 5q11.2) is located within a peak region of frequent deletion in breast cancer, consistent with previously published studies (47); moreover, the same chromosomal region is frequently deleted in several other cancers (9, 10). Furthermore, PLK2 mRNA expression is significantly lower in breast cancer as reported in the TCGA dataset. Therefore, it is conceivable that PLK2 is tumor suppressive in breast cancer, specifically that chromosomal loss of PLK2 is highly enriched within the basal-like/triple-negative subtypes of breast cancer. In agreement with this finding, we found that PLK2 mRNA expression in TNBC is the lowest as compared with other breast cancer subtypes.

Despite the fact Plk1 heterozygotes (Plk1^+/−^) and Plk2-null (Plk2^−/−^) mice are viable (29, 49), we observed a synthetic lethal phenotype of Plk2^−/−^; Plk1^+/−^ offspring, suggesting a potential genetic interaction/compensation between PLK2 and PLK1. Therefore, we tested whether PLK2 can interact with PLK1 using two independent methods: BiFC and PLA. Both methods indicated an interaction between PLK2 and PLK1. Two PLK2 mutants analyzed using the PLA revealed that the kinase domain, but not the polo-box domains, of PLK2 is responsible for their interaction at prometaphase. While these studies have helped shed light on interactions with target substrates and the importance of proper subcellular localization and cell cycle, the precise mechanism of how PLK2 might regulate PLK1 during prometaphase is still unclear. It has been reported that PLK2 can phosphorylate Ser-137 of PLK1 to promote human colon cancer cell survival in cells with mitochondrial dysfunction (68). Given that PLK2–PLK1 interaction at prometaphase was mediated by PLK2 kinase domain, it is tantalizing to speculate that PLK2 may phosphorylate PLK1 to regulate cell-cycle progression in normal mammalian epithelial cells and that loss of PLK2 may change PLK1 subcellular location and cell cycle–dependent activity, thereby leading to a mitotic catastrophe and promoting tumor growth. However, phosphorylation of Thr-210 in the T-loop of the PLK1 kinase domain by Bora/Aurora-A–dependent phosphorylation is thought to be required for mitotic entry (69). Thus, the underlying mechanism of how PLK2 regulates PLK1 warrants further investigation.

Despite the rapid progress in the development of PLK1 inhibitors, there is a lack of biomarkers that can predict a patient's response to this treatment. A recent study showed that targeting PLK1 using volasertib induced synthetic lethality in BRCA1-deficient cells (70), thus suggesting BRCA1 may serve as a biomarker for the response to PLK1 inhibition treatment. Our findings that PLK1 might mediate PLK2 function both *in vitro* and *in vivo* encouraged us to investigate the implication of PLK2 loss in the context of PLK1 inhibitor treatment.

DePinho and colleagues found that ENO1 was often deleted in glioblastomas and rendered glioma cells more sensitive to the inhibition of ENO2, herein proposed collateral damage caused by passenger deletions of redundant essential genes as a novel therapeutic strategy (71). In line with this concept, we found that PLK2-low TNBC tumors were more sensitive to volasertib plus carboplatin in our rapidly growing GEM models across all of the three molecular subtypes of TNBC studied. This was also observed in several pairs of PLK2-high and -low PDX models with much more complex genetics, with one notable exception (HCI-027) where a marked response to volasertib was observed in the absence of low Plk2 expression; this may reflect the high level of PLK1 protein expression in this model (Supplementary Fig. S9C), but further studies will be required to understand the mechanisms responsible. Thus, as expected from the complex genetics of TNBC, decreased PLK2 expression alone may not always suffice to predict response to PLK1 inhibitors; however, low PLK2 expression does appear to at least highly enrich for PLK1 inhibitor responsiveness. It is also possibly that PLK2 is one of the many target genes of deletion in the chromosome 5q region that contribute to the PLK1 inhibition sensitivity together.

Volasertib worked better in PLK2-low/deleted models when treated together with carboplatin. Carboplatin is known to block DNA replication and transcription and induce cell death (72). However, the molecular mechanisms underlying the resistance and sensitivity of tumors to carboplatin are still under investigation. Given the important role of the PLK family in cell cycle and proliferation, loss of PLK2 in tumors may render them more sensitive to carboplatin plus volasertib through some shared mechanisms related to cell proliferation and cell death. Analysis of BrighTNess clinical trial, which added carboplatin to standard neoadjuvant chemotherapy for patients with TNBC, supports the potential translational relevance of PLK2 loss and carboplatin response. In agreement with this analysis, our study of restoring PLK2 in the mouse Plk2^−/−^; p53^−/−^ 1963B-iPLK2 basal-like tumors showed that carboplatin response was blocked by doxycycline-induced PLK2 expression (Supplementary Fig. S15). Another possibility may be that carboplatin could induce DNA damage and our previous study showed that knockdown of DNA repair gene *RAD17* in immortalized HMECs increased sensitivity to carboplatin (47, 73). This may help to explain the need of carboplatin response to predict the response to PLK1 inhibition in our PDX models in which the loss of chromosome 5q typically includes both PLK2 and RAD17. Similarly, the increased sensitivity to volasertib plus carboplatin in our GEM models may not only be due to Plk2 loss but also the loss of p53, which is critical to DNA repair. Nonetheless, further studies are needed to uncover the underlying mechanisms.

The synthetic lethality observed between Plk1^+/−^ and Plk2^−/−^ mice indicates that PLK2 loss may sensitize tumors to lower doses of PLK1 inhibitors. In this study, treatment with carboplatin and volasertib was performed at approximately 50% of the reported clinically relevant doses of each as a single agent, without any apparent toxicity as revealed by weight loss or mortality. These results suggest that it may be possible to reduce the toxicity of these individual agents by dose deescalation studies done in combination, although this issue is beyond the scope of this study or the statistical power of the mouse studies performed. Also, as the combinational drug treatment regimens are evolving (74), it will be interesting to examine whether carboplatin and volasertib can be administrated in a sequential treatment strategy or an alternating dosing schedule.

To identify a human breast cancer cell line with PLK2 loss for our study, we screened the Broad Institute breast cancer cell line database and surprisingly found that the deletion of PLK2 and other nearby chromosome 5q genes was rarely observed in breast cancer cell lines in contrast to established PDX models and patient TCGA datasets (Fig. 1; Supplementary Figs. S1 and S13). This suggests that loss of PLK2/ chromosome 5q was selected against under *in vitro* cell culture conditions. Furthermore, PDX models are a better representation of the tumor status in patients. Nevertheless, we identified BT20 as a PLK2-low model and generated a doxycycline-inducible PLK2 system. In previous studies, both when implanted subcutaneously or orthotopically in the mammary fat pad, BT20 cells exhibit a delayed growth response and have recently been shown to fail to metastasize following intracardiac injection (75–78). Notwithstanding the delayed growth kinetics, together with the doxycycline-inducible PLK2 mouse tumor model, we demonstrated that a higher level of PLK2 expression was able to impair the therapeutic effect of volasertib at the experimental endpoint. Thus, these results obtained in both mouse and human isogenic models help support the role of PLK2 as a biomarker for predicting response to the PLK1 inhibitor.

Volasertib is an ATP-competitive compound for the PLK1 kinase domain and we found that the kinase domain of PLK2, but not the PBD, played an essential role in PLK2–PLK1 interaction. It will be interesting to examine whether TNBC patients with low PLK2 expression can benefit from the treatment with PBD-binding antagonists, another class of PLK1 inhibition drugs. Because PBD is unique for the PLK family and required for their functions, compounds specially targeting PBD represent an ideal group of PLK inhibitors. Poloppin, a recently developed PBD inhibitor, was shown to effectively target KRAS-expressing colorectal cancer xenografts (79). Therefore, comparing treatment study using poloppin to volasertib may yield more information about PLK2–PLK1 interactions and benefit patients with breast cancer with a more precise treatment.

Beroukhim and colleagues reported previously that chromosome 5q loss containing PLK2 was one of the top 20 most significant peak deletion regions detected across 26 types of human cancers (9). Taylor and colleagues (10) and our unpublished studies (Siegel, Perou, and colleagues, manuscript in preparation), have also revealed that chromosome 5q loss often occurs in lung squamous cell carcinoma, ovarian cancer, as well as TNBC. Therefore, the utility of PLK2 as a biomarker may have a broader application and provide a therapeutic window for the use of PLK1 inhibitors in multiple types of cancers.

## Supplementary Material

Supplementary Data Supplementary figures and tables Click here for additional data file.

# Supplementary material for: Tumor Suppressor PLK2 May Serve as a Biomarker in Triple-Negative Breast Cancer for Improved Response to PLK1 Therapeutics
**Source:** Cancer Res Commun. 2021 Dec 27;1(3):178–93. doi: 10.1158/2767-9764.CRC-21-0106
**Supplement:** Supplementary Data — Supplementary figures and tables

Supplemental Data

**
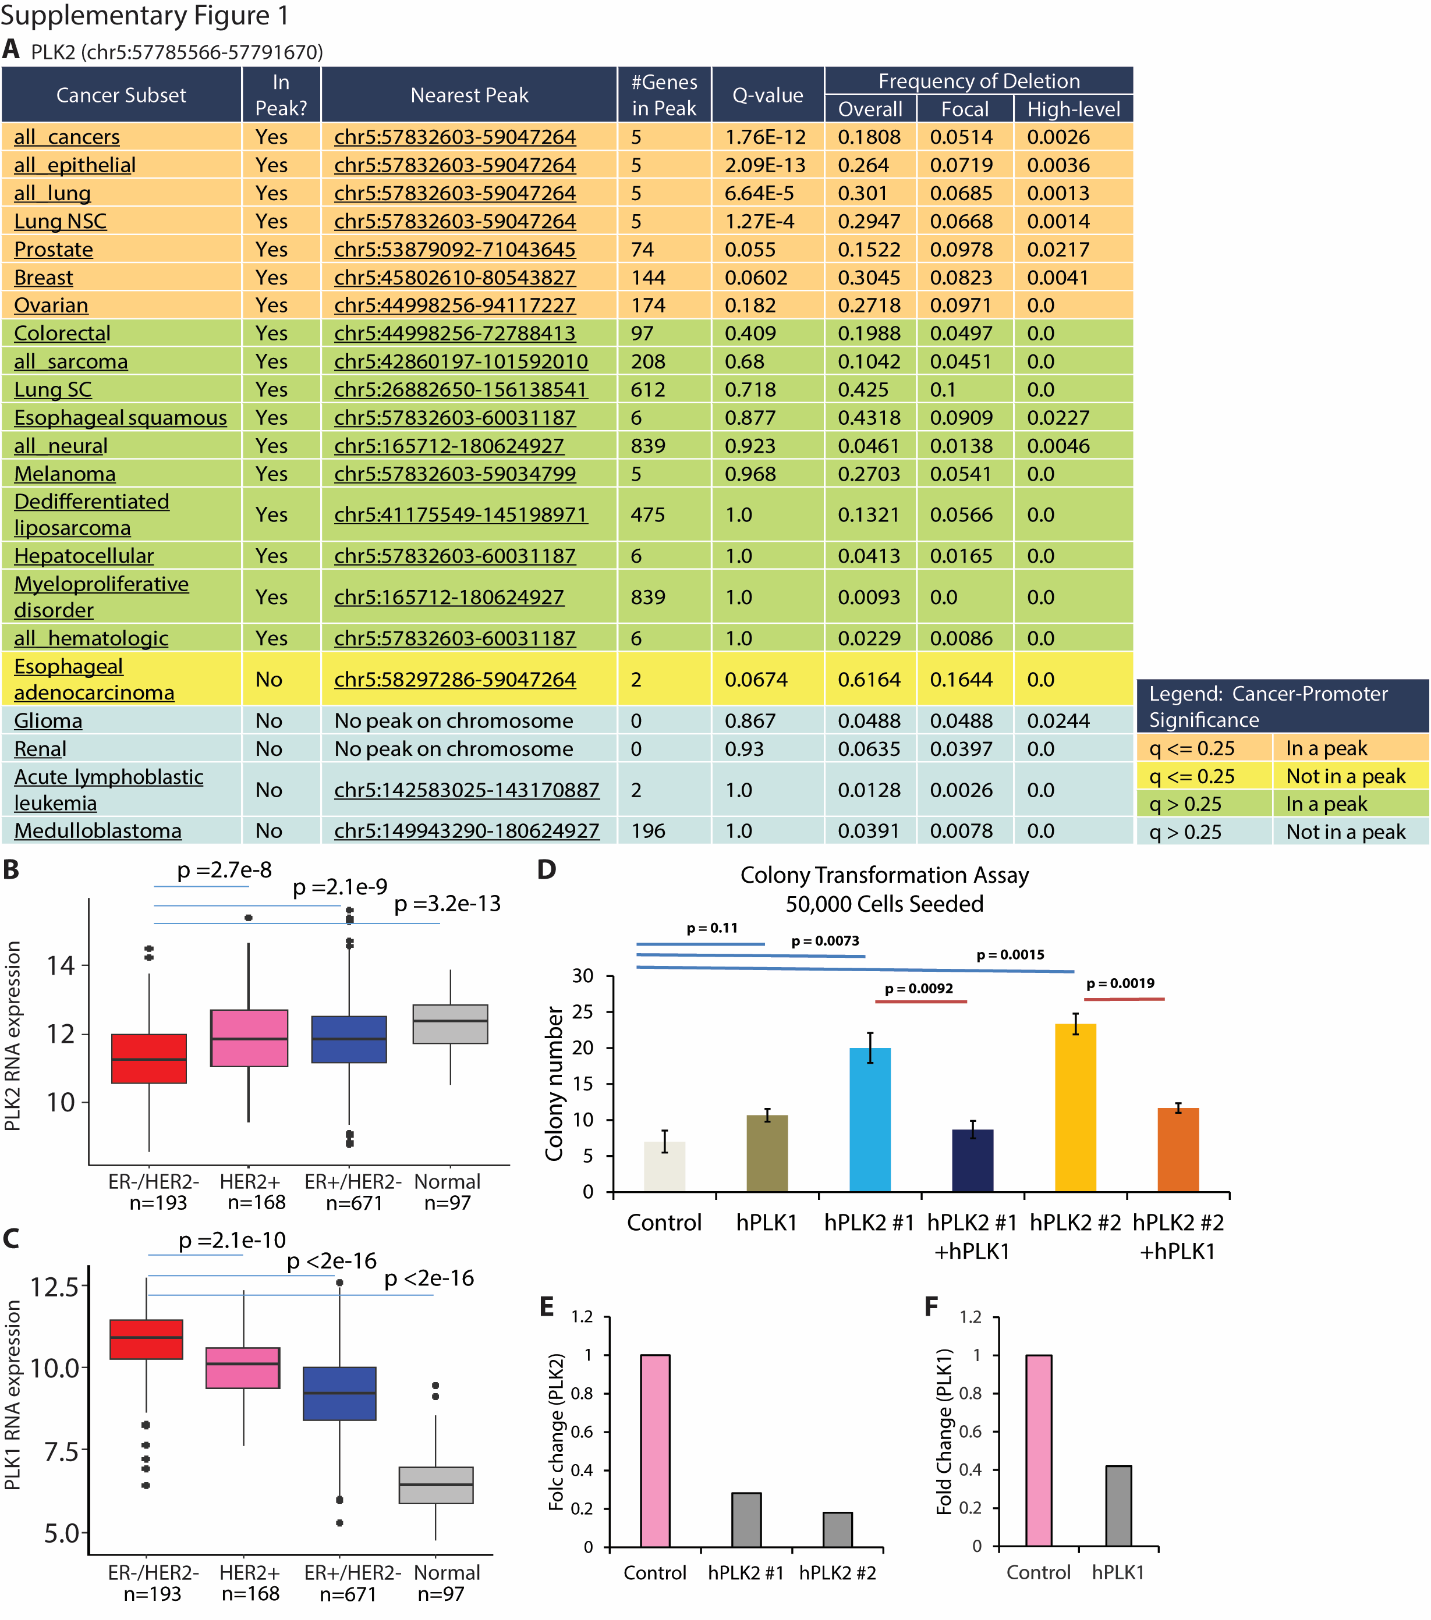
Fig. S1. PLK2 is tumor suppressive and knockdown of PLK1 rescues PLK2-loss induced transformation of HMECs. (A)** PLK2 is significantly deleted in 5 of 16 independent cancer types (q<=0.25) analyzed in the Tumorscape dataset (2011-02-01). Among these, PLK2 is located within a peak region of deletion in 4 cancer types including non-small lung cancer, prostate cancer, breast cancer and ovarian cancer. PLK2 **(B)** and PLK1 **(C)** mRNA expression by ER/HER2 status. P-values were generated by pairwise T-tests with Bonferroni correction for multiple comparisons. **(D)** Knockdown of PLK2 in HMECs using two shRNAs, hPLK2 #1 and hPLK2 #2, both increased the colony number. This induction was abolished by additional knockdown of PLK1. Fifty thousand HMECs were seeded in the plates. Assays were performed in triplicate. Data are represented as mean ± SEM. Statistical significance was determined using unpaired two tailed student’s t-test. **(E)** Knockdown efficiency of hPLK2 #1 and hPLK2 #2 shRNAs in HMECs. **(F)** Knockdown efficiency of hPLK1 shRNA in HMECs.

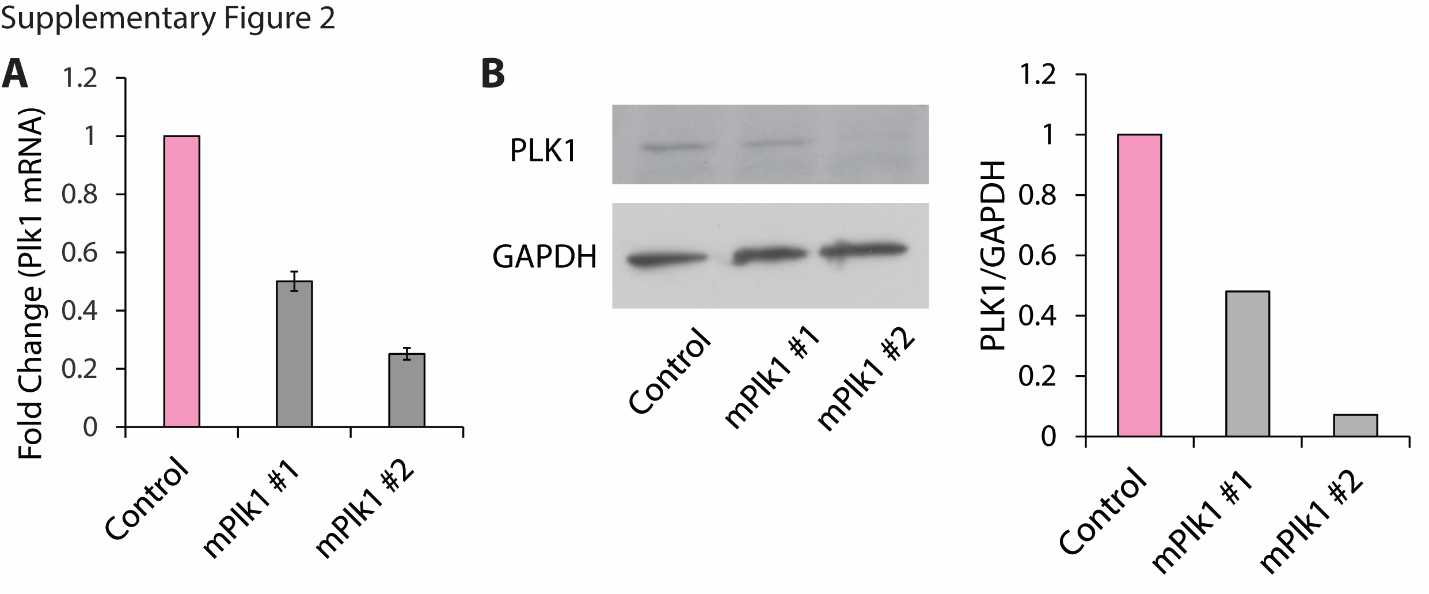

**Fig. S2. Plk1 shRNAs knockdown in primary MECs.** Primary MECs were isolated from 8-week-old Plk2^-/-^ mice and transduced with lentiviruses. The shRNAs knockdown efficiency was evaluated by qPCR **(A)** and western blot **(B)**. mPlk1 #1 shRNA achieved 50% knockdown and mPlk1 #2 shRNA 75% knockdown of mRNA levels. The protein levels of PLK1 were reduced by 52% and 93% by mPlk1 #1 and mPlk1 #2 shRNA, respectively.

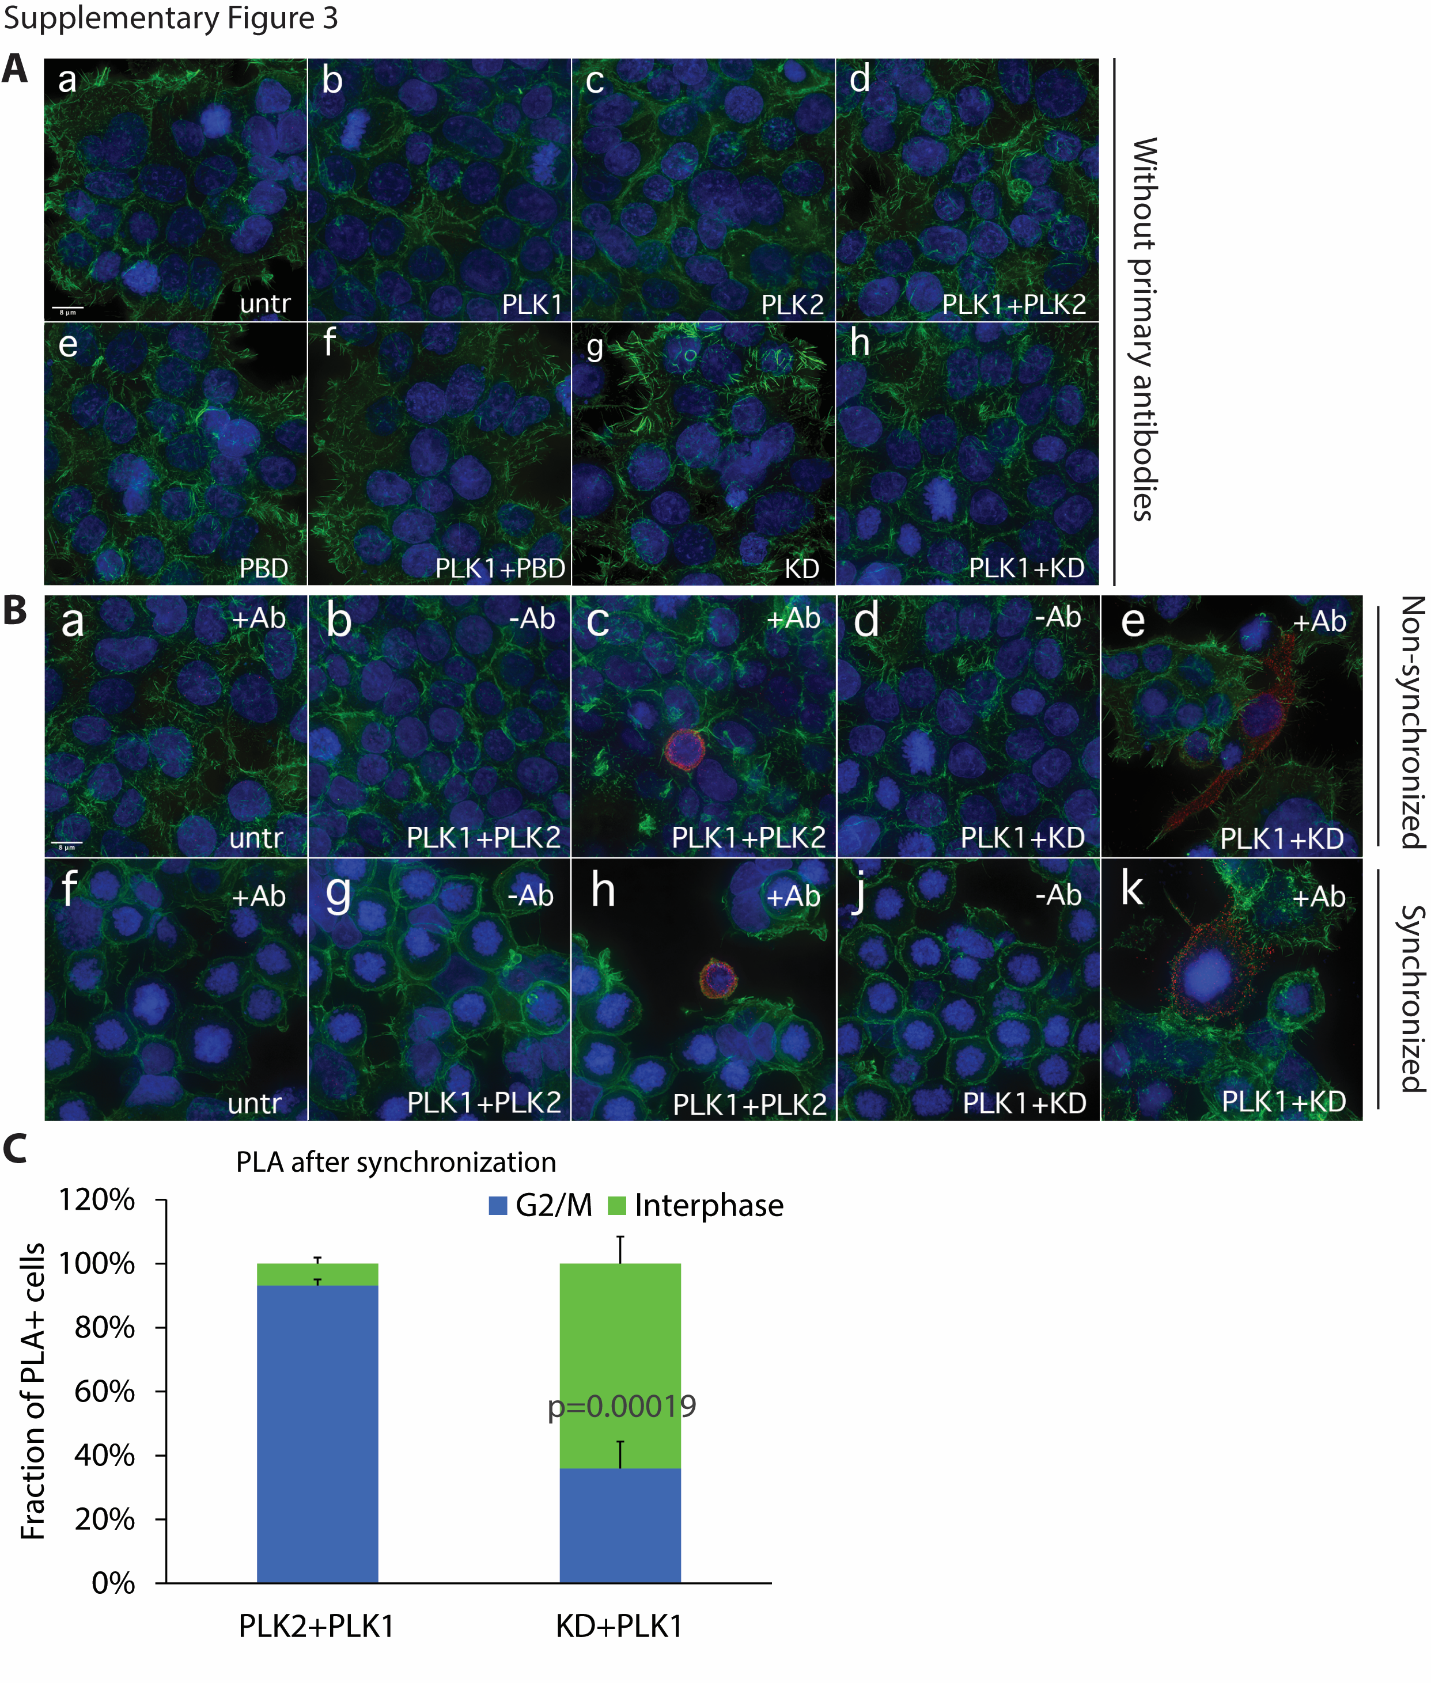

**Fig. S3. Proximity ligation assay of PLK2 and PLK1 after nocodazole synchronization. (A)** Negative controls for PLA were performed in the absence of primary antibodies. No positive PLA signals were detected in untransfected cells (image a); in cells expressing only one protein: PLK1 (image b), PLK2 (image c), PLK2-PBD mutant (image e), or PLK2-KD mutant (image g); or in cells co-expressing PLK1 with PLK2 (image d), PLK1 with PLK2-PBD (image f), or PLK1 with PLK2-KD (image h) when only secondary antibodies have been used. Scale bar is representatively depicted in image a and equals 8 µm. **(B)** PLA in HEK293T cells co-expressing PLK1 and either PLK2 or PLK2 kinase-dead mutant (KD). Representative images for untreated cells (a-e) and cells treated with nocodazole (f-k) are shown. Positive PLA signals were obtained in cells co-expressing PLK1 with wild-type PLK2 (images c and h) or with PLK2-KD mutant (images e and k). Negative controls: PLA performed in non-transfected cells (images a and f); PLA performed in the absence of primary antibodies for cells co-expressing PLK1 with PLK2 (images b and g) and cells co-expressing PLK1 with PLK2-KD mutant (images d and j). Red: PLA signals. Blue: DAPI staining. Green: ß-actin staining. Scale bar is representatively depicted in image a and equals 8 µm. **(C)** Quantitative of PLA signals in cells co-expressing PLK1 with either wild-type PLK2 or PLK2-KD mutant after treatment with nocodazole (40ng/ml) for 16 hr (G2/M arrest) using microscopy images. About one hundred PLA-positive cells were counted per group. Data are represented as mean ± SEM. Statistical significance was determined by unpaired two tailed student’s t-test.

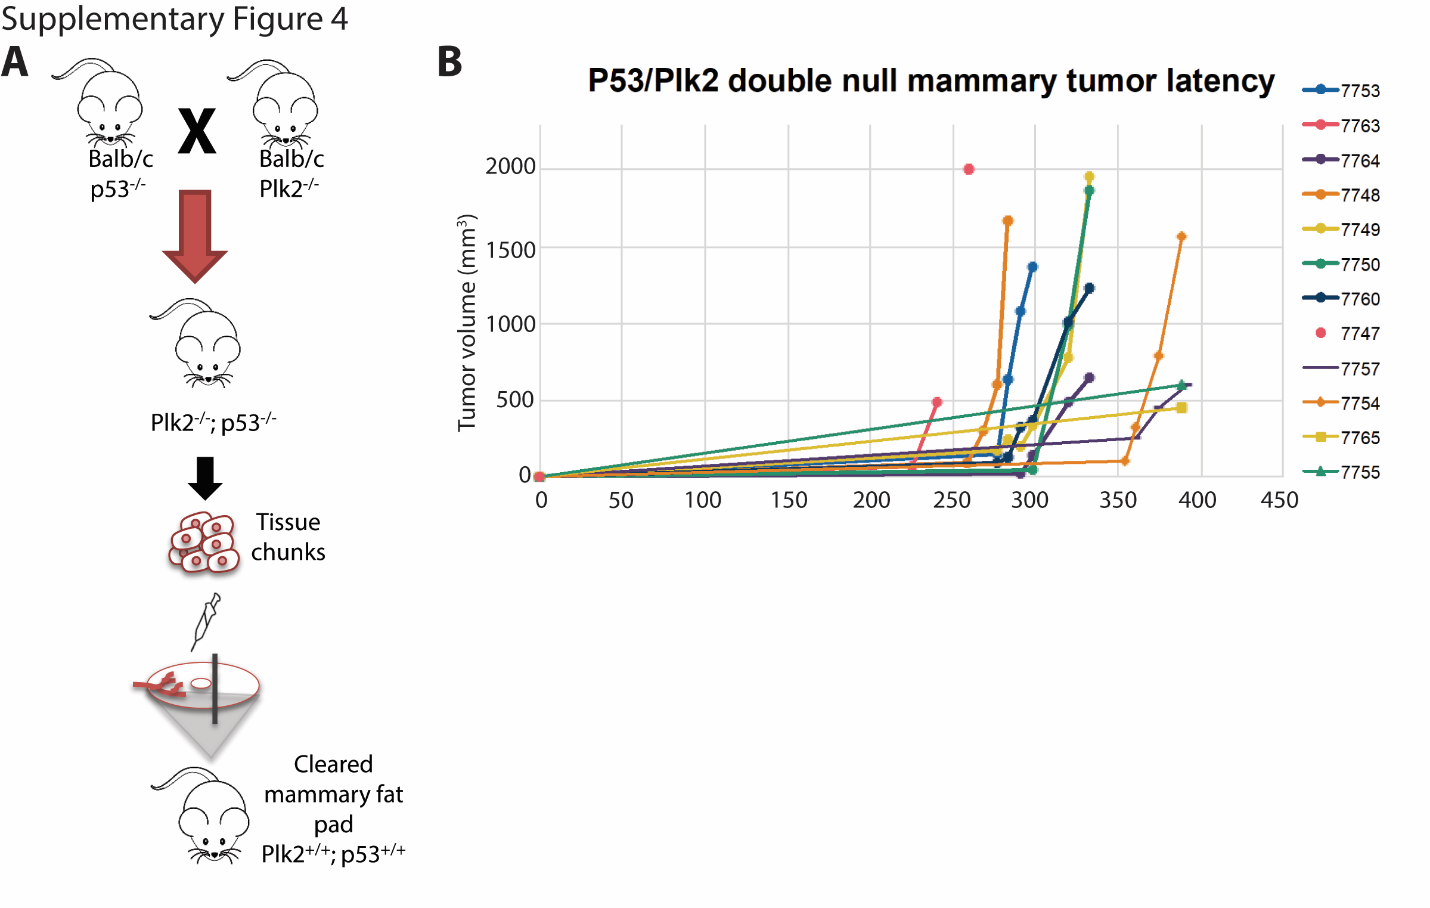

**Fig. S4. Generation of Plk2^-/-^; p53^-/-^ breast tumors.** **(A)** Schematic diagram of Plk2^-/-^; p53^-/-^ breast tumors generation. Briefly, p53^-/-^ mice in Balb/c background were crossed with Plk2^-/-^ mice in the same background to generate Plk2^-/-^; p53^-/-^ mice. Then mammary epithelial cells were isolated from Plk2^-/-^; p53^-/-^ mice and implanted into wild-type Balb/c mice with cleared mammary fat pad to wait for tumor growth. **(B)** Primary Plk2^-/-^; p53^-/-^ breast tumors had a latency of 8 months to more than one year. We then collected the tumors and cryopreserved the tumor pieces for later implantation.

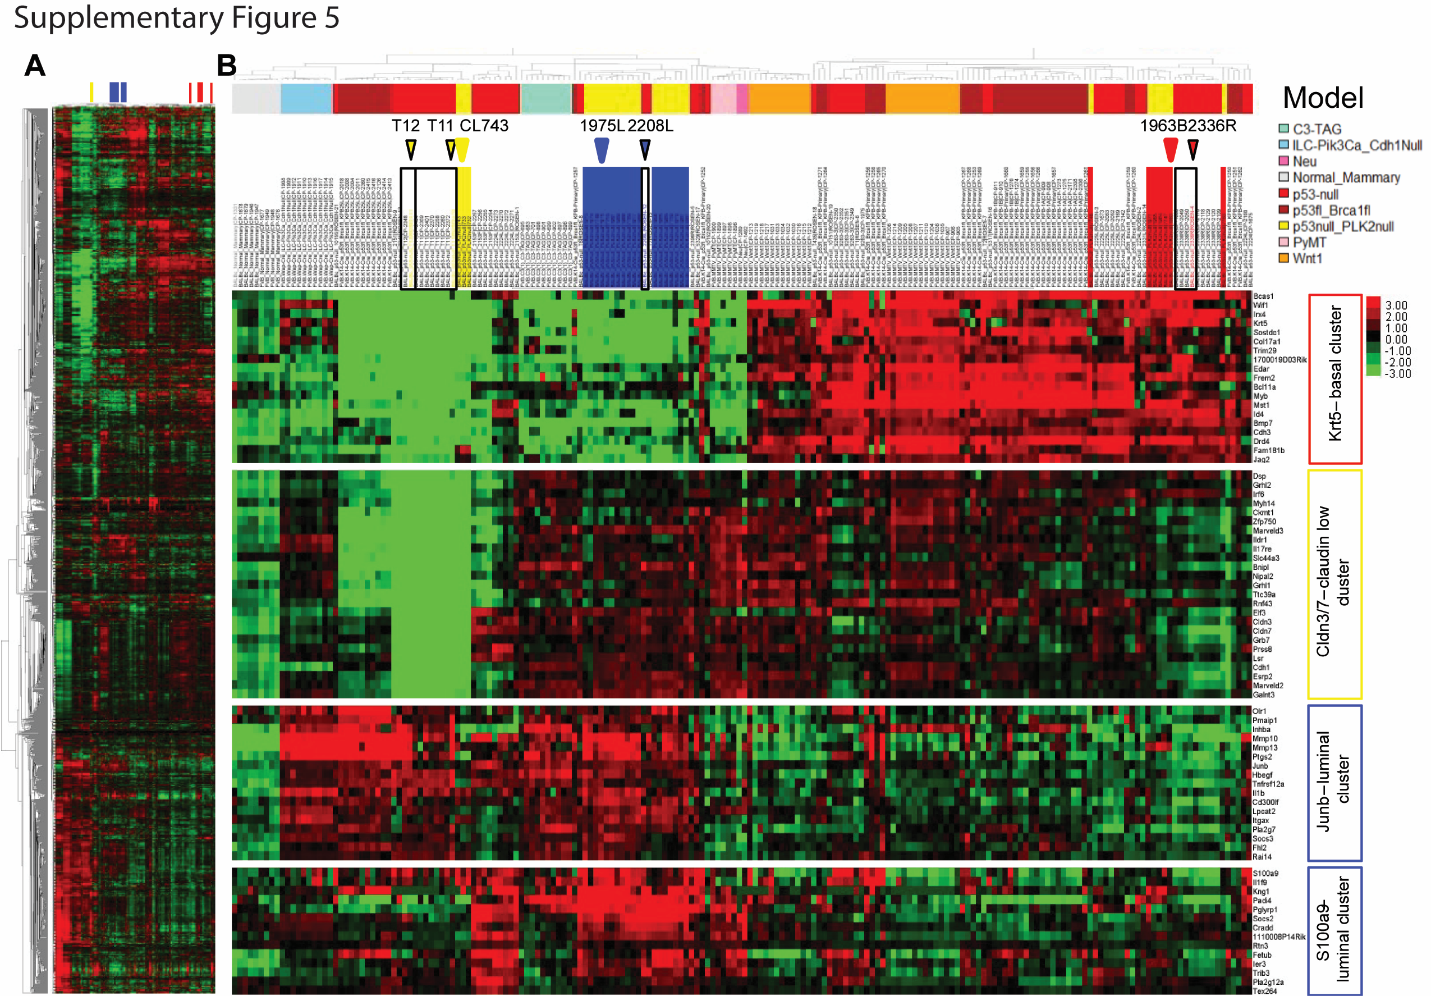

**Fig. S5. Hierarchical clustering of RNA-seq expression from Plk2^-/-^; p53^-/-^ tumors and other mouse mammary tumor RNAseq samples. (A)** Full hierarchical clustering of all samples by 1910 intrinsic mouse genes. Colored bars mark the location of Plk2^-/-^; p53^-/-^ tumor samples. **(B)** Clustering dendogram and colored bar indicating mouse model show Plk2^-/-^; p53^-/-^ tumors clustering on three distinct branches. The three groups of Plk2^-/-^; p53^-/-^ tumors are indicated by shaded bars. PLK2-claudin low samples (yellow) show low expression of Cldn3 and Cldn7. PLK2-luminal like tumors show low expression of basal markers and elevated expression of luminal gene clusters. PLK2-basal like samples show high expression of the gene cluster including the basal marker gene Krt5. Particular tumor lines used in this study are labeled and indicated by colored triangles above names. Plk2^+/+^; p53^-/-^ samples used as controls are shown with a black box around their name and a black outline for the triangle.

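Supplementary Fig. S5B names 25 genes in the cluster with Cldn3 and Cldn7, all of which were in the deposited table. A score was taken as the mean over these genes of log2(value + 1), centred on each gene's median over the 41 tumors. It was -7.21 ± 0.69 (SD, n = 3) in the claudin-low Plk2-/-; p53-/- tumors and -0.10 ± 0.62 (SD, n = 25) in the others, a difference of -7.11. Every claudin-low tumor lay below every other tumor (2-sided exact permutation test, p = 0.00030525, the smallest that 3 tumors against 25 allow; 0.00122 after Benjamini-Hochberg adjustment over the 4 lists of the figure). The study chose these lists on data that include these tumors, so the test is not independent evidence. With a pseudocount of 10, the setting that moved it most, the difference was -6.00.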

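Supplementary Fig. S5B names a pair of luminal clusters. The score of the 14 genes in the cluster with S100a9 was -1.40 ± 0.15 (SD, n = 3) in the claudin-low and 0.20 ± 0.89 (SD, n = 25) in the other Plk2-/-; p53-/- tumors. The adjusted p was 0.0153 (2-sided exact permutation test, 4 lists), and it rose to 0.0627 without PLK2null-733 or without PLK2null-743. For the 17 genes in the cluster with Junb, the scores were -1.00 ± 0.50 (SD, n = 3) and 0.27 ± 1.09 (SD, n = 25). This difference did not pass the threshold (adjusted p = 0.0549 in the same exact permutation test). Luminal-like tumor PLK2null-1975 ranked 2nd of 28 from the highest for the S100a9 cluster and 4th for the Junb cluster. Basal-like tumors PLK2null-1963 and PLK2null-7747 ranked 22nd and 24th for the Junb cluster.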

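For the 19 genes of the cluster with Krt5, basal-like tumor PLK2null-1963 had the score ranked 2nd of 28 Plk2-/-; p53-/- tumors and basal-like tumor PLK2null-7747 the 4th, while luminal-like tumor PLK2null-1975 ranked 16th. The score was -2.75 ± 0.65 (SD, n = 3) in the claudin-low tumors and -0.22 ± 2.37 (SD, n = 25) in the others, a difference of -2.53 that did not pass the threshold (adjusted p = 0.0549 in the 2-sided exact permutation test). With quantile normalization the difference was -2.65 and the adjusted p 0.0497. In the 13 p53-/- tumors the score was 1.53 ± 2.27 (SD, n = 13).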

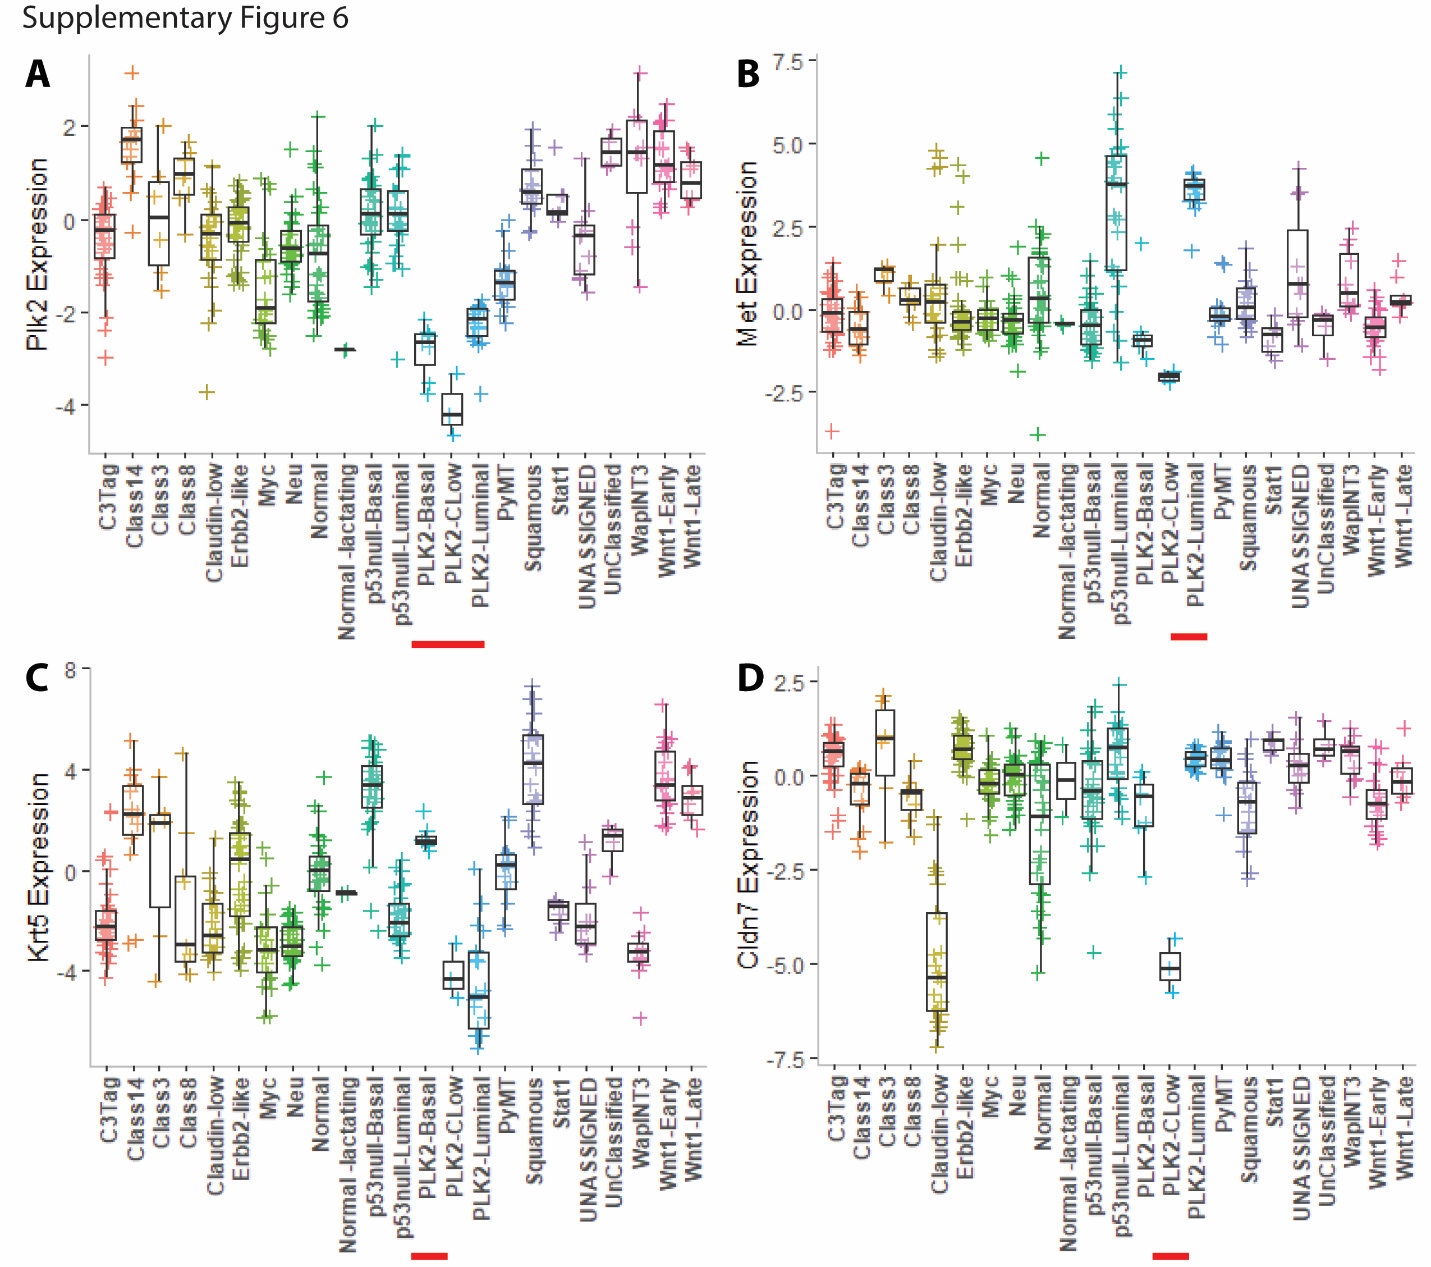

**Fig. S6. Plk2^-/-^; p53^-/-^ tumors exhibit characteristics of multiple gene expression classes.** Comparison of RNA expression from Plk2^-/-^; p53^-/-^ tumors and other mouse mammary tumor samples classified by expression subtype. (**A)** All subtypes of Plk2^-/-^; p53^-/-^ tumors have low Plk2 expression. **(B)** PLK2-Luminal subtype has high Met expression, similar to tumors of the p53-null-Luminal expression class. **(C)** PLK2-Basal subtype has elevated Krt5 expression. **(D)** PLK2-Claudin-low subtype has low expression of the claudin gene Cldn7.

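Plk2 had a log2 fold change of -3.39 between the 28 Plk2-/-; p53-/- and the 13 p53-/- tumors (standard error, 0.377; adjusted p = 1.30e-09 in limma). A 2-sided permutation test of the same difference gave p = 1e-05, the smallest that 100000 resamples can give. With only the 7 primary tumors that Supplementary Fig. S4B follows by name, the setting that moved it most, the difference was -3.94. Within the Plk2-/-; p53-/- tumors, Plk2 was at 72.9 ± 48.3 (SD, n = 3) in the claudin-low group and at 325 ± 133 (SD, n = 25) in the others, and 2 of the 3 claudin-low tumors lay below all 25. For that difference of -2.18 on the log2 scale, a 2-sided exact permutation test gave p = 0.00122. After Benjamini-Hochberg adjustment over Cldn3, Cldn7, Krt5, Met and Plk2 it was 0.00153. The test counts the 3 claudin-low tumors as independent. PLK2null-732 and PLK2null-733 were correlated at r = 0.959, and PLK2null-7763 was the closest primary tumor of all 3. Whether they arose separately is not known, so the test cannot show that the difference exceeds the spread between independent tumors. All values in Plk2-/-; p53-/- tumors lay above the floor of 3 reads.

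**Figure D3:**
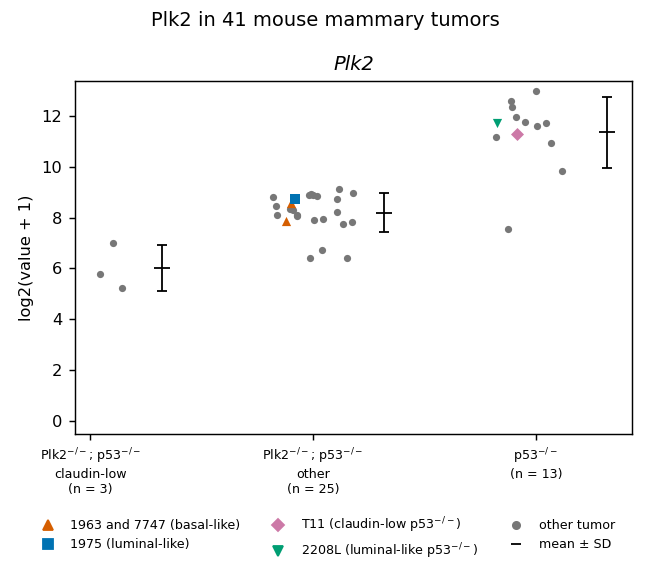
Log2(value + 1) of Plk2 in 41 tumors, by group. Each point is a tumor, tumors named by subtype are colored, and bars give the mean and SD on the log2 scale. Of the claudin-low Plk2-/-; p53-/- tumors, PLK2null-732 and PLK2null-733 lie lowest, while PLK2null-743, at 128, lies above 3 other Plk2-/-; p53-/- tumors. The lowest p53-/- tumor, p53null-7435, falls among the Plk2-/-; p53-/- tumors.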

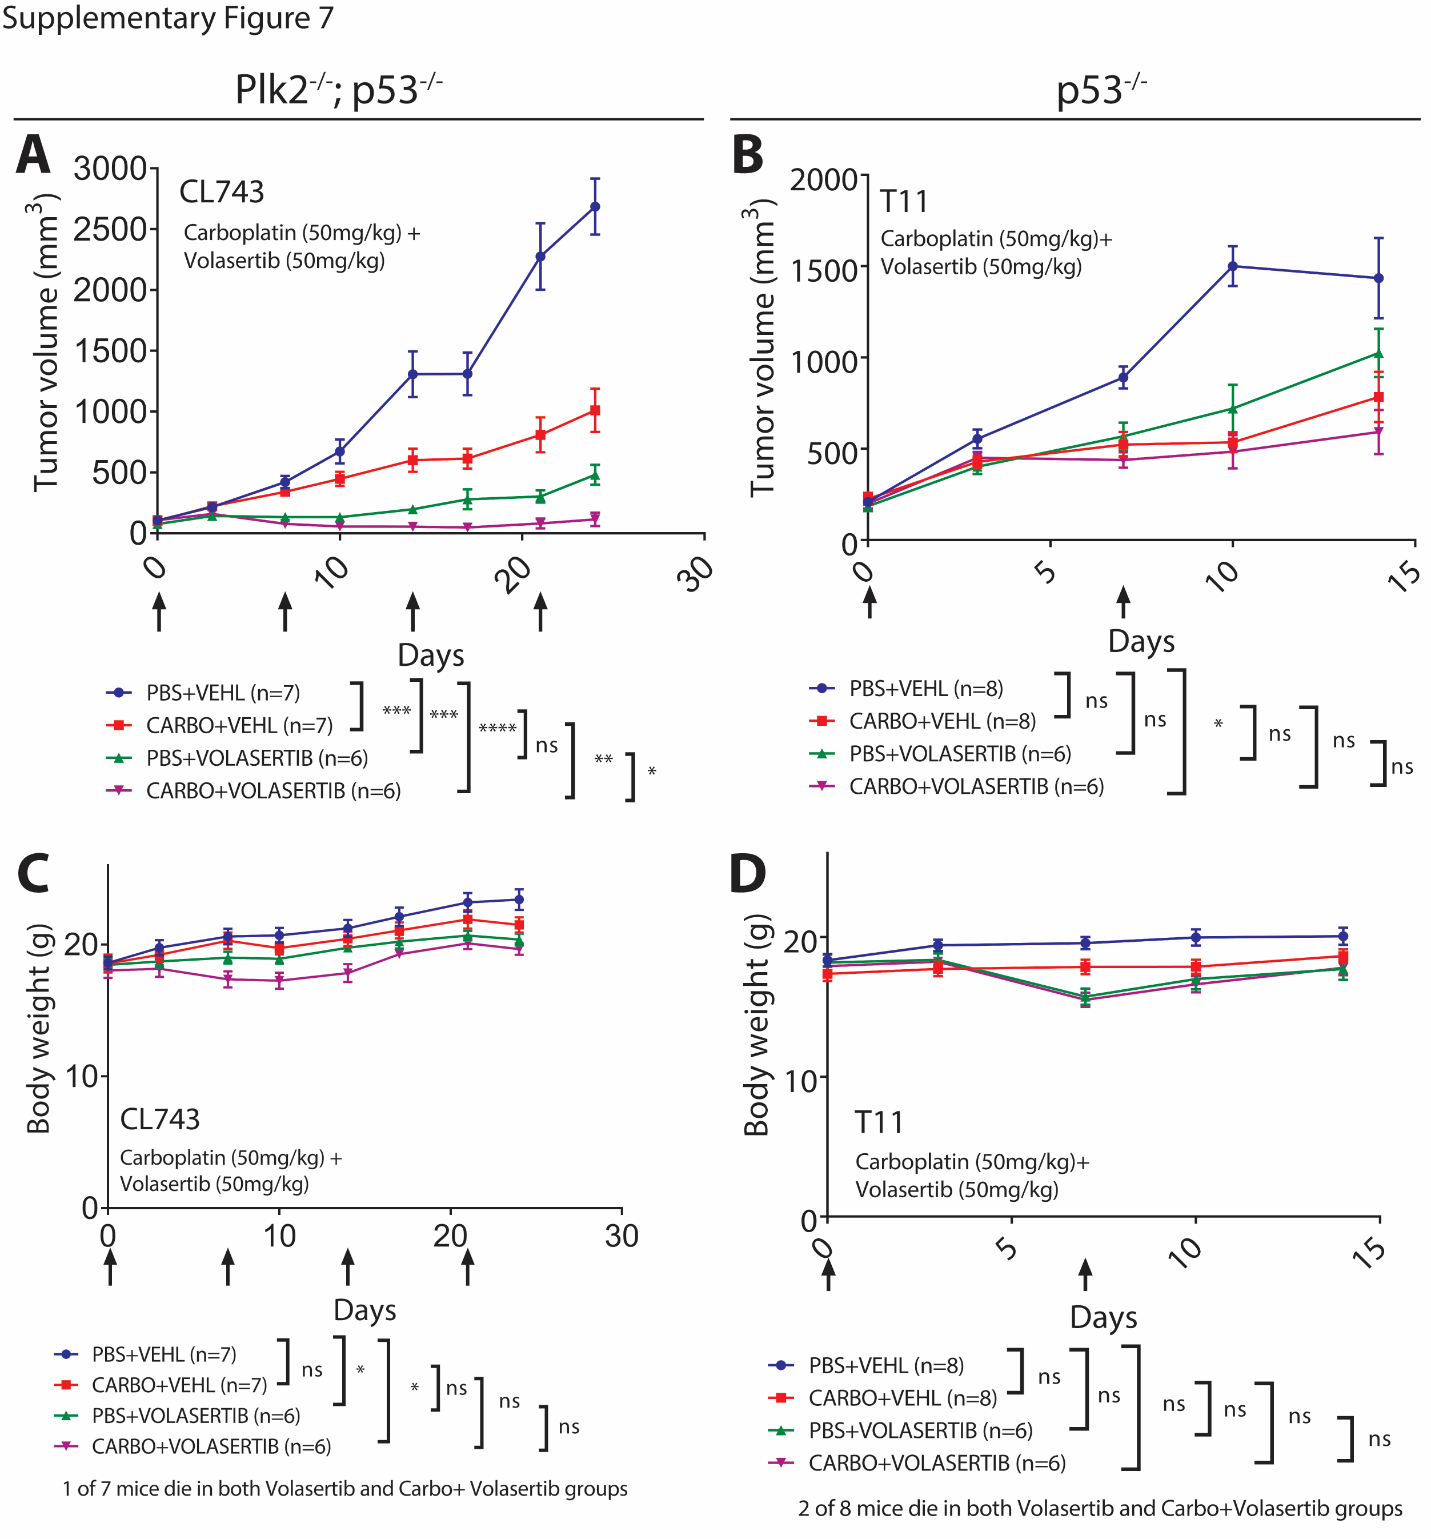

**Fig. S7.** **Plk2^-/-^; p53^-/-^ claudin-low breast tumors had a better response to the carboplatin plus volasertib combinational treatment than p53^-/-^ claudin-low tumors**. Tumor growth curves of claudin-low subtypes CL743 and T11 **(A and B)**. However, 50 mg/kg/wk of volasertib is toxic as the mice had body weight loss and some mice in volasertib treatment groups and carboplatin plus volasertib groups eventually died **(C and D)**. Tumor size was measured using a caliper twice a week until control groups reached ~1500 mm^3^. Two-way ANOVA followed by Tukey test for multiple comparisons was used. Data are represented as mean ± SEM. Statistical comparison of the experimental endpoint was shown. VEHL: vehicle; CARBO: carboplatin; ns, not significant; *, p <0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001.

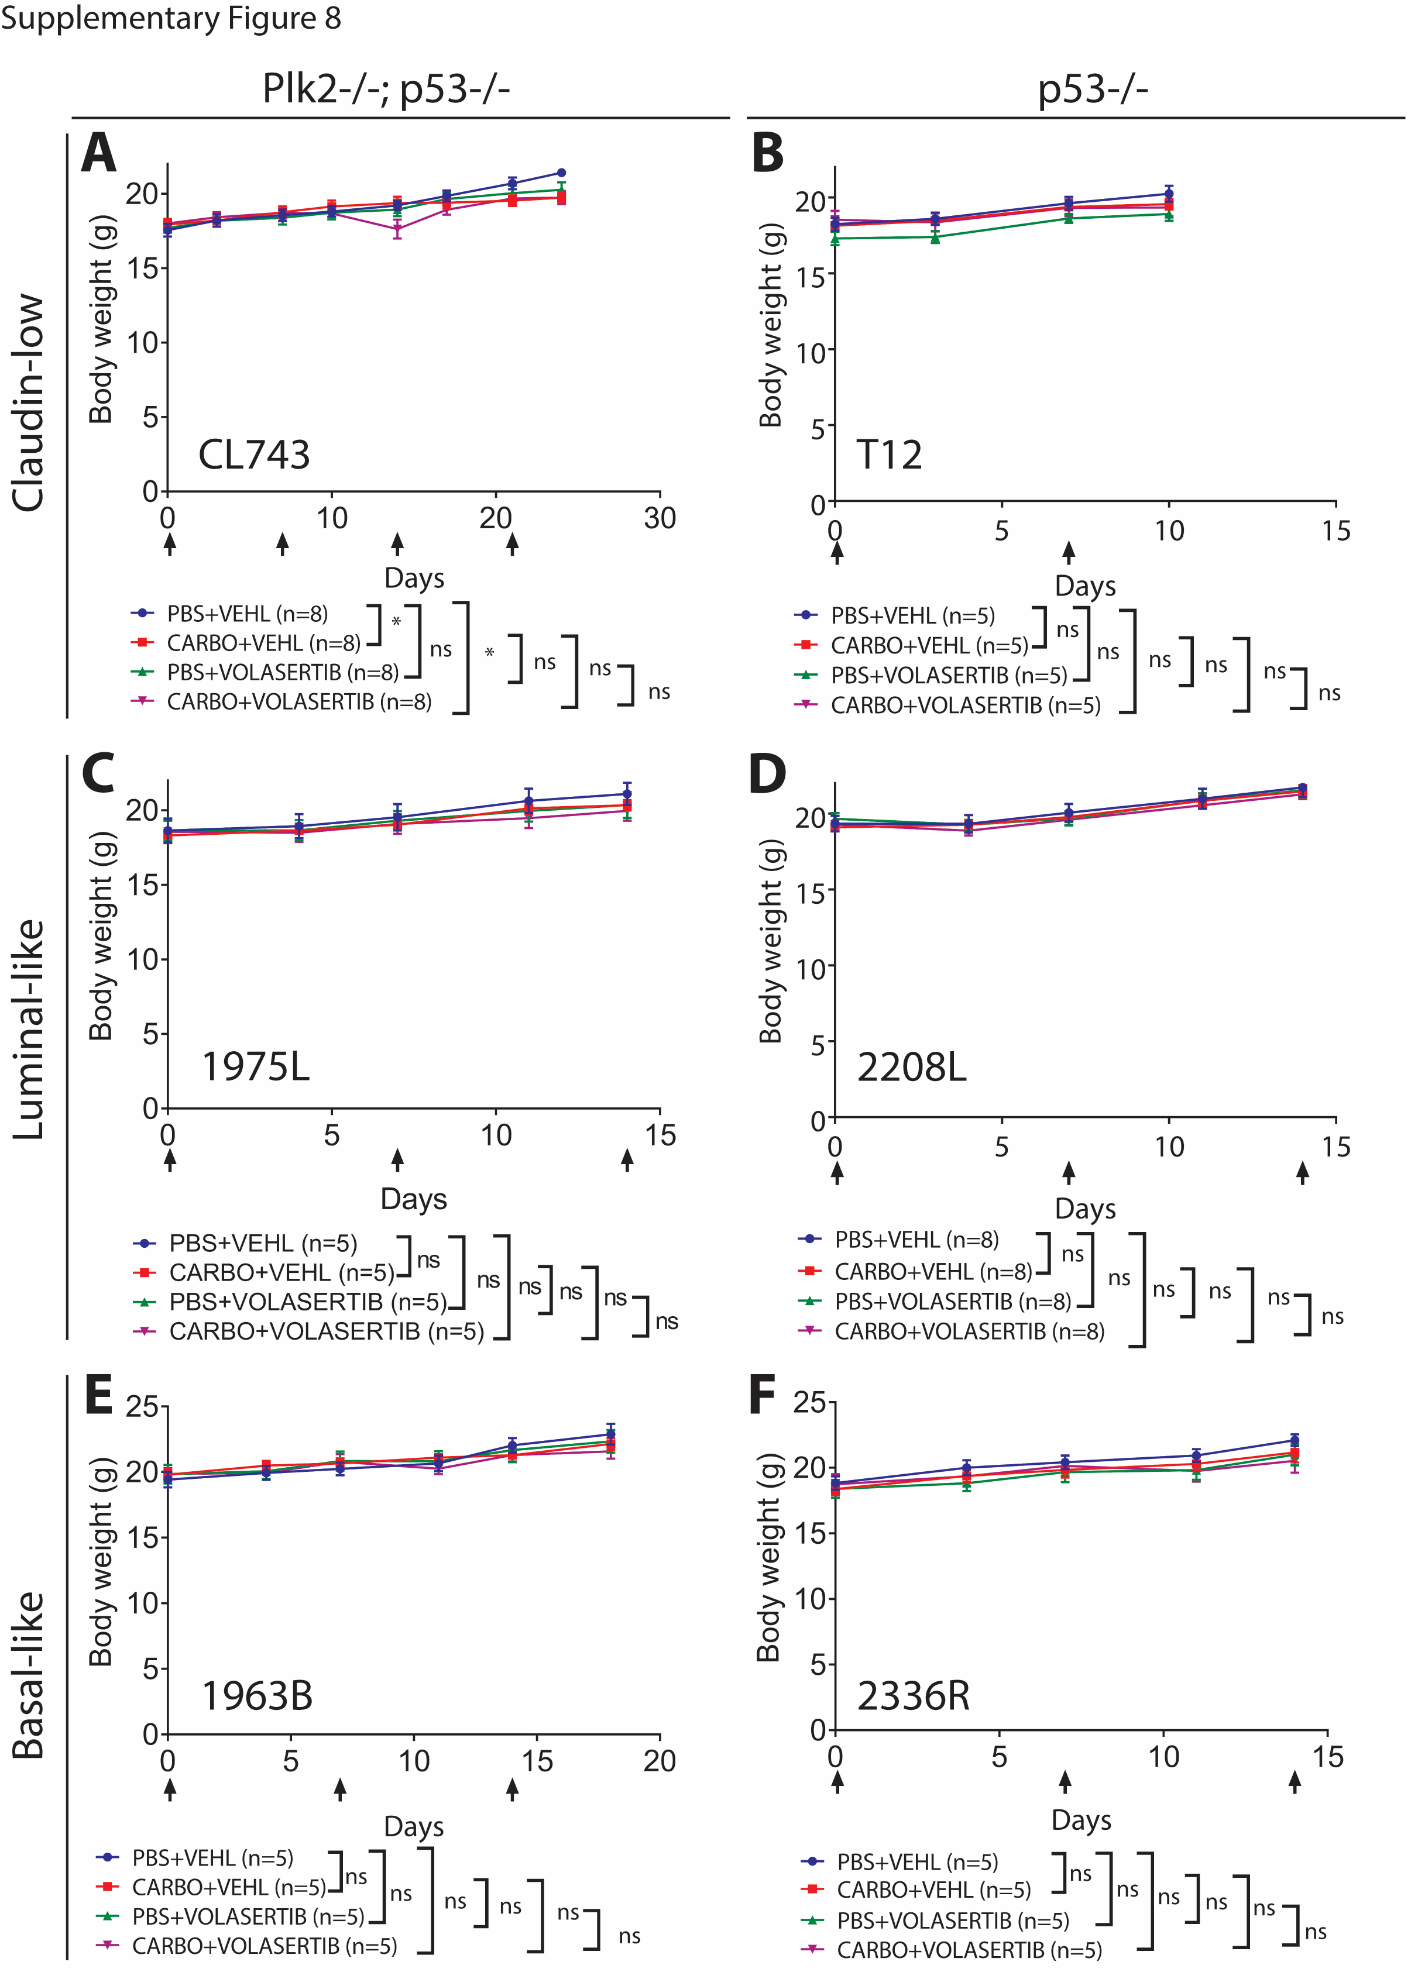

**Fig. S8. Body weight of Plk2^-/-^; p53^-/-^ and p53^-/-^ GEM models during treatment indicated 25 mg/kg/wk of volasertib was a tolerable dosage.** Two-way ANOVA followed by Tukey test for multiple comparisons was used to compare the different treatment groups. Data are represented as mean ± SEM. Statistical comparison of the experimental endpoint was shown. VEHL: vehicle; CARBO: carboplatin; ns, not significant. *, p < 0.05.

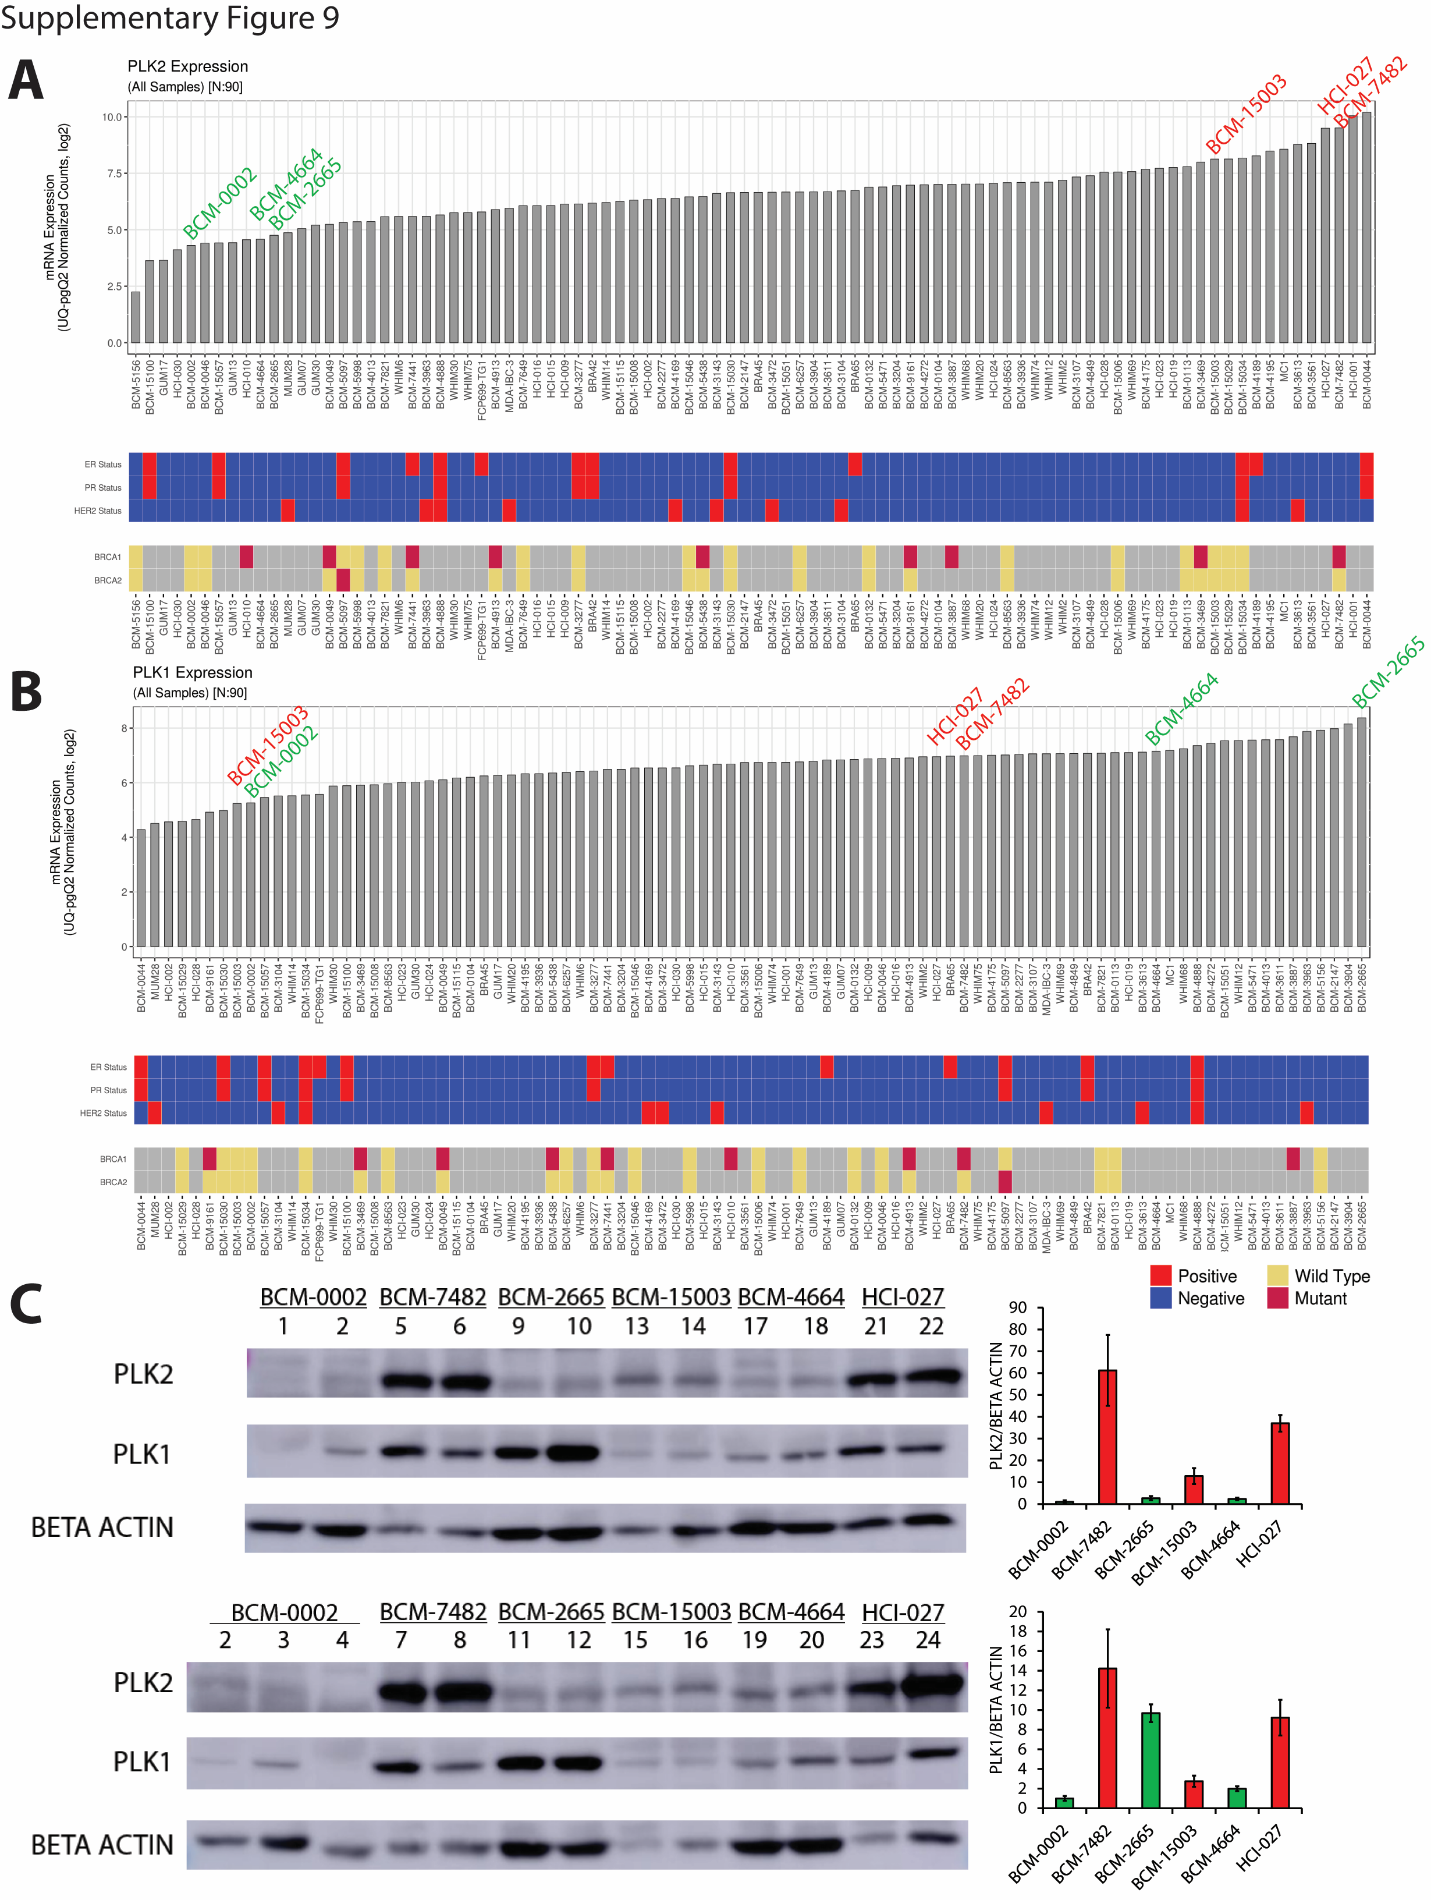

**Fig. S9. PLK2 and PLK1 expression in PDX models.** *PLK2* **(A)** *and PLK1* **(B)** *mRNA* expression levels for 90 breast cancer PDX models. Red indicated the PLK2 high models while green indicated the PLK2 low models used in the treatment study. **(C)** PLK2 and PLK1 western blots and quantification of the 6 PDX models in the treatment study. n = 4 per model. Protein samples were run and transferred at the same time. Signals were developed and captured at the same time for the two membranes. Data are represented as mean ± SEM.

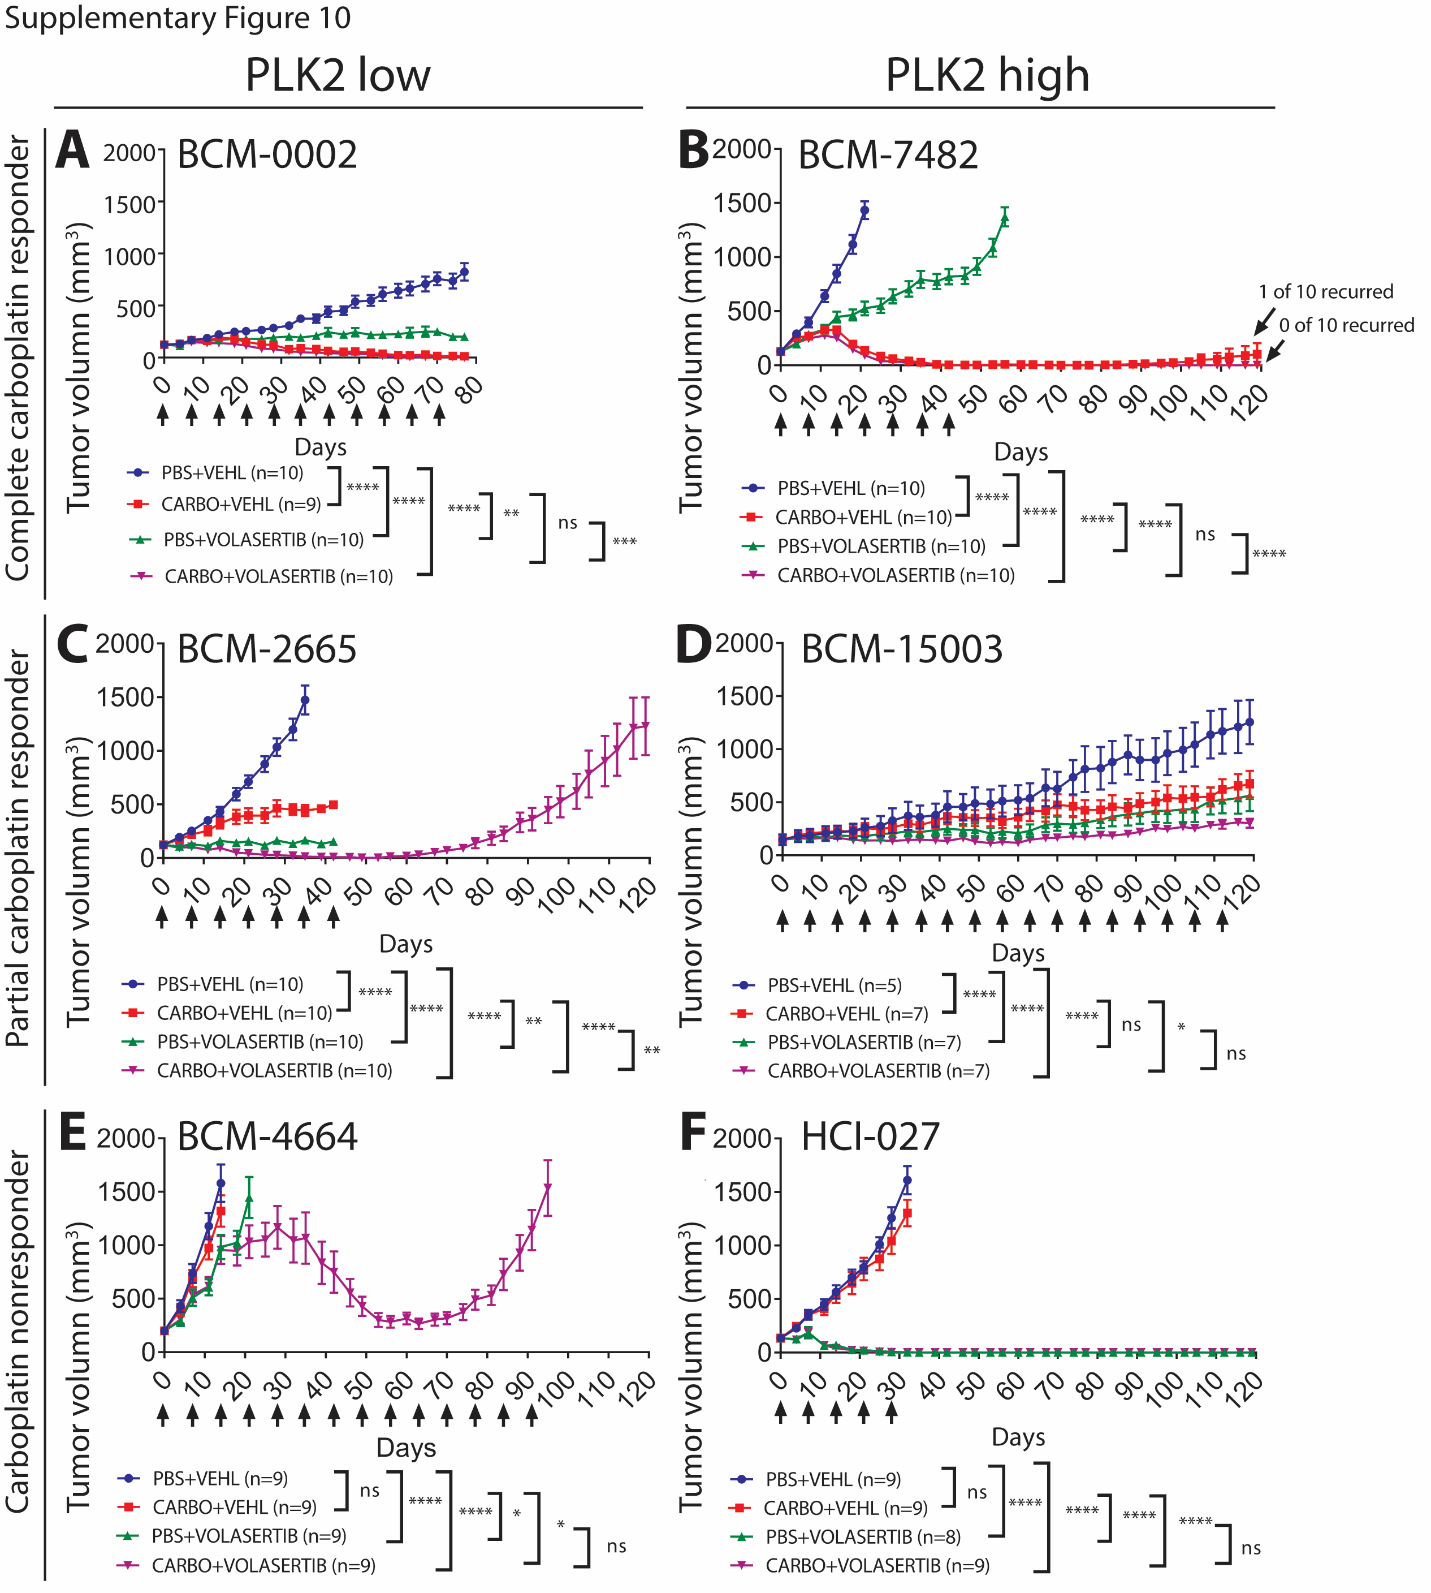

**Fig. S10. TNBC PDX with low *PLK2* expression had a better response to volasertib treatment than TNBC PDX with high *PLK2* expression if they showed response to carboplatin treatment. (A and B)** BCM-0002 and BCM-7482 were complete responders to carboplatin treatment. **(C and D)** BCM-2665 and BCM-15003 showed partial response to carboplatin treatment. Note that combinational treatment of carboplatin and volasertib led to tumor regression in PLK2 low model BCM-2665 but not in PLK2 high model BCM-15003. **(E and F)** BCM-4664 and HCI-027, however, didn’t respond to carboplatin treatment and had a different volasertib response pattern compared to other groups. Tumor size was measured using a caliper twice a week. Data are represented as mean ± SEM. Two-way ANOVA followed by Tukey test for multiple comparisons was used to analyze the growth curves for each model. Statistical comparison at the endpoint of control group was shown. VEHL: vehicle; ns, not significant; *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001.

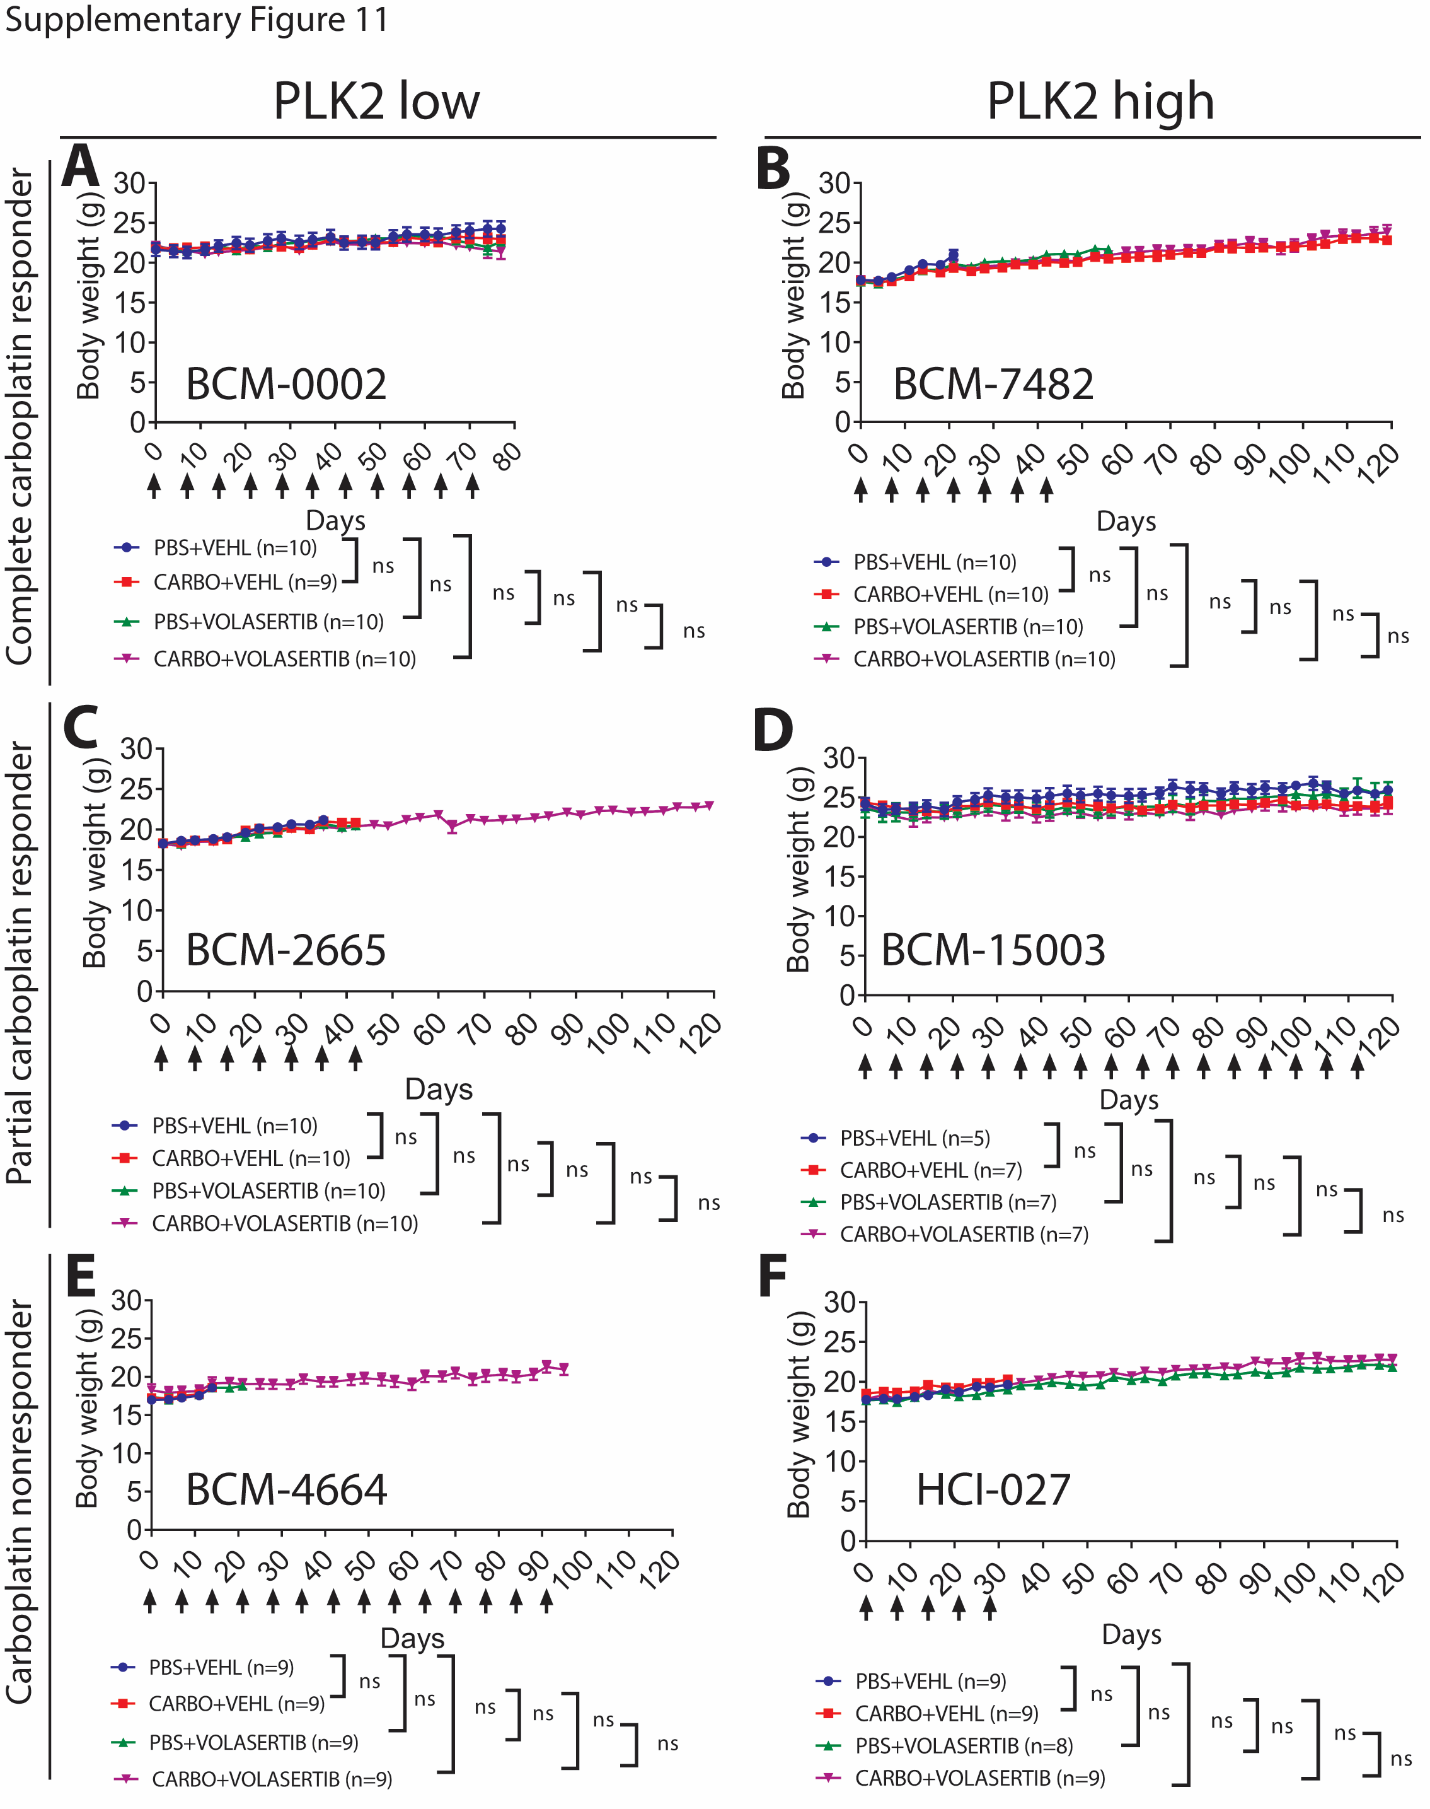

**Fig. S11. Body weight of all six PDX models during treatment indicated 25 mg/kg/wk of volasertib was a tolerable dosage.** Two-way ANOVA followed by Tukey test for multiple comparisons was used to compare the different treatment groups. Data are represented as mean ± SEM. Statistical comparison at the endpoint of control group was shown. VEHL: vehicle; CARBO: carboplatin; ns, not significant.

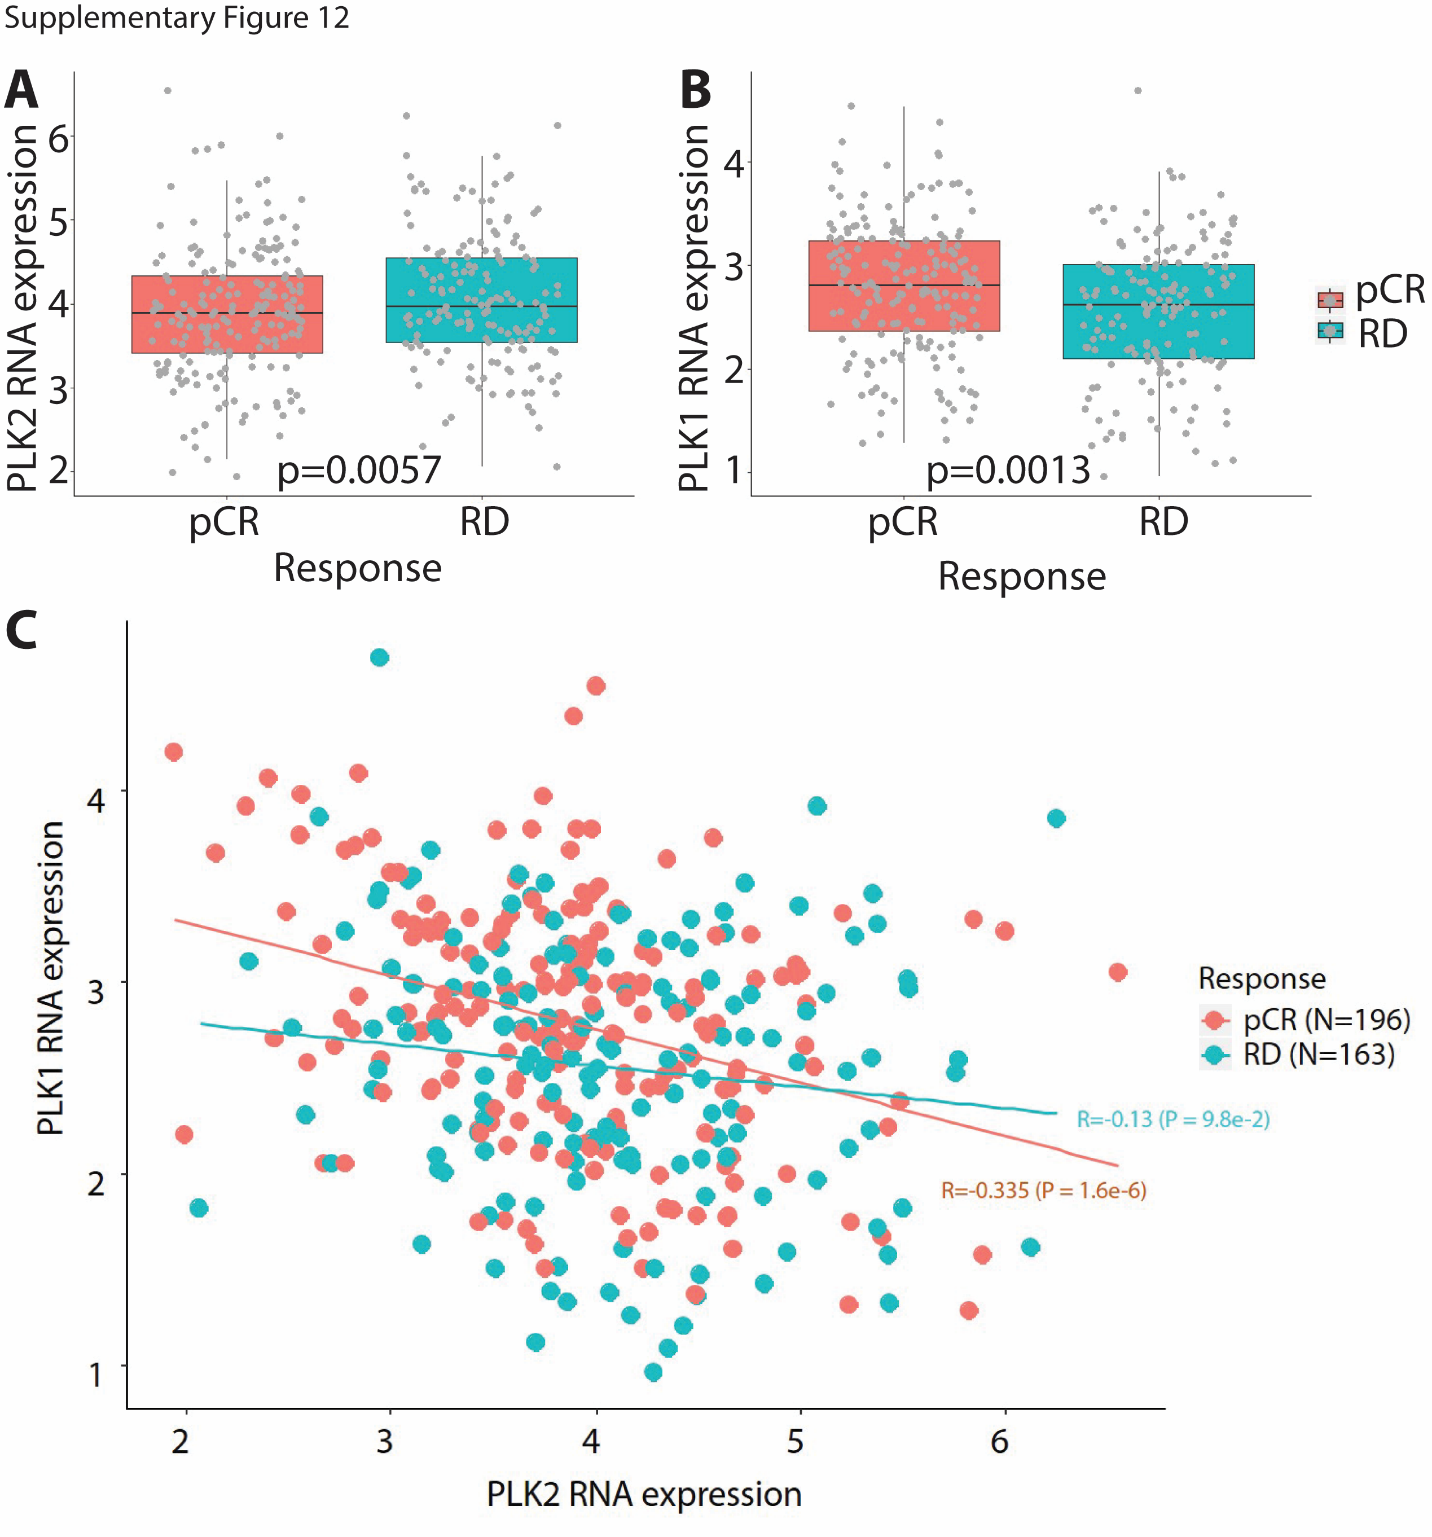

**Fig. S12. The mRNA level and correlation of PLK2 and PLK1 in carboplatin-treated patients of BrighTNess clinical trial. (A)** PLK2 mRNA expression is lower in tumors from TNBC patients who achieved a pathological complete response (pCR) as compared to tumors from patients with residual disease (RD). **(B)** PLK1 mRNA level is significantly higher in pCR than RD. **(C)** The negative correlation between PLK1 and PLK2 is more dramatic in pCR (r=-0.335) than RD (r=-0.13). TNBC patients treated with paclitaxel followed by doxorubicin and cyclophosphamide plus carboplatin with or without veliparib were analyzed. Veliparib addition didn’t appear to offer a significant advantage and therefore included in the analysis to increase the statistical power.

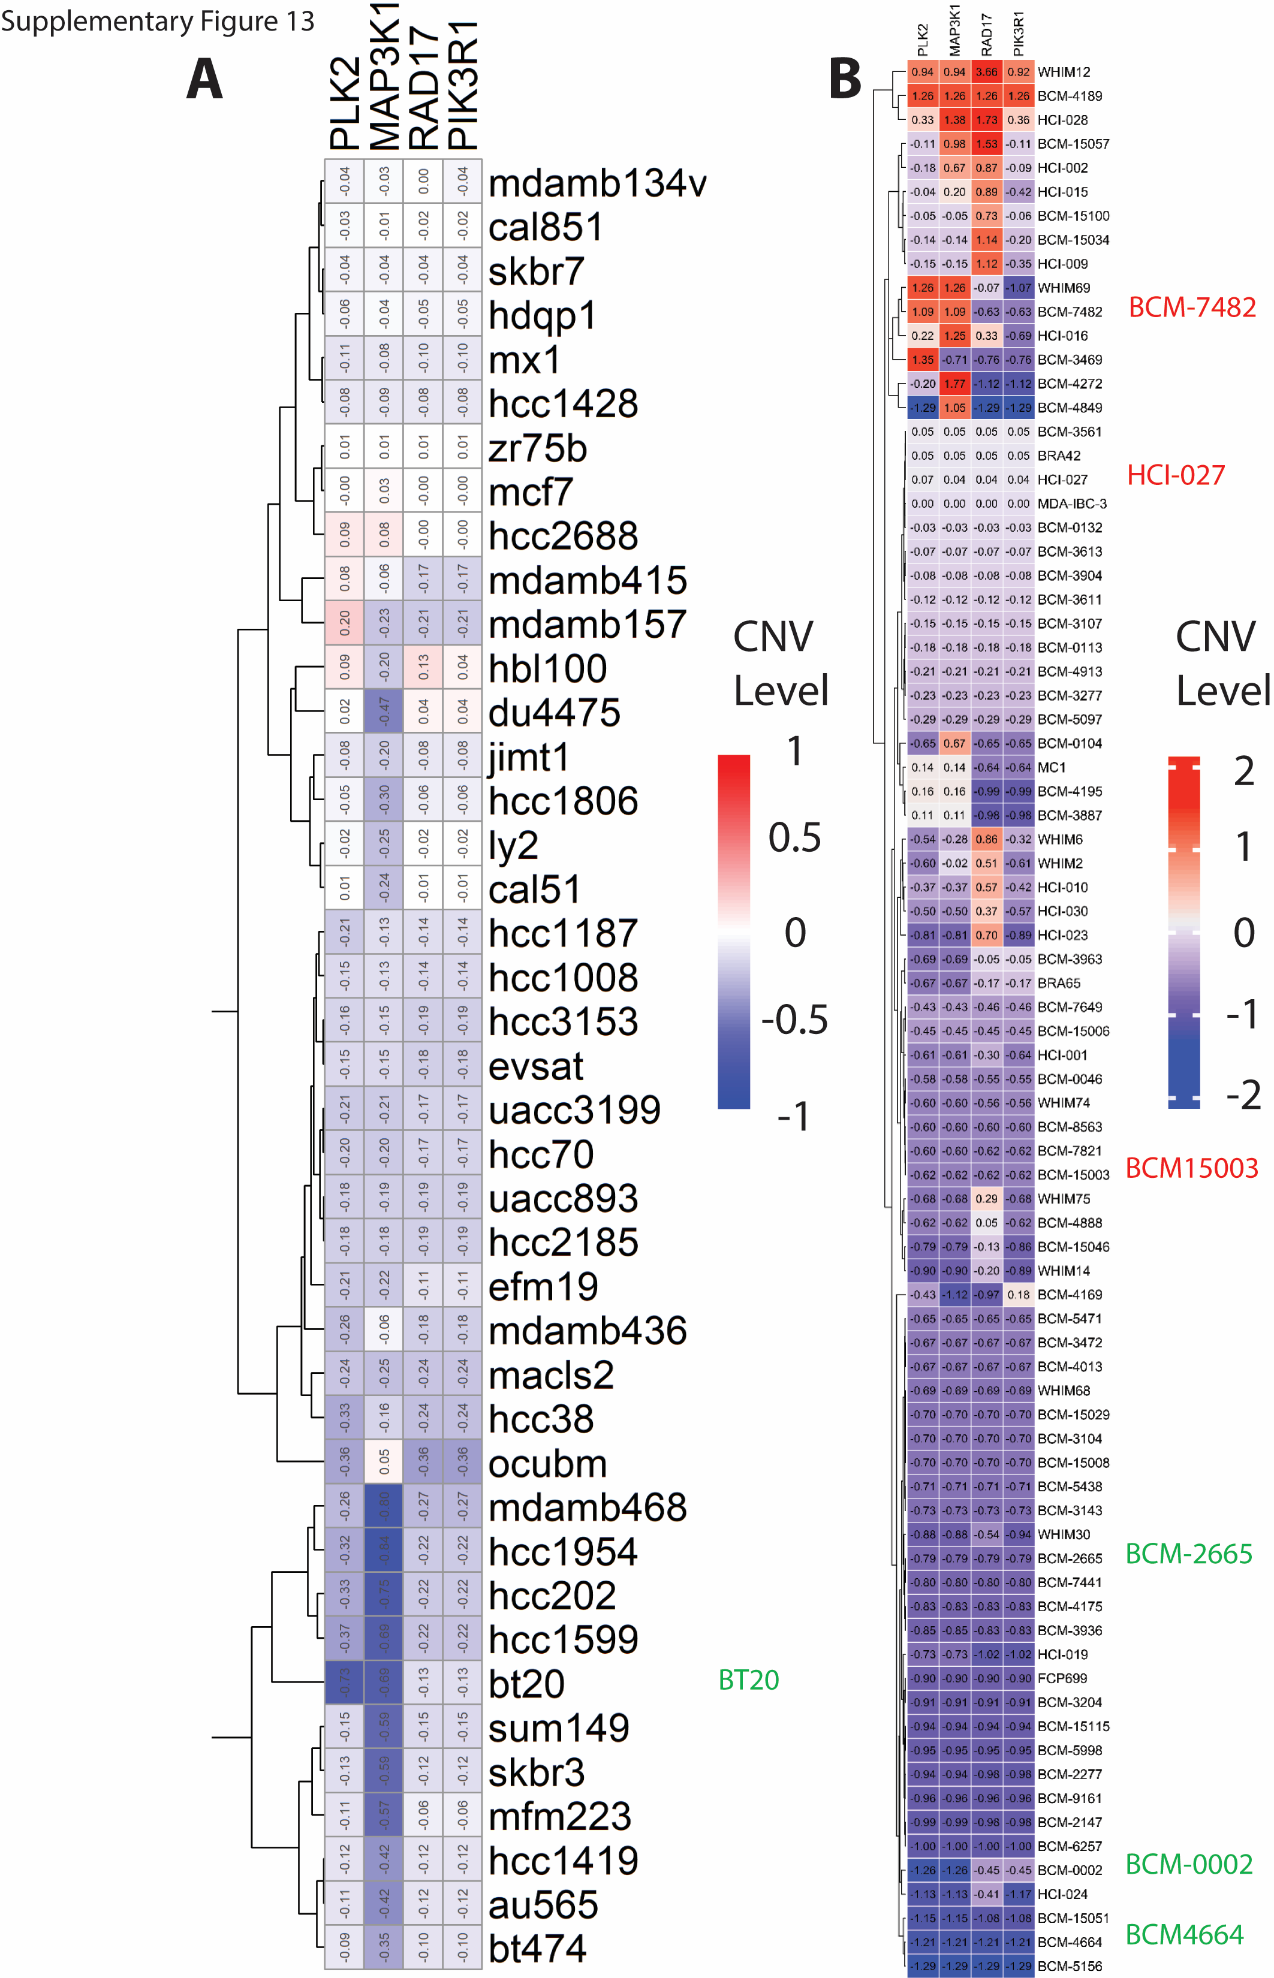

**Fig. S13. Chromosome 5q genes PLK2, MAP3K1, RAD17, PIK3R1 CNV in breast cancer cell lines and PDX models. (A)** CNV of PLK2, MAP3K1, RAD17, PIK3R1 in different breast cancer cell line. **(B)** CNV of PLK2, MAP3K1, RAD17, PIK3R1 in PDXs from the BCM breast cancer PDX collection. Note that overall breast cancer cell lines had a lower level (less blue) of 5q genes loss compared to PDX models, suggesting *in vitro* cultures of breast cancer cell lines may selectively attenuate the chromosome 5q loss.

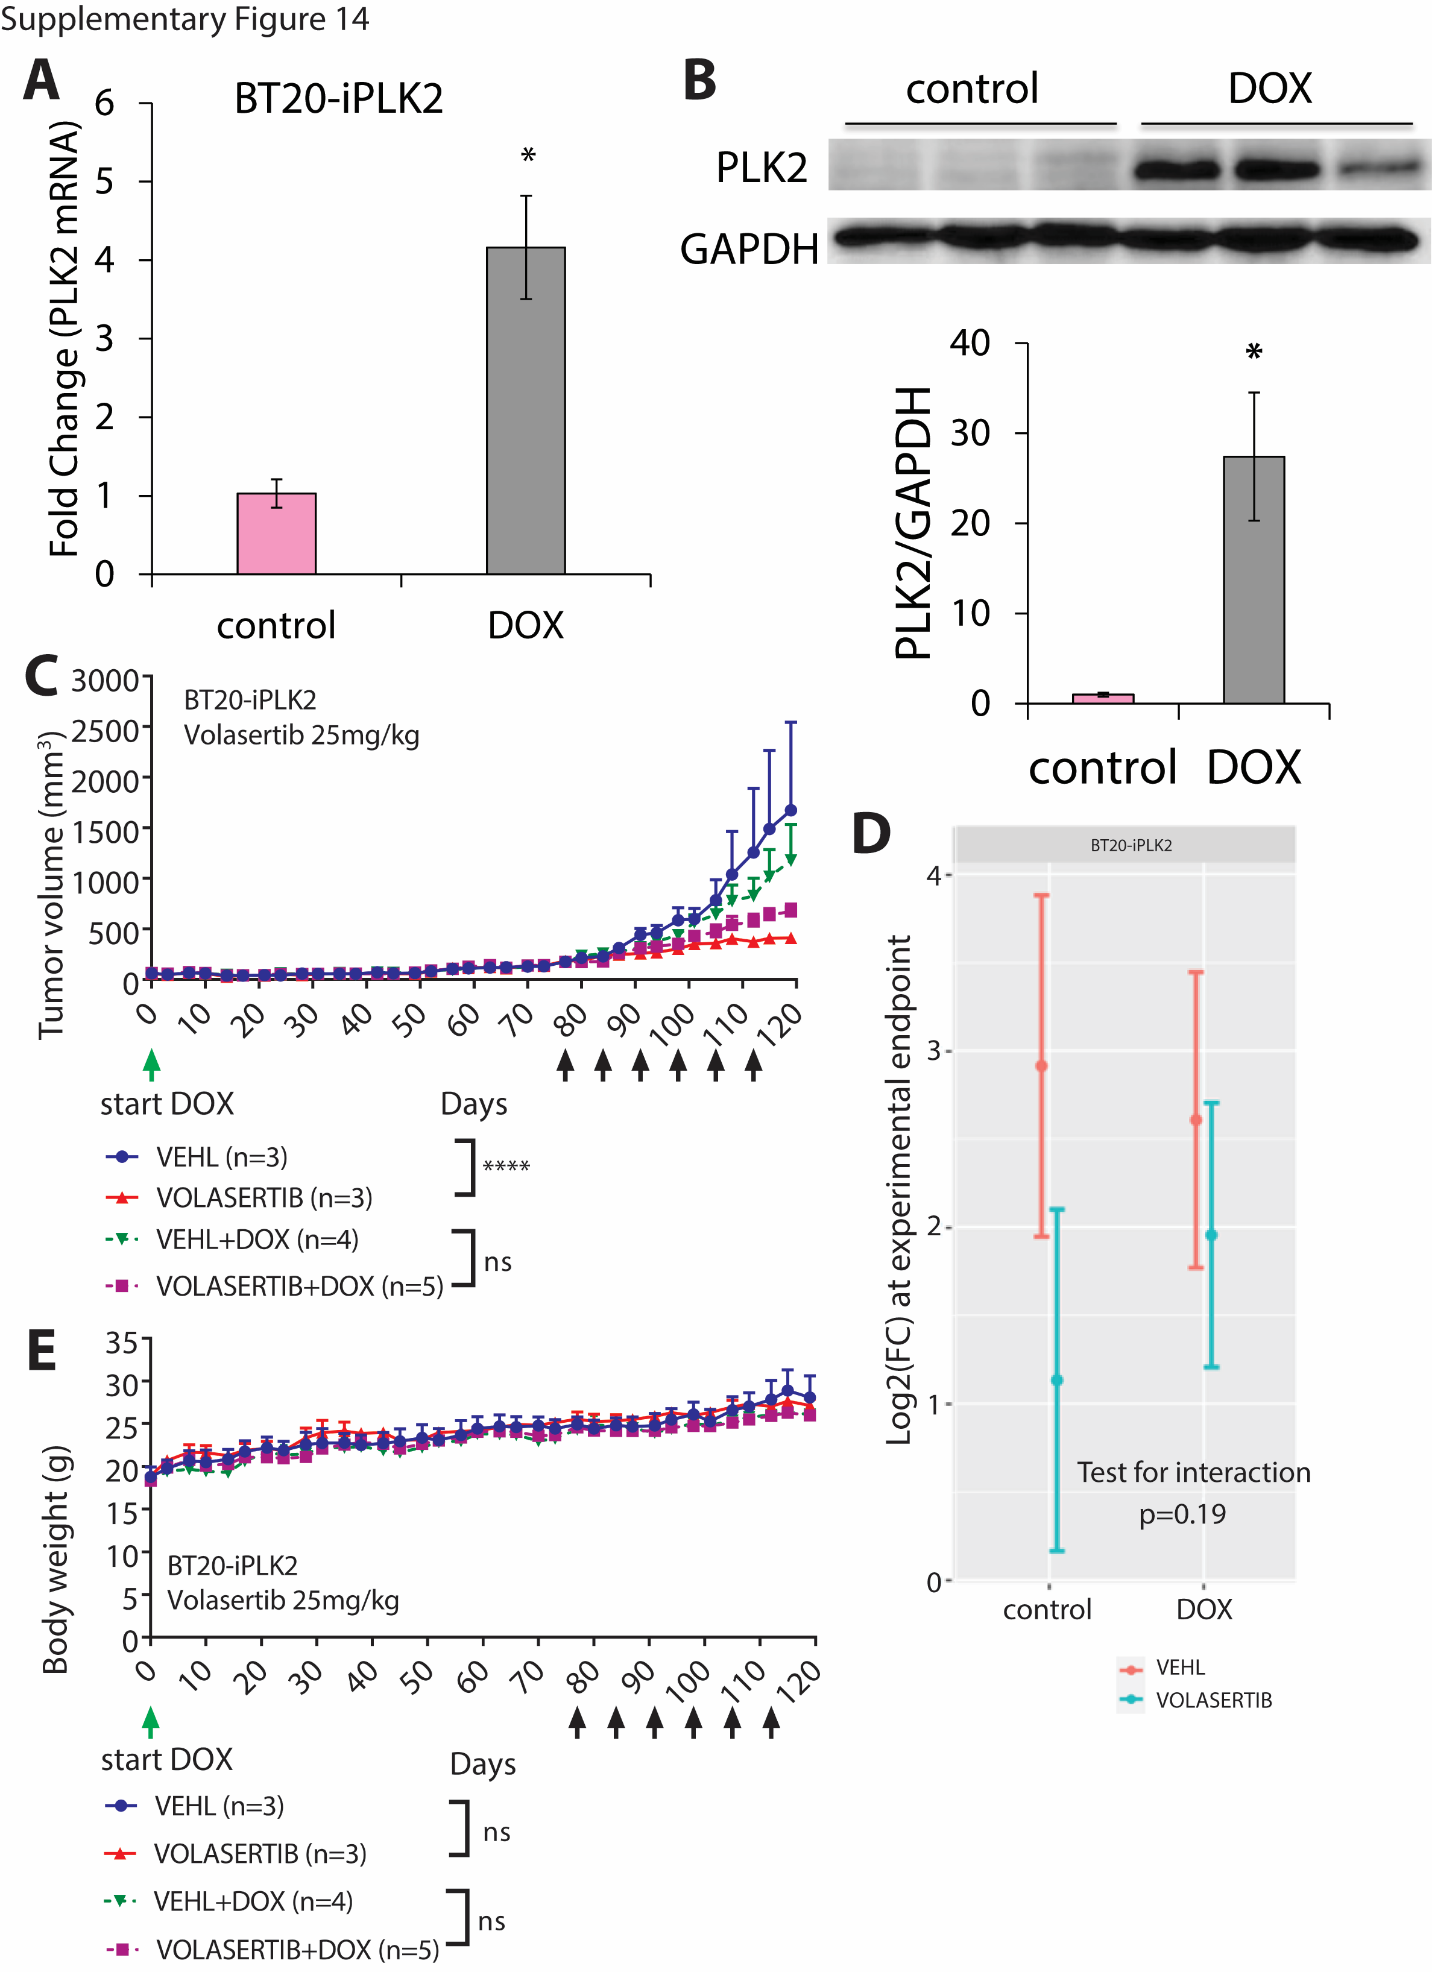

**Fig. S14.** **Doxycycline-induced PLK2 expression reduced the therapeutic effect of volasertib in human BT20 xenografts. (A)** qPCR analysis showed that PLK2 mRNA expression was induced by doxycycline water (DOX) in the human BT20-iPLK2 tumors. n = 3 for BT20-iPLK2 control group. n = 4 for BT20-iPLK2 DOX group. Data are represented as mean ± SEM. Statistical significance was determined by unpaired two tailed student’s t-test. *, p < 0.05. **(B)** Western blot analysis and quantification showed that PLK2 protein expression was induced by doxycycline water (DOX) in the human BT20-iPLK2 tumors. n = 3 per group. Data are represented as mean ± SEM. Statistical significance was determined by unpaired two tailed student’s t-test. *, p < 0.05. **(C)** Tumor growth curves of human BT20-iPLK2 tumors under vehicle and volasertib treatment with or without DOX. Volasertib treatment significantly reduced tumor growth for non-DOX treated tumors but not DOX treated tumors at the experimental endpoint. Tumor size was measured using a digital caliper twice a week. Data are represented as mean ± SEM. Two-way ANOVA followed by Tukey test for multiple comparisons was used to analyze the growth curves. Statistical comparison of the experimental endpoint was shown. Green arrow indicates when the doxycycline treatment began. Black arrows indicate when the mice were treated with drugs. DOX: doxycycline; VEHL: vehicle; ns, not significant; ****, p < 0.0001. **(D)** Two-way ANOVA analysis of log2 fold change (FC) of tumor volume starting from drug treatment to the end of experiment showed a reduced but not significant effect of volasertib in DOX-treated BT20-iPLK2 tumors due to the low mice number per group and high variation of the tumor growth. **(E)** Body weight of BT20-iPLK2 model suggested 25 mg/kg/wk of volasertib was a tolerable dosage and doxycycline didn’t have an impact on NSG mouse body weight. Two-way ANOVA followed by Tukey test for multiple comparisons was used to compare the different treatment groups. Statistical comparison of the experimental endpoint was shown. Green arrow indicates when the doxycycline treatment began. Black arrows indicate when the mice were treated with drugs. VEHL: vehicle; ns, not significant.

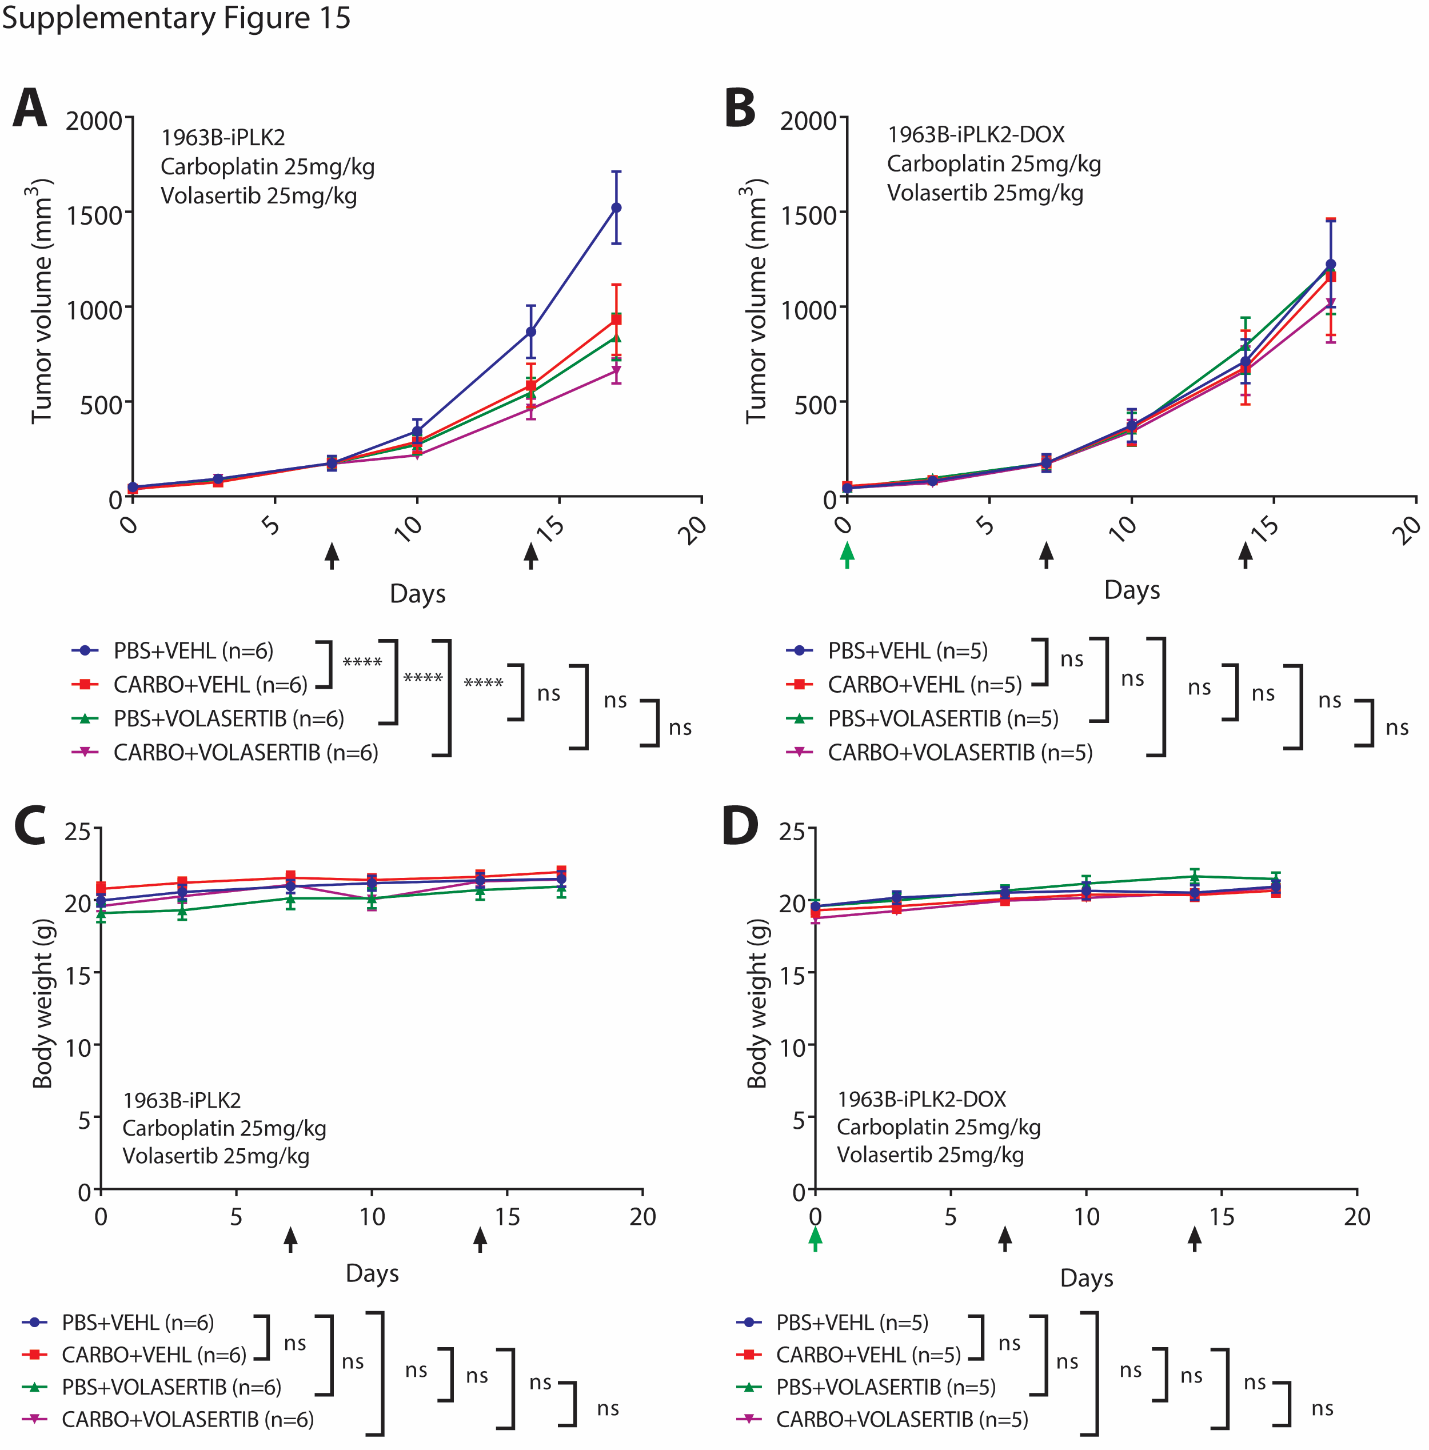

**Fig. S15.** **Doxycycline-induced PLK2 expression abolished the therapeutic effect of carboplatin and volasertib in mouse Plk2^-/-^; p53^-/-^ 1963B basal-like breast tumors. (A)** 1963B-iPLK2 model without DOX administration. **(B)** 1963B-iPLK2 model with DOX induction. Note that the therapeutic effect of carboplatin, volasertib, and combinational treatment was abolished by DOX-induced PLK2 expression. **(C and D)** Body weight measurement indicated 25 mg/kg/wk of volasertib was a tolerable dosage. Tumor size was measured using a caliper twice a week until control groups reached ~1500 mm^3^. Two-way ANOVA followed by Tukey test for multiple comparisons was used. Data are represented as mean ± SEM. Statistical comparison of the experimental endpoint was shown. Green arrows indicate when the DOX treatment began. Black arrows indicate when the mice were treated with drugs. VEHL: vehicle; CARBO: carboplatin; ns, not significant; ****, p < 0.0001.

**Table S1. Plk2^-/-^; Plk1^+/-^ is embryonic lethal.** Plk1^-/-^ is embryonic lethal but Plk1^+/-^ and Plk2^-/-^ are viable. However, we were not able to generate any Plk2^-/-^; Plk1^+/-^ pups despite of different breeding strategies.

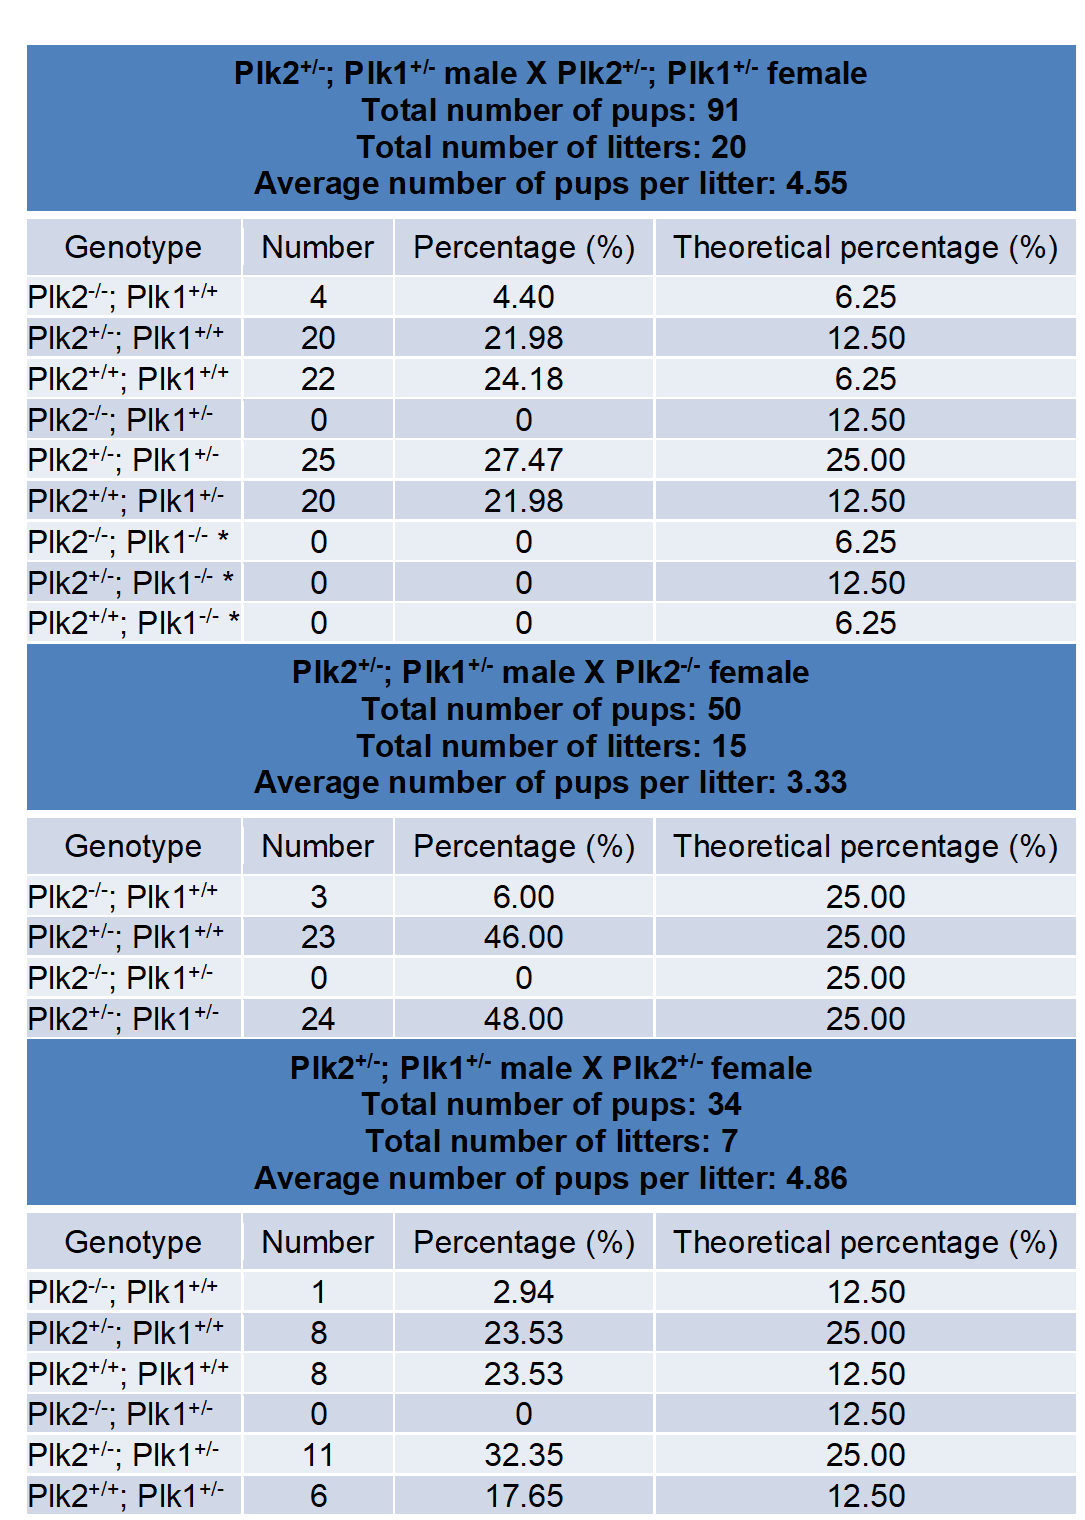

**Table S2. GEM models used for carboplatin plus volasertib combinational treatment.**

| Luminal-like TNBC | | Basal-like TNBC | | Claudin-low TNBC | |
| --- | --- | --- | --- | --- | --- |
| Plk2^-/-^; p53^-/-^ | p53^-/-^ | Plk2^-/-^; p53^-/-^ | p53^-/-^ | Plk2^-/-^; p53^-/-^ | p53^-/-^ |
| 1975L | 2208L | 1963B | 2336R | CL743 | T11, T12 |

**Table S3. Mouse and human shRNAs used in this study**

| **Species** | **Name** | **Cat#** | **Clone ID** | **Mature Antisense** |
| --- | --- | --- | --- | --- |
| mouse | mPlk1 #1 | RMM3981-201757953 | TRCN0000027646 | ATAAGTTTGGTGTGGTCCTGG |
| mouse | mPlk1 #2 | RMM3981-201757918 | TRCN0000027611 | TTTATTGAGGACTTTGAGAGG |
| human | hPLK1 | RHS4430-200284623 | V3LHS_311461 | CTGTCTGAAGCATCTTCTG |
| human | hPLK2 #1 | RHS4430-99880311 | V3LHS_634296 | TTAATTCTGATGAACAGCC |
| human | hPLK2 #2 | RHS4430-98893790 | V2LHS_91309 | TAAAGAGCATCATTAGGGC |

How the deposited data were processed for this re-analysis (not part of the article)

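RNA was measured in 41 mouse mammary tumors, 28 of them Plk2-/-; p53-/- and 13 p53-/-. The authors aligned paired reads to mm10 with STAR, obtained gene-level estimated counts from Salmon and divided each tumor's counts by its upper quartile. The authors deposited the result as a linear signal with the upper quartile of nonzero values at 1000 in every tumor, for 47480 gene symbols. The versions of STAR and Salmon, the gene annotation used to quantify genes and any filter on genes of the deposited table are not named in the paper's text. Columns of the table were matched to tumors by name, and no column was left unused.

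Genotype was taken from the sample labels. Subtype was taken from Supplementary Table S2 and the legible names in Supplementary Fig. S5B, which gives PLK2null-732, PLK2null-733 and PLK2null-743 as claudin-low, PLK2null-1963 and PLK2null-7747 as basal-like and PLK2null-1975 as luminal-like. The other 25 Plk2-/-; p53-/- tumors were used as a group, because the figure shows 3 claudin-low tumors among the 28. The subtype of 11 of the p53-/- tumors was not used. No group was formed here from measured values. The paper, however, assigned the subtypes by hierarchical clustering of expression data that include these tumors, so the subtype groups are not independent of expression.

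The value of 1 read was found in each tumor as the step on which low values lie. Between 71.7 and 79.7% of a tumor's nonzero values lay within 0.1 of a read of a whole multiple of the step, too few for the reads to be recovered, so no count model was used. The implied depth was 29409388 to 70867095 fragments per tumor. The floor of 3 reads covers counting error only.

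Tests were run on log2(value + 1) with limma 3.58.1 in R 4.3.3, without an intensity trend, for genes with a mean of at least 10 in the tumors of the fit. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Single genes and gene-list scores were tested with exact permutation tests over 3276 splits of 3 against 25 tumors, or with 100000 resamples for 28 against 13. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene positions, transcript lengths and neighbours came from GENCODE vM21 on GRCm38, in which 95.0% of the deposited symbols matched a single gene. Tumors were compared for duplicates by chi-square over genes on values scaled to reads. The closest pair, PLK2null-1984 and PLK2null-7750, had a median chi-square of 5.93 per gene, above sampling noise, which argues against 1 library sequenced repeatedly but does not show that tumors arose separately. Each tumor was entered as 1 sample in the tests.

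Named genes were those the paper names for these tumors (Plk2, Met, Krt5, Cldn3 and Cldn7), the family members and 5q genes it names elsewhere, Trp53, the called genes that flank Plk2, and, in each comparison, the 5 genes in each direction with the largest fold change among called genes whose groups did not overlap, without predicted genes. Marker lists for adipocyte, skeletal muscle, T cell, macrophage, neutrophil, endothelium, fibroblast, milk secretion, red blood cell and proliferation were written before any test of them. Lists for lymphatic endothelium, B cell and pericyte were added after the first results.

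The tests were checked on simulated data. For limma these had independent tumors, no batch, a capped spread between tumors and few changed genes. The limma simulations therefore do not cover related tumors or a library batch. In the simulated genotype comparison, 166 of 189 changed genes and 5 unchanged genes were called among 16801 tested. With 3 tumors against 25, 115 of 195 changed genes and 10 unchanged genes were called among 16790. Alternatives were other pseudocounts, filters, a limma trend, quantile normalization, rescaling by TMM (trimmed mean of M values) factors, fewer tumors, other numbers of genes, other linkage and correlation, and other windows around Plk2. Human patient data, xenografts, drug treatment and the microarray samples of the paper were not analysed here.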

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

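Whether a tumor stood apart was tested in the 7 primary tumors that Supplementary Fig. S4B names, for 35 genes, of which 14 had a tumor farther from the rest than Dixon's criterion allows. Chance gives about 1 in 20, or fewer than 2 of 35, but many of the genes were chosen after their values were seen and the genes of one cell type move together. Of the tests of endothelial source, only that of stromal RNA in general was set before these results: those of lymphatic markers, lymph node scores and pericytes rest on lists added after the first results, and the others were chosen after the result was seen, as was the comparison of the Mdm2 segment across tumors.

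In PLK2null-7763 the endothelial genes Pecam1 (22792), Cdh5 (20398), Kdr (13681), Tie1 (13032) and Esam (5093) stood apart, as did the lymphatic endothelial genes Prox1 (2055), Lyve1 (663) and Mmrn1 (5675) and the vessel and lymph node genes Ccl21a (45781) and Madcam1 (3085), with the B cell gene Cd79a at 158. The endothelial genes Emcn (3029) and Flt4 (6166) were also tested in this tumor and did not pass Dixon's criterion. The 3 claudin-low Plk2-/-; p53-/- tumors, which joined PLK2null-7763 in the clustering, showed the same pattern against the 25 other Plk2-/-; p53-/- tumors, among which PLK2null-7763 is counted. The endothelium score differed by 5.07, the lymphatic endothelium score by 4.54 and the red blood cell score by 6.24. In all 3 claudin-low tumors the endothelium and red blood cell scores lay above all 25 others (exact permutation test, adjusted p = 0.000992 over 13 lists for both). The lymphatic score did not separate completely (adjusted p = 0.00198), because PLK2null-7763, at 4.55, lay above 2 of the 3. The mean value of the 6 endothelial genes was 29385 in the claudin-low tumors, 1279 in the other 25 and 1015 in the p53-/- tumors.

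A lower share of tumor cells, which would raise every stromal type alike, is argued against: the fibroblast score differed by -1.84 while the endothelium score rose by 5.07. The fibroblast fall came from PLK2null-732 (-2.93) and PLK2null-733 (-2.68). PLK2null-743, at -0.11, lay within the range of the 25 others (-1.47 to 1.90), but its endothelium score was 4.98, so the types were not raised alike there either. More RNA from stromal cells in general is argued against by the same fibroblast scores, in PLK2null-743 only by the absence of a rise. Lymph node tissue as the source of the endothelial transcripts is argued against, because the 6 endothelial genes exceeded the 6 B cell genes 110.5-fold in these tumors. Lymph node tissue in smaller amounts and cells of lymphatic endothelial type cannot be told apart from other sources. B cell and T cell scores were higher (4.45, adjusted p = 0.00397, and 3.50, adjusted p = 0.00198). In each list 1 of the 25 other tumors lay above the lowest claudin-low tumor, so that in the B cell list 0 and in the T cell list 1 of the 3 lay above all 25, and the lymphatic score, at 4.54, was likewise not above all of them. A candidate explanation that met its test is more blood vessels with their pericytes: the pericyte score rose by 3.60, in all 3 above all 25 (adjusted p = 0.000992). Whether the endothelial transcripts come from vessels of the wild-type host or from tumor cells of endothelial type is open. Host vessels carry an intact Plk2 gene, yet Plk2 differed by -2.18, with 2 of the 3 tumors below all 25 others. PLK2null-743, at 128, lay above PLK2null-7763, PLK2null-7764 and PLK2null-7748. The epithelial genes Epcam and Krt8 had means of 39.3 and 29.8 in the claudin-low tumors, against 17458 and 20039 in the other 25. Both were lowest in PLK2null-743, at 9.60, and of the 3 highest in PLK2null-732, at 87.4 and 63.0. The Plk2 level of host vessels is not known from these data, so the Plk2 value does not decide. A property of claudin-low tumors of either genotype also stays open, since it rests on T11 alone, whose endothelium score of 0.44 lay within the range of the other p53-/- tumors. No biological explanation was tested beyond these.

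Mdm2 stood apart in primary tumor PLK2null-7747, at 19585. In basal-like tumor PLK2null-1963, it was at 19565, against 1678 as the median over the 41 tumors, and the paper does not report it. A candidate explanation is extra copies of the chromosome segment. The 17 genes within 1 Mb of Mdm2 had a median deviation in PLK2null-1963 at percentile 99.7 of all such windows in that tumor. Mdm2 was likewise high in PLK2null-1964 (18245) and PLK2null-1965 (13406), with the window at percentiles 99.8 and 99.7. Of the 10 tumors with this window at percentile 99 or above, 6 had Mdm2 at 5651 to 32229.6, but 4 had it at or below the median over the 41 tumors: PLK2null-7748 (1052, percentile 99.9), PLK2null-1967 (1180, percentile 99.9), PLK2null-1970 (1678, percentile 99.7) and PLK2null-1971 (1342, percentile 99.7). Raised neighbours therefore do not by themselves show that Mdm2 lies in the segment. Of the neighbours, Slc35e3 was at 24266.5 and Nup107 at 14954 in PLK2null-1963. Mdm2 was also high in the p53-/- tumor p53null-2224L, at 32229.6. PLK2null-1963 was closest to PLK2null-7747 among the primary tumors (r = 0.692 over 1910 genes), so the values of both tumors may not be independent. Gene copies were not measured. Sequencing depth acts on all genes of a tumor and does not raise one segment, and no other technical explanation was tested.

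Map3k1 in PLK2null-7750 (4395) and Xist in PLK2null-7747 (9058) also stood apart among the 7 primary tumors. Map3k1 was likewise high in PLK2null-1984 (3514), PLK2null-1985 (4125) and PLK2null-1986 (4961), for which PLK2null-7750 is the closest of the primary tumors (r = 0.774 to 0.823 over 1910 genes). Neither gene was tested further, and no technical or biological explanation was tested for them.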

How the results depend on the processing

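Alternatives were set before the data were examined, apart from the depth covariate, the depth range and the removal of the length trend, which were chosen after seeing the data. No paired analysis was possible because the Plk2-/-; p53-/- and p53-/- tumors share no replicate numbers. Of 69 results, 52 kept their direction and their side of the threshold, or their value, under all alternatives run for them.

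The number of genes called between the genotypes was 6802. It was 2942 with only the 7 primary tumors of Supplementary Fig. S4B and 3336 with the 4 p53-/- tumors inside the depth range of the Plk2-/-; p53-/- tumors, both of which use fewer tumors by construction. The other alternatives gave 5198 to 9053. Of the 6802 calls, 61.38% were higher in Plk2-/-; p53-/- tumors. This share was 51.71% with quantile normalization, 44.15% with TMM rescaling and 45.43% with the length trend removed, so the balance of higher against lower genes depends on the scaling. The median log2 fold change of all tested genes moved from 0.10 to -0.07 with TMM rescaling. The number called in the claudin-low comparison was 6391, and from 4527 to 4629 genes across the 3 fits that each left out one claudin-low tumor. The share higher in claudin-low tumors was 54.12%, against 50.02% with quantile normalization and 48.22% with TMM rescaling, so this balance also depends on the scaling.

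The score of the Krt5 cluster passed the threshold with quantile normalization (-2.65, adjusted p = 0.0497, against 0.0549 to 0.144 in the reported and the other settings), and the cause was not tested. The score of the S100a9 cluster ranged from -1.69 to -1.55 with a claudin-low tumor left out, and lost the threshold without PLK2null-733 and without PLK2null-743, where 2 tumors are left in the group. Average linkage brought PLK2null-1975 and p53null-2208L together in a branch of 5 tumors in place of 13, and the cause was not tested. The odds ratio for genes flanking Plk2 was 1.20 in a 20 Mb window (p = 0.312), against 0.98 within 10 Mb, with no test past the threshold and the cause not tested.

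Among single genes, 7 values reversed. Plk1 had a log2 fold change between the genotypes of -0.0497 with TMM rescaling. Pik3r1 was at -0.26 with the depth covariate and -0.22 with the length trend removed. Map3k1 was at -0.17 within the depth range and -0.22 with the length trend removed. Between claudin-low and other tumors, Plk4 ranged from -0.200 to 0.0453 with a claudin-low tumor left out, the highest without PLK2null-743, and Map3k1 from -0.127 to 0.0550, the highest without PLK2null-732. None of the 7 passed the threshold in any of these settings, and the cause was not tested. A further 23 values of single genes became weaker, for Plk3, Plk4, Rad17, Trp53, Met and Krt5. Of these 23, 6 were with only the 7 primary tumors of Supplementary Fig. S4B.

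Depth limits genes near 3 reads, such as Cldn3 in PLK2null-743, whose fold changes on the log2(value + 1) scale depend on the pseudocount: from -9.83 to -8.14 for Cldn3 with pseudocounts of 0.1 and 10.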

Other observations

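The tests of a library batch, of shared ribosomal protein reads and of transplants counted as separate tumors, and the comparison of the Met segment across tumors, were chosen after the result was seen.

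The genotypes differed widely. Of 17208 genes, 6802 were called between 28 Plk2-/-; p53-/- and 13 p53-/- tumors in limma at an adjusted p below 0.05, 4175 higher and 2627 lower. Of 100 splits of the 41 tumors into 28 and 13, only the real one, 1 of 100, gave as many genes, and the others gave at most 0. Of 100 splits of the 28 double-null tumors into 3 and 25, again 1 gave the 6391 genes of the claudin-low comparison, the real one. The others gave at most 1810. The claudin-low group was itself taken from clustering of expression, so random splits cannot test it. Sequencing depth differed between the genotypes. With log2 depth as a covariate 78.09% of the calls kept their direction and threshold, which argues against depth as the whole cause. With the 4 p53-/- tumors in the depth range 45.34% did, but 24 of 100 random draws of 4 p53-/- tumors kept as few or fewer (range, 33.7 to 69.1%), so the loss of tumors alone can give this value. The draws were chosen after that value was seen. Transcript length followed the fold change across genes (Spearman rho = 0.309), and GC content did so less (-0.246), over 16635 genes. Length bias may therefore contribute, but with the length trend removed 67.63% of the calls remained, which argues against it as the whole cause. Histone genes, whose transcripts mostly lack a poly(A) tail, had a median of -0.39, against 0.00 for proliferation genes, less than the shift of more than 1 that a difference in poly(A) selection was set to give. Of 5 stromal marker lists, 0 differed between the genotypes after adjustment and 1 did at an unadjusted p below 0.05, 2 higher and 3 lower. Of all 13 marker lists, 0 passed and 4 were below 0.05 unadjusted: neutrophil (1.33 higher), skeletal muscle (-1.78), adipocyte (-1.67) and red blood cell (-1.60). No value decides whether RNA of non-tumor cells differed between the genotypes. The library series could not be separated: all 13 p53-/- titles carry a series name that no Plk2-/-; p53-/- title carries, so that a batch and the effect of Plk2 cannot be told apart.

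Among called genes whose values did not overlap between the genotypes, and without predicted genes, the 5 with the largest change in each direction were transcripts named for genomic clones or cDNA sequences and ribosomal protein pseudogenes. BC055308 was 3.33 higher on the log2 scale (adjusted p = 1.34e-16 in limma), and Rpl9-ps7 was -3.35 (adjusted p = 6.02e-16 in limma). Pseudogenes share reads with their parent genes, so single values are uncertain. The 69 ribosomal protein pseudogenes tested had a median of -1.03 and the 87 ribosomal protein genes one of -0.90. The ribosomal genes fell under all scalings tried, with -0.69 after quantile normalization and -1.07 after TMM. Reads moved from pseudogenes to parents would raise the parents, whose median was -0.90, so such a move alone does not explain the fall of both. Whether moved reads would raise the parents by a measurable amount was not tested, so a move of reads stays possible for the pseudogenes. Lower transcription of the ribosomal protein genes may be the reason, since pseudogenes changed by a median of -0.22 relative to their parents and the genes kept a median of -0.72 after removal of the trend with length, yet it is confounded with the library series.

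Chromosome from the donor strain around Plk2 was tested, since Plk2-/- mice may keep it. Within 10 Mb, 31 of 80 tested genes were called (38.75%), against 6498 of 16519 elsewhere (39.3%), an odds ratio of 0.976 (2-sided Fisher's exact test, p = 1). This argues against a general excess, while single genes stay open: Srek1 was 1.27 higher and Gm9752 2.79 higher, both without overlap between the genotypes. Map3k1 and Pik3r1, which are 5q genes in the paper, were not called. Rad17 was called, 0.35 higher.

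Plk1 did not differ between the genotypes (0.12; permutation p = 0.553). Plk1 and Plk2 were correlated in 13 p53-/- tumors at Pearson r = -0.226 (permutation p = 0.479) and Spearman rho = -0.275 (p = 0.359), and in 28 Plk2-/-; p53-/- tumors at r = 0.248 (p = 0.203) and rho = 0.293 (p = 0.129). The family held 4 correlations, and the smallest adjusted p was 0.407. Without the 2 tumors farthest from the median Plk2 value, r was -0.409 in the p53-/- and 0.187 in the Plk2-/-; p53-/- tumors. The paper reports this correlation for human tumors, which were not analysed here. Plk3 (0.71), Plk4 (0.44) and Trp53 (0.64) were called higher in Plk2-/-; p53-/- tumors, as was Met (2.89), and Krt5 was lower (-5.13). Both genotypes are p53-/-, and whether Trp53 values come from host cells or from the targeted allele was not tested.

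Plk2 values above 0 in Plk2-/-; p53-/- tumors may come from cells of the wild-type host or from a transcript of the targeted allele. The planned test found no relation of Plk2 with the mean stromal score over the 28 tumors (Spearman rho = 0.047, permutation p = 0.811; Pearson r = -0.277, p = 0.153). Over the 25 without the claudin-low tumors rho was 0.403 (permutation p = 0.0467, adjusted p = 0.0935) and r was 0.00897 (p = 0.966). Among 8 relations computed, those with macrophage alone passed after adjustment by rank. Over the 28 tumors rho was 0.521 (adjusted p = 0.0207) and Pearson's r 0.340 (adjusted p = 0.154; r = 0.267 without the 2 farthest tumors). Over the 25 without the claudin-low tumors both passed, with rho at 0.588 (adjusted p = 0.0193) and r at 0.497 (adjusted p = 0.0462; r = 0.334 without the 2 farthest tumors). Pearson's r with the endothelium score was -0.701 (adjusted p = 0.00208), but rho was -0.00821. Without the 3 claudin-low tumors r was -0.316 (permutation p = 0.127) and rho had the opposite sign, at 0.371 (p = 0.0694). Host cells and other sources cannot be told apart, because a relation with one cell type in a mixture does not show which cells transcribe Plk2.

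The library labelled p53null-7435, a p53-/- tumor, had Plk2 at 186. A mislabelled sample was tested over 290 genes that separate the other 12 p53-/- from all Plk2-/-; p53-/- tumors. In 75.9% (220 genes) p53null-7435 lay nearer the p53-/- tumors, against 84.6 to 99.1% for each other p53-/- tumor held out in the same way and 0.429 to 11.0% for Plk2-/-; p53-/- tumors. The value is far from the Plk2-/-; p53-/- libraries but below every other p53-/- tumor, and the genes may follow the library series, so a label error cannot be told apart from low Plk2 in a p53-/- tumor.

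Met was at 201397 in luminal-like line PLK2null-1975. Extra copies of the segment were tested as a candidate explanation: the genes within 1 Mb had a median deviation at percentile 99.9 of windows in that tumor, among them Tes (260707), Capza2 (224265) and Cav2 (114730). All 10 tumors with this window at percentile 99 or above had high Met, at 72377 to 201397, and 0 had it at or below the median over the 41 tumors. Met was as high in PLK2null-1988 (203935), where the neighbours were raised less (median deviation of 0.470 on the log2 scale, percentile 95.9, against 2.19 in PLK2null-1975), and also high in PLK2null-1987 (195175, percentile 89.0) and PLK2null-1986 (76088, percentile 74.5). High Met is therefore not confined to tumors with the window at percentile 99 or above, and extra copies in PLK2null-1975 cannot be told apart from another cause. Gene copies were not measured.

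Transplants of one tumor may have been counted as separate tumors. Of 21 Plk2-/-; p53-/- tumors not named as primary tumors in Supplementary Fig. S4B, 17 correlated with a primary tumor more closely than any 2 primary tumors with each other (largest r = 0.515). The paper's text does not state these relations, and tests across Plk2-/-; p53-/- tumors treat them as independent.

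The remaining marker lists, claudin-low minus other Plk2-/-; p53-/- tumors, gave -5.55 for milk secretion, -1.35 for skeletal muscle, -0.35 for proliferation, 0.12 for macrophage, 0.10 for adipocyte and 0.03 for neutrophil. Milk secretion alone of these passed after adjustment over 13 lists (adjusted p = 0.000992). Of its 6 genes, Csn3 is also among the genes named above for the largest decrease. Between the genotypes the smallest adjusted p was 0.0508, for neutrophil, of whose genes 1 is in a list of Supplementary Fig. S5B.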
